# Corticostriatal cocaine-seeking ensembles are defined by differing gene expression from sucrose-seeking ensembles using a within-subject dual self-administration and seeking mouse model

**DOI:** 10.1016/j.addicn.2025.100242

**Published:** 2025-11-21

**Authors:** Carl G. Litif, Levi T. Flom, Kathryn L. Sandum, Skylar L. Hodgins, Lucio Vaccaro, Jerry A. Stitzel, Nathan Ungerleider, Maria Constanza Mannino, Jason P. Gigley, Todd A. Schoborg, Ana-Clara Bobadilla

**Keywords:** Cocaine, Sucrose, Neuronal ensembles, RNAsequencing

## Abstract

Recurrent cocaine seeking is a hallmark of cocaine use disorder. To develop therapeutic targets, it is critical to understand the neurobiological changes specific to cocaine-seeking in context with the seeking of non-drug rewards, e.g., sucrose. The nucleus accumbens (NAc) and medial prefrontal cortex (mPFC) are known regions associated with cocaineand sucrose-seeking ensembles, i.e., a sparse population of co-activated neurons linked with behavior. Within ensembles, transcriptomic alterations in the NAc and mPFC underlie the learning and recall of cocaine- and sucrose-seeking behavior. However, the transcriptomics exclusively driving cocaine seeking independent from sucrose seeking have not yet been defined using a within-subject approach. Using Ai14:cFos-TRAP2 transgenic mice in a dual cocaine and sucrose self-administration model, we fluorescently sorted and characterized the transcriptomes defining cocaine-seeking in reference to the sucrose-seeking ensemble, overlapping ensemble in between cocaine and sucrose-seeking, and the non-ensemble population. Our data suggests there are robust transcriptomic changes linked with cocaine-seeking that differ from sucrose-seeking ensembles and the non-ensemble population which could guide future studies aimed to detangle cocaine-seeking behavior without altering non-drug reward seeking.

## Introduction

Cocaine use disorder (CUD) is characterized by the recurrent seeking of cocaine after periods of abstinence, often leading to relapse [1]. The absence of pharmaceutical intervention for attenuating cocaine seeking is partially due to a lack of understanding of the discrete transcriptomic alterations driving the rewarding effects of cocaine apart from non-drug rewards, e.g., sucrose. It is known that cocaine and sucrose seeking both involve the recruitment of sparse activity-dependent neural circuits, defined as neuronal ensembles [2], within the nucleus accumbens (NAc) and medial prefrontal cortex (mPFC) [3–6]. Recently it was shown ensembles linked to cue-associated cocaine and sucrose seeking are mostly separate despite having an overlapping population of neurons [7–8]. Mounting evidence also suggests contingent reward intake facilitates long-lasting alterations in gene expression within the NAc and mPFC to drive reward-seeking behavior [9–14]. However, studies focused on transcriptomic expression in cocaine or sucrose seeking often lack within-subject comparisons between drug and non-drug rewards.

Considering previous findings characterizing the relationship between drug and non-drug rewards, we hypothesized neuronal ensembles linked with cocaine- and sucrose-seeking have differing yet overlapping transcriptomic landscapes. To test this hypothesis, we used a within-subject approach to characterize sex-considerate and region-dependent gene expression profiles for cocaine and sucrose seeking in mice. Using mice featuring the targeted recombination in active populations (TRAP2) dual-event tagging scheme [15] and fluorescent activated cell sorting [16,10], we identified and isolated ensembles in the NAc and mPFC from two temporally separate cocaine- and sucrose-seeking events. We then used bulk RNA-sequencing (RNAseq) to compare significant sex-, region-, and reward-specific transcriptomic profiles for cocaine-seeking in comparison to multiple references (sucrose-seeking ensemble, overlapping cocaine- and sucrose-seeking ensemble, or non-ensemble population) to gain comprehensive insight into the transcriptomic mechanisms likely related only to cocaine-seeking behavior. Using this approach, we developed a repository of sex-considerate transcriptomic information to define distinct or intersecting alterations in gene expression for cocaine- and sucrose-seeking ensembles in the NAc and mPFC.

## Results

### Cue-induced seeking of cocaine and sucrose recruit reward-specific ensembles

To characterize cocaine-seeking ensembles in the context of sucrose-seeking, we used a dual self-administration (SA), extinction (EXT), and cocaine- or sucrose-specific cue-induced reinstatement behavioral model in Ai14:cFos-TRAP2 mice to first label both cocaine- and sucrose-seeking ensembles. Behavior was followed by fluorescent activated cell sorting (FACS) and downstream bulk RNA sequencing (RNAseq) to characterize transcriptomic profiles in fluorescently labeled cocaine- and sucrose-seeking ensembles (Fig. 1a, Supplemental Figure 1A). Mice (*n* = 9 female, 9 male) underwent alternating daily sessions of intravenous cocaine and oral sucrose SA on a Fixed Ratio 1 (FR1) schedule (Fig. 1b) for 20 days (10 sessions per reward). SA was contingent on cue-paired interaction with cocaine- or sucrose-reinforced active nose pokes (NP) in counterpart to an additional non-reinforced inactive NP without consequences. Cocaine and sucrose SA sessions showed consistent discrimination between the active NP and the inactive NP for both reward types (Nose Poke (Active vs. Inactive), estimate = 1.574, SE = 0.258, *p* < 0.0001; Supplemental Table 1a). A significant interaction between reward type and sex was observed (Reward x Sex: estimate = −0.902, SE = 0.386, *p* = 0.0194; Supplemental Table 1a), indicating that the effect of reward on nose-poke discrimination differed by sex. Post-hoc comparisons revealed that female mice exhibited greater discrimination for cocaine than sucrose, while male mice showed the opposite pattern, with stronger discrimination for sucrose than cocaine (Supplemental Figure 2A, Supplemental Table 1a). Reward deliveries showed a significant interaction between reward type and session (Reward x Session: estimate = 0.073, SE = 0.026, *p* = 0.0061; Fig. 2c; Supplemental Figure 2B, Supplemental Table 1b).

Following SA, mice underwent EXT in the original SA chamber without reward administration or cue exposure. During EXT, mice decreased interaction of NPs previously paired with cocaine or sucrose during SA over the course of the 10 days (Nose Poke (Sucrose vs. Cocaine): estimate = 0.387, SE = 0.198, *p* = 0.0505; Fig. 1d, Supplemental Table 1c; Supplemental Figure 2C, Supplemental Table 1c). Comparing the overall reward-paired active nose-poke interactions between the SA and EXT phases showed a significant reduction of pressing during the EXT phase (Active Nose Poke (SA vs. EXT): estimate = −1.774, SE = 0.094, *p* < 0.0001; SupplementalTable 1d).

To induce seeking of cocaine or sucrose, mice underwent cocaine(C-RST) and sucrose-specific (S-RST) cued-reinstatement sessions where mice were exposed to reward-specific cues in the absence of reward administration. Mice displayed cocaine seeking during the C-RST session, as demonstrated by increased interaction with the cocaine-paired active NP compared to the inactive NP (i.e., sucrose-paired NP) and to the cocaine-paired active NP during the EXT session from the previous day (Fig. 1e) with no apparent sex differences (C-RST × Nose Poke: estimate = −0.968, SE = 0.380, *p* = 0.0108; Supplemental Figure 2D; Supplemental Table 1e). Immediately following C-RST, 4-hydroxytamoxifen (4-OHT) was administered to permanently tag active cFos-expressing neurons considered the cocaine-seeking ensemble with fluorescent tdTomato. In parallel, mice displayed sucrose seeking during the S-RST session, as observed by increased interaction with the sucrose-paired active NP compared to the inactive NP and the sucrose-paired active NP during the previous EXT session (Fig. 1e) again with no apparent sex differences (S-RST × Nose Poke: estimate = 1.486, SE = 0.369, *p* = <0.0001; Supplemental Figure 2D; Supplemental Table 1e). Mice were euthanized 60 min post-S-RST to capture endogenous cFos protein concentration using immunocytochemistry (ICC) for neurons comprising what is considered the sucrose-seeking ensemble, while the tagged cocaine-seeking ensemble remains an expression of the tdTomato tag.

Immediately following euthanasia, we dissociated neurons from the NAc (primarily lateral accumbens shell and lateral accumbens core) and mPFC (primarily prelimbic and cingulate areas 1 and 2) regions and used FACS to separate neuronal cocaine-seeking ensemble, sucrose-seeking ensemble, overlapped ensemble, and non-ensemble populations. After debris removal (Supplemental Figure 3A), we used an Ai14:cFos-TRAP2 control mouse with only a neuronal marker (NeuN+, Supplemental Figure 3B) and no induced ensemble tagging (Supplemental Figure 3C) to identify and sort the cocaine-seeking ensemble (C; lower right quadrant; tdTomato+), sucrose-seeking ensemble (S; upper left quadrant; cFos+), overlapping ensemble (O; upper right quadrant; tdTomato+/cFos+), and the non-ensemble (bottom left quadrant) for females (Supplementary Figure 3D–G, and males (Supplementary Figure 3H–K). Additional flow cytometry analysis showed a significant interaction between the size of the ensemble based condition and region (Condition × Region: estimate = 67.66, SE = 33.83, *p* = 0.0232; Supplemental Figure 3L; Supplemental Table 1f). After identifying and isolating cocaine-seeking, sucrose-seeking, and overlapping ensembles (Fig. 1f–h), we proceeded with transcriptomic characterization.

### Cocaine and sucrose seeking ensembles are region- and sex-dependent

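Outside the closing section, the values behind every result below are the deposited transcript quantifications of 48 RNA-seq libraries, summed here to genes. Each library is 1 sorted NeuN-positive population from a pool of 3 mice: tdTomato alone for cocaine-seeking, cFos alone for sucrose-seeking, both for overlapping and neither for non-ensemble. There are 3 pools per population in each sex and region, and the 4 populations with the same replicate number come from the same pool. In the female NAc, the total counts per library were 13665923 to 18708870 (median 15079495) for cocaine-seeking, 18749479 to 22606734 (median 20309051) for sucrose-seeking, 11843307 to 16845633 (median 13260449) for overlapping and 16345417 to 18251353 (median 17599075) for non-ensemble. In the male NAc, the total counts per library were 11293419 to 14370853 (median 11782459) for cocaine-seeking, 10751480 to 20198893 (median 16036482) for sucrose-seeking, 9955013 to 16162292 (median 12278405) for overlapping and 13219942 to 20262217 (median 17865569) for non-ensemble. In the female mPFC, the total counts per library were 9933361 to 12188887 (median 10591427) for cocaine-seeking, 14774290 to 15468385 (median 15121456) for sucrose-seeking, 10197390 to 13081650 (median 10450327) for overlapping and 10406012 to 13442618 (median 13074063) for non-ensemble. In the male mPFC, the total counts per library were 10648599 to 14810431 (median 11210645) for cocaine-seeking, 10391345 to 24500899 (median 17589219) for sucrose-seeking, 12539938 to 13727766 (median 13719665) for overlapping and 12177657 to 17076217 (median 16072429) for non-ensemble. The paper gives a depth of 50 M reads, and the totals of the deposited counts are used here instead. The authors trimmed the reads with CutAdapt, quantified them with Salmon against the GRCm39 transcriptome, summed with tximport and tested with edgeR and limma. From the deposited estimated counts on, each sex and region was fitted on its own with 12 libraries in edgeR quasi-likelihood, with TMM factors, and the thresholds are the paper's: an adjusted p under 0.01 and a log2 fold change beyond 0.75. Gene lists, and genes printed with an adjusted p, are read at 0.05.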

We sequenced the RNA of lysates from reward-specific seeking ensembles (Supplemental Figure 1) to bioinformatically detect significant transcriptomic patterns related to cocaine-seeking. Raw count data of all samples were normalized and filtered to remove low-count background noise followed by principal component analysis (PCA). The PCA revealed transcriptomic profiles are defined by region- and sex-specific variation (Supplemental Figure 4A). Thus, we completed downstream DEG comparisons in a region-and sex-specific manner.

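Cortex and accumbens libraries differ by region, which holds 10.7% of the variance over 48 libraries and 29788 genes (24 libraries per region). Female and male libraries (12 each per region) are further apart in the mPFC, where sex holds 20.9% of the variance, than in the NAc, where it holds 6.48%. Over the 1000 most variable genes these shares are 16.7% and 9.84%, and the regions were not tested against each other. Female and male mPFC libraries also differ in other ways. Pseudogenes hold 7.75 to 9.82% of the counts in the female population means and 3.64 to 6.20% in the male ones. For odor, pheromone and taste receptor genes these are 4.10 to 5.19% and 1.61 to 3.00%. Whether the share for sex follows from such differences was not tested. Low levels of a cortical marker gene in the female mPFC are given in the closing section. The first 2 components hold 24.2% and 5.15% of the variance over all libraries, 17.3% and 8.98% in the NAc, and 30.8% and 7.13% in the mPFC. With single libraries permuted, p = 1e-05 for region and for sex in the mPFC, the smallest they can give, and p = 0.027 for sex in the NAc (PERMANOVA on log2 CPM, permutation p). Populations of the same pool share their mice. With whole pools permuted, the permutation p values are 0.2 for sex in the NAc and 0.1 for sex in the mPFC. Region labels were exchanged within pools instead, which gives a permutation p of 0.094, where 0.031 is the lowest possible. With 3 pools per sex, 0.1 is the lowest p that exchange of pools can give for sex.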

### Cocaine-seeking ensembles in the NAc dynamically alter GPCR signaling and drd4 expression

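Marker genes of D1 medium spiny neurons (8 genes with Drd1 and Pdyn) summed to 435 ± 21.1 CPM in the cocaine-seeking libraries of the female NAc, 383 ± 9.84 in sucrose-seeking, 411 ± 29.1 in overlapping and 423 ± 48.2 in non-ensemble (mean ± SD, n = 3 pools each). D2 markers (6 genes with Drd2 and Adora2a) summed to 1443 ± 102, 1146 ± 79.0, 1377 ± 96.5 and 1546 ± 53.6 CPM in the same order, and 14 interneuron markers to 651 ± 112, 424 ± 58.2, 611 ± 58.6 and 611 ± 36.4 CPM. Against sucrose-seeking, the median log2 fold change of cocaine-seeking was 0.13 over the D1 list (p = 0.18), 0.33 over the D2 list (p = 0.060) and 0.70 over the interneuron list (p = 0.051; limma camera with an estimated correlation). Sums over different genes do not compare the share of D1 with that of D2 cells, and the deconvolution itself needs the single-cell references, which were not analysed here.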

Using neuronal deconvolution incorporating striatal single-cell RNAseq datasets as reference to compare with our bulk NAc RNA-seq data, we revealed all sample populations in the female NAc have the strongest proportion of D1 neurons while showing less proportion for D2 and interneuron (IN) neuron types (Fig. 2a,b). Further subcluster analysis revealed D1 neuronal subtypes defined by gene markers were similarly represented in each sample type. Specifically, within multiple D1 subclusters we saw differing neuronal subtypes featuring *Tac1* as a gene marker (Fig. 2c), a gene linked with substance P production and primarily involved with dopamine neurotransmission [17]. 

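Tac1, which encodes the substance P precursor (GRCm39 chromosome 6, 7554120 to 7565834, 7 exons), was at 88.1 ± 14.9 CPM in cocaine-seeking, 64.3 ± 1.27 in sucrose-seeking, 81.0 ± 15.1 in overlapping and 86.7 ± 12.3 in non-ensemble libraries of the female NAc (n = 3 pools each). The largest difference is the log2 fold change of 0.45 (SE 0.16) against sucrose-seeking, and against non-ensemble the value is 0.02 (SE 0.16). Its edgeR adjusted p is 0.17 against sucrose-seeking; it is 0.039 with the pool of mice as a block, in a range of 0.031 to 0.94 over the alternatives. Bulk values of a marker gene do not separate expression per cell from the number of Tac1 cells.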

Within D2 subclusters (Fig. 2d) we saw differing neuronal subtypes featuring *Penk* as a gene marker, a gene linked with enkephalin production that is primarily used for endogenous opioid signaling and regulating cannabis exposure [18]. 

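Penk, the proenkephalin gene (GRCm39 chromosome 4, 4132722 to 4141856, 5 exons), had 1118 ± 147 CPM in cocaine-seeking and 798 ± 102 in sucrose-seeking libraries, with 1069 ± 106 in overlapping and 1291 ± 100.5 in non-ensemble (female NAc, n = 3 pools each). That is a log2 fold change of 0.49 (SE 0.14) for cocaine-seeking over sucrose-seeking and of −0.21 (SE 0.14) over non-ensemble. By edgeR the adjusted p against sucrose-seeking is 0.12, and 0.00026 with the pool of mice as a block, in a range of 0.00026 to 0.61 over the alternatives. Penk also marks some interneurons, so its level is not a measure of D2 cells alone.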

Supporting a previous study, it has been shown that cocaine exposure leads to an increase in the expression of both of these genes, *Penk* and *Tac1* [19]. Additionally, when looking into the enriched IN subclusters (Fig. 2e) we again saw subtypes defined by *Penk* similar to D2 while other subtypes were defined by *Syt1* expression, a key regulator of neurotransmitter release with evidence of downregulated expression leading to increased alcohol-associated behavior [20], and *Gad1* expression, the primary source of GABA production with previous neuropathogenic implications [21].

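Syt1, the calcium sensor of vesicle release (GRCm39 chromosome 10, 108333505 to 108846856, 13 exons), was at 1061 ± 179 CPM in cocaine-seeking, 756 ± 121 in sucrose-seeking and 1192 ± 77.0 in non-ensemble libraries. Gad1, which makes GABA from glutamate (GRCm39 chromosome 2, 70383416 to 70432372, 18 exons), was at 457 ± 75.6, 304 ± 57.1 and 485 ± 42.4 CPM (female NAc, n = 3 pools each). Over sucrose-seeking, the log2 fold change of cocaine-seeking was 0.49 (SE 0.16) for Syt1 and 0.59 (SE 0.16) for Gad1. The edgeR adjusted p is 0.14 for Syt1, and 0.00047 with the pool of mice as a block, in a range of 0.00047 to 0.76 over the alternatives. For Gad1 it is 0.11, and 0.00028 with the pool of mice as a block, in a range of 0.00028 to 0.61 over the alternatives. Both genes are expressed in medium spiny neurons too, so their bulk level says little on interneuron subtypes.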

To provide comprehensive insight into how cocaine-seeking ensembles relate to sucrose-seeking ensemble, overlapped ensemble, and non-ensemble population within the female NAc, we used multiple DEG analysis to compare: 1) cocaine-seeking and the non-ensemble population 2) cocaine- and sucrose-seeking ensembles directly 3) cocaine-seeking and the overlapping ensemble. Several hundred genes were significantly (FDR < 0.01) up (log2FC > 0.75) or downregulated (log2FC < 0.75) for each DEG comparison with the cocaine-seeking ensemble (Fig. 2f). 

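Kdr, a growth factor receptor gene of brain vessels, was at 16.0 ± 3.72 CPM in cocaine-seeking and 31.8 ± 3.89 in sucrose-seeking libraries of the female NAc (n = 3 pools each). In edgeR against sucrose-seeking, Kdr (−0.99, SE 0.20, adjusted p = 0.045) and the vascular transporter gene Slco1a4 (−1.27, SE 0.25, adjusted p = 0.041) were lower. The astrocyte genes Slc1a3 (0.81, SE 0.16, adjusted p = 0.041) and Aqp4 (0.69, SE 0.14, adjusted p = 0.041) were higher than in sucrose-seeking libraries, by the same edgeR test. No gene passes 0.05 in that comparison with length-scaled counts, or without cocaine-seeking replicate 2 or sucrose-seeking replicate 1 or 3, and 1 does with only the 2 groups compared, 2 without cocaine-seeking replicate 1 and 3 with the size factors of DESeq2. Of 25607 genes tested in the female NAc by edgeR quasi-likelihood, 0 passed both thresholds in each of the 3 comparisons; 2299 genes against non-ensemble, 3925 against sucrose-seeking and 474 against overlapping had an unadjusted p under 0.05. The numbers against non-ensemble are 31 with DESeq2, 43 with the edgeR likelihood-ratio test and 0 with limma-voom; against sucrose-seeking 125 with DESeq2, 82 with the edgeR likelihood-ratio test and 2 with limma-voom; and against overlapping 5 with DESeq2, 2 with the edgeR likelihood-ratio test and 0 with limma-voom. Taking the pool of mice as a block they are 5, 192 and 0. In simulated counts at 3 against 3 libraries, the quasi-likelihood test recovered 88% of genes with a log2 fold change of 1.5 against non-ensemble and 46% at 1.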

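The histone gene H2al1e, a testis H2A variant (GRCm39 chromosome X, 11178173 to 11178666, 1 exon), had 0 counts in all 3 cocaine-seeking libraries of the female NAc and 2.72, 0.625 and 0 CPM in the non-ensemble ones. It is at least 17.1-fold lower than non-ensemble, 4.80-fold lower than sucrose-seeking and 8.07-fold lower than overlapping, at a floor of 3 counts per group. H2ac24, a replication-dependent H2A gene (GRCm39 chromosome 13, 22017196 to 22017677, 1 exon), was at 0.867, 12.5 and 7.40 CPM in cocaine-seeking, 0.389, 0 and 0 in sucrose-seeking and 0, 6.37 and 0 in non-ensemble libraries. H2bc23, an H2B gene (GRCm39 chromosome 13, 21990782 to 21994369, 3 exons), had 0 counts in cocaine-seeking and in sucrose-seeking libraries, which puts it at least 5.25-fold lower than non-ensemble and 18.7-fold lower than overlapping. None of the 3 genes passed the edgeR test: the adjusted p of H2al1e is 0.55 against non-ensemble and 0.43 against sucrose-seeking, that of H2bc23 is 0.55 against non-ensemble, and that of H2ac24 is 0.14 against sucrose-seeking. For H2ac24 against sucrose-seeking it is 0.035 with the pool of mice as a block, in a range of 0.035 to 0.61 over the alternatives. Each value rests on few counts in few libraries.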

Combining the DEG from each of these comparisons with the cocaine-seeking ensemble, we found histone-coding genes [22] (upregulated: *H2al1e, H2ac24;* downregulated: *H2bc23*) that were similarly expressed when comparing cocaine-seeking to the non-ensemble or sucrose-related seeking ensembles. Histone-coding genes are directly associated with altering the epigenetic after chronic drug intake to facilitate long-term drug seeking [23]. Supporting the relevance to cocaine use disorder, *H2al1e, H2ac24* and *H2bc23* genes are all associated with the “Alcoholism” Kegg pathway (#ko05034) [24].

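Among 263 genes for GPCRs and their ligands tested in the female NAc, 3 differed between cocaine- and sucrose-seeking libraries. The chemokine gene Cxcl12 (GRCm39 chromosome 6, 117144945 to 117158328, 4 exons) was lower, at 27.4 ± 5.40 against 58.4 ± 5.00 CPM. Sst, the somatostatin gene, was higher at 266 ± 58.7 against 141 ± 24.3 CPM, and so was P2ry12, the purinergic receptor of microglia (GRCm39 chromosome 3, 59123682 to 59170429, 4 exons), at 25.7 ± 2.20 against 11.9 ± 0.903 CPM (n = 3 pools each). Their log2 fold changes are −1.09 (SE 0.18, adjusted p = 0.038), 0.92 (SE 0.17, adjusted p = 0.041) and 1.10 (SE 0.22, adjusted p = 0.041) in edgeR. All 3 are lost with length-scaled counts, or without cocaine-seeking replicate 2 or sucrose-seeking replicate 1 or 3. Against non-ensemble, edgeR found 0 members past an adjusted p of 0.05 and 26 at an unadjusted p under 0.05, and the median log2 fold change of the list was 0.20 (p = 0.12, limma camera with an estimated correlation). Counts at the thresholds for called genes over the 3 comparisons are 0 of the list in edgeR quasi-likelihood, 3 in DESeq2 and 3 in the likelihood-ratio test. When pools of mice enter as a block, 22 higher and 5 lower against sucrose-seeking and 3 higher and 1 lower against non-ensemble pass 0.05. The Reactome sets were not analysed here, so the list is one built from receptor and ligand families.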

To further detect gene expression patterns related to the cocaine-seeking ensemble when compared to the sucrose-seeking ensemble or the non-ensemble, we used a Reactome gene ontology analysis to reveal enrichment of multiple GPCR-related pathways (Fig. 2g). 

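Averaged over the 3 references, the list of 263 receptor and ligand genes had a median log2 fold change of 0.10 in the female NAc, with 175 genes above 0 (n = 3 pools per population). In edgeR P2ry12, a microglial receptor, averaged 0.77 (SE 0.17, adjusted p = 1) and Cxcl12, a chemokine of vessels and meninges, −0.17 (SE 0.15, adjusted p = 1). The average of 3 log2 fold changes was tested as 1 contrast in edgeR, and 0 list members passed an adjusted p of 0.05 while 10 had an unadjusted p under 0.05. For the list, p = 0.14 by limma camera with an estimated correlation. List members passing with DESeq2 or limma-voom are not given here for this contrast.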

Assessing the averaged log2FC of DEG from the cocaine-seeking ensemble when compared to each reference, we saw dynamic gene expression related to cocaine-seeking within the “GPCR ligand binding” gene interaction network (Fig. 2h). GPCR are canonically known to regulate addictive phenotypes for multiple drug classes including cocaine [25,26]. Specifically, *Gpbar1*, a gene shown to have a functional role in neuronal synapse degeneration through increasing opioid-binding cell adhesion molecule (*Opcml*) [27], was upregulated the most within this pathway for cocaine-seeking (Fig. 2i). 

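Gpbar1, the bile acid receptor (GRCm39 chromosome 1, 74316047 to 74318870, 2 exons), was at 0, 0.0578 and 0.972 CPM in the 3 cocaine-seeking libraries, with 1.80 ± 1.17 in sucrose-seeking, 1.19 ± 0.312 in overlapping and 1.09 ± 0.590 in non-ensemble libraries (n = 3 pools each). The values are lower in cocaine-seeking against each reference, with log2 fold changes of −1.69 (SE 1.02) against non-ensemble and −2.42 (SE 1.02) against sucrose-seeking. Averaged over the references the value is −1.98 (SE 0.91), opposite in sign to the paper's. In edgeR the adjusted p is 0.25 against sucrose-seeking and 1 for the average, so no direction is established at this level of about 1 CPM.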

*Drd4* from the dopamine receptor family was also upregulated (Fig. 2i), and has been annotated to facilitate a role within drug relapse [28–30]. Additionally, *Galr3*, a gene coding for a neuropeptide galanin receptor linked with drug addiction [31,32], was upregulated in the cocaine-seeking ensemble (Fig. 2i).

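Drd4, a D2-like dopamine receptor (GRCm39 chromosome 7, 140871902 to 140876377, 4 exons), was at 0.977 ± 0.134 CPM in cocaine-seeking, 1.19 ± 0.0618 in sucrose-seeking, 1.29 ± 0.777 in overlapping and 2.04 ± 1.05 in non-ensemble libraries of the female NAc (n = 3 pools each). The cocaine-seeking mean is the lowest of the 4, with a log2 fold change of −1.06 (SE 0.64) against non-ensemble and −0.58 (SE 0.54) averaged over the references. Its edgeR adjusted p is 0.61 against non-ensemble and 1 for the average. The non-ensemble mean rests on libraries of 2.96, 2.25 and 0.900 CPM.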

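Galr3, a galanin receptor (GRCm39 chromosome 15, 78926085 to 78929162, 2 exons), was measured at 0.185 ± 0.161 CPM in cocaine-seeking and 0.701 ± 0.143 in non-ensemble libraries, with 0.339 ± 0.172 in sucrose-seeking and 0.454 ± 0.442 in overlapping (female NAc, n = 3 pools each). Its log2 fold change is −1.85 (SE 1.14) against non-ensemble and −1.31 (SE 0.99) averaged over the references, below 0 where the paper reports a rise. By edgeR the adjusted p is 0.62 against non-ensemble. All means are under 1 CPM, 9 counts over the 3 cocaine-seeking libraries together.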

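In the male NAc, D1 markers summed to 350.3 ± 82.5 CPM in cocaine-seeking, 344 ± 75.6 in sucrose-seeking, 328 ± 74.7 in overlapping and 385 ± 84.7 in non-ensemble libraries (n = 3 pools each). Tac1, the substance P precursor, was at 73.3 ± 15.4, 70.1 ± 14.8, 68.0 ± 19.5 and 97.1 ± 31.6 CPM in that order. Its log2 fold change is −0.41 (SE 0.25) against non-ensemble and 0.06 (SE 0.25) against sucrose-seeking, with edgeR adjusted p values of 0.58 and 0.98. Over the D1 list, p = 0.50 against non-ensemble (limma camera with an estimated correlation). Shares of cell types come from the paper's deconvolution, which was not repeated.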

When looking into cell deconvolution within the male NAc, we saw, similarly to females, that the majority of the samples defined as D1 type MSNs with *Tac1* expression marking the enriched subclusters (Fig. 2j–l). D2 subcluster analysis highlighted enrichment of a *Penk* cell type (Fig. 2m) while interneuron subclusters were enriched the most for *Syt1/Gad1* cell type (Fig. 2n). 

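Penk, the enkephalin precursor, was at 784 ± 242 CPM in cocaine-seeking, 616 ± 236 in sucrose-seeking and 948 ± 258 in non-ensemble libraries of the male NAc. Syt1, of synaptic vesicles, was at 1094 ± 201, 807 ± 96.1 and 1180.3 ± 144 CPM, and Gad1, of GABA synthesis, at 374 ± 20.7, 295 ± 61.7 and 455 ± 71.7 CPM (n = 3 pools each). Against sucrose-seeking the log2 fold changes are 0.35 (SE 0.29), 0.44 (SE 0.17) and 0.34 (SE 0.18), with edgeR adjusted p values of 0.84, 0.60 and 0.71. D2 markers summed to 1028 ± 321 CPM in cocaine-seeking and 879 ± 267 in sucrose-seeking, and interneuron markers to 519.9 ± 102 and 397 ± 35.4. For the interneuron list against sucrose-seeking, p = 0.013 (limma camera with an estimated correlation), with a median log2 fold change of 0.48.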

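Cx3cr1, the fractalkine receptor of microglia, was higher in cocaine-seeking than in sucrose-seeking libraries of the male NAc, at 30.7 ± 6.19 against 10.2 ± 0.643 CPM, a log2 fold change of 1.59 (SE 0.25, adjusted p = 0.041) in edgeR (n = 3 pools each). C1qb, a complement gene of the same cells, was at 30.3 ± 1.14 against 12.0 ± 3.08 CPM, 1.33 (SE 0.22, adjusted p = 0.049) in edgeR. Against non-ensemble and against overlapping, 0 genes of 24917 passed the paper's thresholds in edgeR quasi-likelihood; 2406 and 603 had an unadjusted p under 0.05. Against sucrose-seeking, 2 genes passed, both higher, and 6 had an adjusted p under 0.05; without cocaine-seeking replicate 1 or 2 or sucrose-seeking replicate 1 or 2, 0 pass and 2 have an adjusted p under 0.05. The numbers are 15 with DESeq2, 8 with the edgeR likelihood-ratio test and 0 with limma-voom against non-ensemble, 23 with DESeq2, 14 with the edgeR likelihood-ratio test and 2 with limma-voom against sucrose-seeking and 5 with DESeq2, 1 with the edgeR likelihood-ratio test and 0 with limma-voom against overlapping. With the pool of mice as a block they are 0, 9 and 0, and scaling counts by transcript length leaves 0 against sucrose-seeking. In simulated counts the quasi-likelihood test recovered 32% of genes with a log2 fold change of 1 and 66% at 1.5 against sucrose-seeking.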

Determining the DEGs of the cocaine-seeking ensemble by comparison with the sucrose-seeking ensemble, overlapping ensemble, or non-ensemble as the reference in the male NAc, we saw several hundred genes up or downregulated (Fig. 2o). Observing the extremities of DEG analysis between cocaine-seeking and multiple references revealed *Pde2a* expression was upregulated (Fig. 2p). 

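Pde2a, a phosphodiesterase that breaks down cAMP and cGMP (GRCm39 chromosome 7, 101070825 to 101162038, 33 exons), was at 381 ± 89.5 CPM in cocaine-seeking, 346 ± 130.1 in sucrose-seeking, 383 ± 107 in overlapping and 445 ± 123 in non-ensemble libraries of the male NAc (n = 3 pools each). The log2 fold change of cocaine-seeking is −0.22 (SE 0.26) against non-ensemble, 0.14 (SE 0.26) against sucrose-seeking and 0.00 (SE 0.26) against overlapping. Averaged over the references it is −0.03 (SE 0.21), with an edgeR adjusted p of 1. The reference holds 1 gene identifier of this symbol, while the paper's table holds a second one that could not be measured here.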

To support the drug-linked relation of upregulated Pde2a within cocaine-seeking ensembles, previous work has shown inhibition of *Pde2a* decreases PTSD-induced alcohol consumption through the regulation of cAMP [33]. Additionally, *Pde2a* expression regulates exploratory behavior through NOS-mediated mechanisms [34] which separately have been linked to facilitating cocaine-induced behavior [35]. Assessing gene ontology pathways within the male NAc cocaine-seeking ensemble, we again, like in the female NAc, saw enrichment of the “GPCR ligand binding” pathway (Fig. 2q). 

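Over 266 receptor and ligand genes of the male NAc, Cx3cr1 is the only one past an edgeR adjusted p of 0.05, against sucrose-seeking and not against the other references. The list had a median log2 fold change of 0.10 against non-ensemble (p = 0.46) and 0.12 against sucrose-seeking (p = 0.45; limma camera with an estimated correlation). The average over the references has a median of 0.08 (p = 0.34, limma camera with an estimated correlation). Of the 2 genes called in the male NAc, 0 are receptors or ligands in edgeR quasi-likelihood, and the list has 17 genes against non-ensemble at an unadjusted p under 0.05. DESeq2 calls 2 of the list among 36 genes (odds ratio 5.48, Fisher exact p = 0.056) and the edgeR likelihood-ratio test 2 among 22 (odds ratio 9.33, Fisher exact p = 0.023). Taking the pool of mice as a block, 4 higher and 0 lower pass 0.05 against sucrose-seeking. The ontology enrichment of the paper was not repeated, since its gene sets were not used here.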

Unlike the female NAc, the expression of cocaine-seeking ensembles for gene interactions within this pathway revealed *Drd4*, a previously highlighted drug-linked gene, was downregulated (Fig. 2r). 

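Drd4 was at 4.15, 0.180 and 1.10 CPM in the 3 cocaine-seeking libraries of the male NAc, where the first one sets the mean of 1.81 ± 2.08. Sucrose-seeking libraries had 0.688 ± 0.465, overlapping 0.956 ± 0.444 and non-ensemble 1.46 ± 1.13 CPM of this dopamine receptor (n = 3 pools each). The log2 fold changes are 0.31 (SE 0.95) against non-ensemble, 1.4 (SE 0.98) against sucrose-seeking and 0.88 (SE 0.75) averaged over the references. None is below 0 and none passes the edgeR test, with adjusted p values of 0.93 and 0.80 against non-ensemble and sucrose-seeking.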

In summary, the DEG results presented exhibit cocaine-seeking ensembles in the NAc have meaningful transcriptomic differences when compared to sucrose-seeking and the non-ensemble population.

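Csf1r, the growth factor receptor on which microglia depend (GRCm39 chromosome 18, 61229714 to 61266535, 22 exons), was 2.35 times as high in cocaine-seeking as in sucrose-seeking libraries of the male NAc, at 126 ± 6.40 against 53.5 ± 7.90 CPM. Ctss, a lysosomal protease of the same cells (GRCm39 chromosome 3, 95433963 to 95463717, 9 exons), was at 69.5 ± 11.6 against 25.3 ± 1.99 CPM (n = 3 pools each). In the female NAc, Csf1r was at 128 ± 20.3 against 65.0 ± 6.64 CPM and Ctss at 65.7 ± 17.4 against 28.0 ± 5.16. Overlapping libraries, also tdTomato-positive, had 175 ± 17.5 CPM of Csf1r in males and 143 ± 13 in females, and non-ensemble libraries 64.2 ± 6.16 and 70.2 ± 15.7. The log2 fold changes against sucrose-seeking are 1.23 (SE 0.15, adjusted p = 0.0023) and 1.45 (SE 0.17, adjusted p = 0.0023) in males, and 0.97 (SE 0.16, adjusted p = 0.038) and 1.23 (SE 0.21, adjusted p = 0.038) in females (edgeR). Of 11 microglia markers, 10 in females and 9 in males were higher against sucrose-seeking with p adjusted over the list alone, and the median log2 fold changes were 1.04 and 1.18 (p = 0.00096 and 0.00031, limma camera with an estimated correlation). Scaled by transcript length, Csf1r and Ctss no longer pass in the NAc of either sex, and in females they are lost as well with only the 2 groups compared and without cocaine-seeking replicate 2 or sucrose-seeking replicate 1 or 3; over the alternatives the male adjusted p ranges from 1.9e-10 to 0.97 for Csf1r and from 1.9e-10 to 0.41 for Ctss. The paper concludes from its gene lists that the cocaine-seeking ensembles of the NAc differ meaningfully from both other populations. In the counts as labelled and without the pool block, Csf1r, Ctss, Laptm5 and Ctsd are the genes past 0.05 against sucrose-seeking in both sexes. All 4 are lysosomal or surface genes expressed in microglia, in populations sorted as neurons. Whether they are expressed in microglia alone was not tested, and Laptm5 and Ctsd were added after their values were seen. With the pool block, 8 genes are called higher than in sucrose-seeking in both sexes of the NAc.

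**Figure D1:**
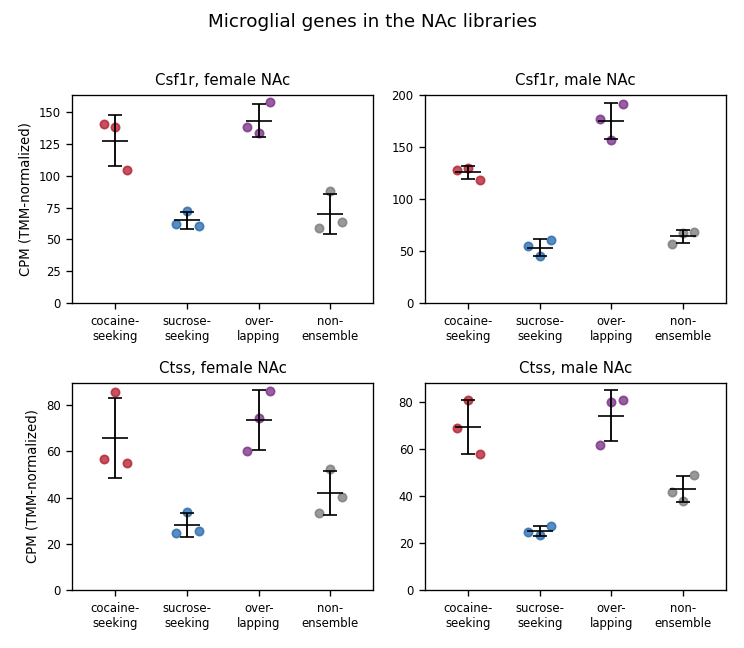
CPM of Csf1r and Ctss per library in the female and male NAc, with mean ± SD of 3 pools. Male Csf1r is at 126 ± 6.40 CPM in cocaine-seeking and 53.5 ± 7.90 in sucrose-seeking libraries.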

### Cocaine-seeking ensembles in the mPFC have differential expression of histones and are linked with genes shown to decrease drug-linked behavior

For neuronal deconvolution in the female mPFC, we incorporated cortical single-cell RNA-seq datasets as reference to compare with our bulk RNA-seq data. We revealed all sample populations in the mPFC (Fig. 3a) have the strongest proportion of excitatory neurons compared to inhibitory neurons (Fig. 3b). 

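Excitatory markers (15 genes with Slc17a7) summed to 2016 ± 267 CPM in cocaine-seeking, 1828 ± 245 in sucrose-seeking, 1991 ± 285 in overlapping and 2648 ± 247 in non-ensemble libraries of the female mPFC (n = 3 pools each). Inhibitory markers (14 genes with Gad1 and Slc32a1) summed to 1597 ± 328, 1360.1 ± 152, 1536 ± 257 and 1709 ± 336 CPM in that order. Slc17a7, the vesicular glutamate transporter of cortical excitatory neurons, ranged from 21.6 to 98.4 CPM over the 12 libraries, which is below its 276 to 662 CPM in pools 1 and 3 of the male mPFC. Against non-ensemble, the excitatory list had a median log2 fold change of −0.16 in cocaine-seeking (p = 0.024) and the inhibitory list −0.26 (p = 0.25; limma camera with an estimated correlation). Levels summed over different genes do not give the proportions of the cell types, and the deconvolution was not repeated.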

Further subcluster analysis revealed there are excitatory neuronal subtypes defined by gene markers similarly represented in each sample type (Fig. 3b). Specifically, the most enriched excitatory neuronal subcluster was defined by *Prkcb* expression (Fig. 3c) which has previously been classified within the genetic signature of heroin addiction [36] and other neuropathological disease-types [37]. 

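Prkcb, a calcium-dependent protein kinase C (GRCm39 chromosome 7, 121887974 to 122233625, 18 exons), was at 436 ± 95.3 CPM in cocaine-seeking, 373 ± 38.8 in sucrose-seeking, 406 ± 87.7 in overlapping and 521 ± 66.7 in non-ensemble libraries (female mPFC, n = 3 pools each). Cocaine-seeking minus non-ensemble is −0.26 (SE 0.20) in log2, and 0.22 (SE 0.20) against sucrose-seeking. Adjusted p values in edgeR are 0.85 and 1. The gene is broadly neuronal, so the bulk level does not identify an excitatory subtype.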

Within inhibitory subclusters (Fig. 3d), the most enriched neuronal subtype was marked by *Sst* expression, a gene regulating somatostatin production that mediates neuromodulation after morphine or alcohol exposure [38–40].

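Somatostatin (Sst; GRCm39 chromosome 16, 23707321 to 23711733, 4 exons), the peptide of a class of GABA neurons, was at 92.6, 210.0 and 127 CPM in the cocaine-seeking libraries and 66.6, 109 and 86.8 in the sucrose-seeking ones, replicates 1 to 3 in order. Overlapping libraries averaged 149 ± 46.1 and non-ensemble 127 ± 39.8 CPM (female mPFC, n = 3 pools each). The cocaine-seeking library of each pool is above its sucrose-seeking partner, a log2 fold change of 0.71 (SE 0.30). The edgeR adjusted p is 1, and 0.0020 with the pool of mice as a block, in a range of 0.0016 to 1 over the alternatives. Pools differ more from one another in Sst than the populations do.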

Comparing the cocaine-seeking ensemble to the sucrose-seeking ensemble, overlapping ensemble, or the non-ensemble population as references resulted in several hundred significant DEGs in the female mPFC for each reference comparison (Fig. 3e). 

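Against sucrose-seeking, the complement gene C1qb of microglia, at 22.7 ± 2.75 against 8.42 ± 1.49 CPM, was higher in cocaine-seeking libraries of the female mPFC (n = 3 pools each). Its log2 fold change is 1.43 (SE 0.19, adjusted p = 0.017) in edgeR, and C1qa, Csf1r, Ctss and Laptm5, also expressed in microglia, have an adjusted p under 0.05 as well. All of these are lost with length-scaled counts, and without cocaine-seeking replicate 2 or 3 or sucrose-seeking replicate 1 or 2. Without sucrose-seeking replicate 3, 1 gene of any kind has an adjusted p under 0.05 (edgeR), and without cocaine-seeking replicate 1 there are 3. Which genes these are is not given here. Of 27973 genes, 0 passed the paper's thresholds against non-ensemble, sucrose-seeking or overlapping in edgeR quasi-likelihood. An unadjusted p under 0.05 was found for 1515, 1012 and 568 genes. Against non-ensemble the numbers are 8 with DESeq2, 14 with the edgeR likelihood-ratio test and 0 with limma-voom; against sucrose-seeking 14 with DESeq2, 18 with the edgeR likelihood-ratio test and 0 with limma-voom; against overlapping 0 with DESeq2, 7 with the edgeR likelihood-ratio test and 0 with limma-voom. When pools of mice enter as a block, 21, 21 and 0 genes pass. At 3 against 3 pools the quasi-likelihood test recovered 38% of simulated genes with a log2 fold change of 1 against non-ensemble and 84% at 1.5.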

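H2ac23, an H2A gene of the histone cluster on chromosome 13, and H2bc23 beside it were at 1.63, 0 and 0 CPM and at 0.479, 0 and 4.10 CPM in the cocaine-seeking libraries of the female mPFC (n = 3 pools). These 2 genes lie within 5 kilobases of each other, from 21990782 to 21995114 on GRCm39. Over 65 core histone genes the median log2 fold change was −0.19 against non-ensemble (p = 0.097) and 0.16 against sucrose-seeking (p = 0.27; limma camera with an estimated correlation). No core histone gene passed an adjusted p of 0.05 in edgeR (7 against non-ensemble had an unadjusted p under 0.05), and 0 of the list are called by DESeq2 or the likelihood-ratio test. With the pool of mice as a block, 0 higher and 4 lower pass against non-ensemble.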

Extremities of the combined DEG from each reference comparison to the cocaine-seeking ensemble displayed robust expression of H2-type histone coding genes (*H2ac23* and *H2bc23*) associated with “Alcoholism” as highlighted in the female NAc (Fig. 3f). However, unlike the female NAc where *H2ac23* and *H2bc23* were expressed similarly between each cocaine-seeking and reference DEG comparison, the female mPFC had dynamic expression depending on the DEG reference. Specifically, *H2ac23* was upregulated when comparing the cocaine-seeking ensemble to the non-ensemble and the sucrose-seeking ensemble, but was downregulated when compared to overlapping ensemble. 

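H2ac23 counts sit in non-ensemble libraries, at 9.07, 12.9 and 6.97 CPM, against a mean of 0.542 ± 0.940 CPM in cocaine-seeking ones (n = 3 pools each). Sucrose-seeking libraries had 4.80, 0 and 0 CPM of this histone gene and overlapping libraries had 0 counts. Cocaine-seeking is therefore below non-ensemble, −4.12 (SE 1.39) in log2, below sucrose-seeking, −1.54 (SE 1.39), and at least 5.75-fold above overlapping, each the reverse of the paper's direction. Its edgeR adjusted p against non-ensemble is 0.85, and 0.018 with the pool of mice as a block, in a range of 0.018 to 1 over the alternatives. The cocaine-seeking value comes from 1 library with 17 counts.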

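H2bc23 had 0 counts in all 3 overlapping libraries of the female mPFC, 0, 2.17 and 1.07 CPM in the sucrose-seeking and 0, 1.12 and 3.17 in the non-ensemble ones. That places cocaine-seeking at least 16.2-fold above overlapping for this H2B gene, with log2 fold changes of 0.14 (SE 1.4) against non-ensemble and 0.52 (SE 1.4) against sucrose-seeking (n = 3 pools each). The floor bounds the overlapping group only, and most of the cocaine-seeking mean comes from 1 library. In edgeR the adjusted p is 1 against overlapping and 0.99 against non-ensemble.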

*H2bc23* was also only downregulated for the cocaine-seeking ensemble when compared to the overlapping ensemble, but featured minimal differential expression when compared to the non-ensemble population and the sucrose-seeking ensemble.

To further characterize cocaine-seeking DEGs in the female mPFC, we utilized the Reactome database to identify enriched transcriptomic networks (Fig. 3g). Considering the previously highlighted alterations in histone expression related to cocaine-seeking in the female NAc, we observed significant enrichment of the “HDACs deacetylase histones” network which have largely been associated as major contributors to facilitating drug addiction [23]. 

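Genes for acetyltransferases, deacetylases and methyltransferases of histones (53 tested, with Hdac1 to Hdac11) had a median log2 fold change of −0.12 against non-ensemble and −0.13 against sucrose-seeking in the female mPFC (n = 3 pools per population). Averaged over the references, the core histone list itself had a median of 0.03. For the enzyme list p = 0.51 and 0.23, and for the averaged histone list p = 0.91 (limma camera with an estimated correlation). In edgeR 0 enzyme genes pass an adjusted p of 0.05 against non-ensemble, with 2 at an unadjusted p under 0.05. List members passing with other tools or with the pool block are not given here. The Reactome network named by the paper was not used here.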

When looking into the gene interaction network for “HDACs deacetylase histones”, we can again appreciate the dynamic expression of histones within the female mPFC, e.g., *H2ac1, H2ac4, H2ac22,* and *H2ac23* were upregulated robustly while *H2bc23, H2ac12*, and *H3c14* had were downregulated (Fig. 3h).

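H2ac4, an H2A gene (GRCm39 chromosome 13, 23935109 to 23935581, 1 exon), was at 4.42 ± 1.17 CPM in cocaine-seeking and 9.73 ± 2.67 in non-ensemble libraries, and averaged over the references its log2 fold change is −0.91 (SE 0.31). H2ac1, a testis H2A gene (GRCm39 chromosome 13, 24118445 to 24118834, 1 exon), averaged −1.52 (SE 0.95), and H2ac22, a paralog on chromosome 13, 0.07 (SE 0.63). H2ac12 averaged 1.48 (SE 0.99) and H3c14, an H3 gene on chromosome 3, 1.09 (SE 0.43) (n = 3 pools per population). The signs of H2ac4 and H3c14 are the reverse of those in the paper; H2ac1 and H2ac12 lie within 2 SE of 0. All adjusted p values of these averages are 1 in edgeR; for H2ac4 against non-ensemble it is 0.85, and 0.043 with the pool of mice as a block, in a range of 0.043 to 1 over the alternatives. H2ac12 rests on 1 cocaine-seeking library of 9.46 CPM.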

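Excitatory marker genes summed to 3016 ± 633 CPM in cocaine-seeking, 2904 ± 236 in sucrose-seeking, 3077 ± 645 in overlapping and 3831 ± 640.1 in non-ensemble libraries of the male mPFC, and inhibitory ones to 1667 ± 424, 1448 ± 376, 1717 ± 474 and 1823 ± 459.9 CPM (n = 3 pools each). Prkcb, a protein kinase C gene, was at 441 ± 53.8, 424 ± 95.0, 468 ± 32.1 and 596 ± 57.2 CPM in the same order. Prkcb in cocaine-seeking is −0.43 (SE 0.18) in log2 against non-ensemble, with an edgeR adjusted p of 0.29; it is 0.020 with the pool of mice as a block, in a range of 0.020 to 1 over the alternatives. Over the excitatory list p = 0.24 against non-ensemble and over the inhibitory list p = 0.047 (limma camera with an estimated correlation). Slc17a7 in pool 2 of these males was 34.2 to 43.4 CPM, so the excitatory sums vary with the pool.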

Within the male mPFC (Fig. 3i), all samples were defined by enrichment of excitatory cell types while again (Fig. 3j), deeper subcluster analysis revealed enrichment of *Prkcb* (Fig. 3k), a gene previously highlighted in the female mPFC to be associated with heroin addiction [36], excitatory cell type. We again saw enrichment of *Sst* inhibitory cell types as seen with the female mPFC (Fig. 3l). 

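Sst, of somatostatin neurons, was at 180.2 ± 44.6 CPM in cocaine-seeking, 118 ± 27.5 in sucrose-seeking, 195 ± 46.5 in overlapping and 189 ± 15.0 in non-ensemble libraries of the male mPFC (n = 3 pools each). The log2 fold change is 0.61 (SE 0.22) against sucrose-seeking and −0.07 (SE 0.22) against non-ensemble. In edgeR the first has an adjusted p of 0.95, and 0.040 with the pool of mice as a block, in a range of 0.0079 to 1 over the alternatives. Whether Sst neurons are more frequent or express more is not separable in bulk RNA.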

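The vascular gene Kdr was at 12.0 ± 7.14 CPM in cocaine-seeking, 18.6 ± 2.24 in sucrose-seeking and 10.3 ± 2.81 in non-ensemble libraries of the male mPFC (n = 3 pools each). Its edgeR adjusted p against sucrose-seeking is 1. Of 25409 genes tested, 0 passed the paper's thresholds in any of the 3 comparisons with edgeR quasi-likelihood, while 3922 against non-ensemble, 1127 against sucrose-seeking and 380 against overlapping had an unadjusted p under 0.05. Other tools give 20 with DESeq2, 38 with the edgeR likelihood-ratio test and 0 with limma-voom against non-ensemble; 25 with DESeq2, 8 with the edgeR likelihood-ratio test and 0 with limma-voom against sucrose-seeking; and 7 with DESeq2, 6 with the edgeR likelihood-ratio test and 0 with limma-voom against overlapping. Taking the pool of mice as a block the numbers are 118, 4 and 0, and 33 of the 95 genes higher than in non-ensemble are chemosensory receptor genes.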

Utilizing the same approach as our other DEG analyses, we compared the cocaine-seeking ensemble with the non-ensemble, sucrose-seeking ensemble, or overlapping ensemble as the reference to reveal several hundred significant DEGs (Fig. 3m). 

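Pet117, an assembly factor of cytochrome c oxidase (GRCm39 chromosome 2, 144210881 to 144215928, 2 exons), had 0 counts in all 3 cocaine-seeking libraries of the male mPFC. It was at 6.49, 1.95 and 1.25 CPM in the non-ensemble libraries, 0, 2.80 and 0 in the sucrose-seeking and 4.52, 0 and 0 in the overlapping ones (n = 3 pools each). At a floor of 3 counts per group, cocaine-seeking is at least 38.0-fold below the mean of non-ensemble, 11.0-fold below that of sucrose-seeking and 17.7-fold below that of overlapping. The floor bounds the cocaine-seeking group only and leaves out the spread of the references. The sucrose-seeking and overlapping figures each rest on 1 library, as the other libraries of these groups had 0 counts too. The edgeR adjusted p is 0.24 against non-ensemble, and 0.048 with the pool of mice as a block, in a range of 0.048 to 1 over the alternatives.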

Highlighting the extremities of DEGs related to cocaine-seeking in the male mPFC (Fig. 3n), we observed genes sharing direction of expression, such as *Pet117*. Specifically, *Pet117* is annotated with regulating mitochondrial function linked with neurological regression of motor skill development and as an indicator for pyramidal signs, i.e., cortical dysfunction [41].

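Genes of the respiratory chain, in which Pet117 acts, had values below 0: the median log2 fold change of 85 nuclear oxidative phosphorylation genes was −0.44 for cocaine-seeking against non-ensemble in the male mPFC, and that of 13 mitochondrially encoded genes −0.46 (n = 3 pools each). Of the 13, 6 were lower with p adjusted over the list alone. With p adjusted over all genes, 0 genes of any kind pass 0.05 in edgeR. With the pool of mice as a block, 882 genes of all kinds are higher and 1234 lower, and list members are not given here. Camera gives p = 0.074 for the nuclear and 0.080 for the mitochondrial list (limma, with an estimated correlation).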

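In the male mPFC the 271 genes of GPCRs and their ligands had a median log2 fold change of 0.21 for cocaine-seeking against non-ensemble, 0.19 against sucrose-seeking and 0.04 against overlapping (n = 3 pools per population). With limma camera and an estimated correlation, p = 0.20, 0.058 and 0.56. In edgeR 0 receptor or ligand genes passed an adjusted p of 0.05 against any reference; 30, 16 and 7 had an unadjusted p under 0.05. DESeq2, the likelihood-ratio test and limma-voom call 0 of the list. When pools of mice enter as a block, 10 higher and 1 lower pass against non-ensemble and 2 higher and 0 lower against sucrose-seeking.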

Assessing enrichment of gene ontology within the male mPFC, we saw again, like the female and male NAc, enrichment of the “GPCR ligand binding” pathway (Fig. 3o). 

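Avp, the vasopressin precursor (GRCm39 chromosome 2, 130422540 to 130424640, 3 exons), was at 0.676 ± 0.517 CPM in cocaine-seeking libraries of the male mPFC, below the means of 0.822 ± 0.461 in sucrose-seeking, 2.12 ± 0.472 in overlapping and 1.61 ± 1.55 in non-ensemble (n = 3 pools each). The log2 fold change is −1.25 (SE 0.86) against non-ensemble, −1.66 (SE 0.86) against overlapping and −1.06 (SE 0.74) averaged over the references, where the paper reports overexpression. By edgeR the adjusted p is 0.50 against non-ensemble and 0.98 for the average. The gene has 23 counts over the 3 cocaine-seeking libraries.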

Observing the expression of combined cocaine-seeking DEGs in this pathway (Fig. 3p), we saw an overexpression of *Avp*, the gene encoding for the dopamine-mediating vasopressin precursor [42]. Antagonism of *Avp* receptors has been linked with decreasing morphine conditioned place preference [43]. Additionally, *Taar8b* from the trace-amine associated receptor (TAAR) family, was downregulated in the cocaine-seeking ensemble. 

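Taar8b, a trace amine receptor of the olfactory epithelium (GRCm39 chromosome 10, 23967158 to 23968192, 1 exon), was at 0.642, 3.64 and 2.17 CPM in cocaine-seeking and 0.209, 0.259 and 0 in non-ensemble libraries, with 1.16 ± 0.698 in sucrose-seeking and 0.882 ± 0.508 in overlapping (male mPFC, n = 3 pools each). The value is above non-ensemble by 3.63 (SE 0.97) in log2, opposite to the direction in the paper. Chemosensory receptor genes together hold 2.97 ± 0.721% of the counts in cocaine-seeking, 3.00 ± 1.31% in sucrose-seeking, 2.61 ± 0.565% in overlapping and 1.61 ± 0.217% in non-ensemble libraries. In edgeR the adjusted p against non-ensemble is 0.24, and 0.041 with the pool of mice as a block, in a range of 0.028 to 1 over the alternatives.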

TAAR family genes have been shown to reduce cocaine seeking without affecting sucrose intake after receptor agonism [44]. Together, these multifaceted DEG comparisons establish that cocaine-seeking ensembles in the mPFC have unique gene expression that is separate from sucrose-seeking and the non-ensemble population.

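C1qc, a complement gene of microglia (GRCm39 chromosome 4, 136616466 to 136620376, 3 exons), was at 28.8 ± 2.81 CPM in cocaine-seeking and 10.1 ± 1.91 in sucrose-seeking libraries of the male mPFC, and Csf1r at 119 ± 28.4 and 43.6 ± 8.41 CPM (n = 3 pools each). In the female mPFC, Csf1r was at 107 ± 22.3 and 45.6 ± 2.27 CPM, and Ctss at 53.6 ± 4.16 and 19.6 ± 1.16. Against overlapping libraries the medians of the 11 microglia markers were −0.46 in females and −0.22 in males, and against non-ensemble 0.93 and 0.85. The log2 fold changes against sucrose-seeking are 1.51 (SE 0.20, adjusted p = 0.038) and 1.45 (SE 0.21, adjusted p = 0.045) in males, and 1.23 (SE 0.19, adjusted p = 0.048) and 1.45 (SE 0.22, adjusted p = 0.045) in females (edgeR). Over the list p = 1.3e-05 in females and 0.00017 in males against sucrose-seeking (limma camera with an estimated correlation). With counts scaled by transcript length no gene of either sex passes 0.05 against sucrose-seeking, C1qc, Csf1r and Ctss included. These calls are lost, too, in males with only the 2 groups compared or without cocaine-seeking replicate 1 or 2 or any 1 of the sucrose-seeking libraries, and in females without cocaine-seeking replicate 2 or 3 or sucrose-seeking replicate 1 or 2. For Csf1r the adjusted p over the alternatives is 9.4e-06 to 1 in females and 3.4e-07 to 1 in males. The paper concludes that cocaine-seeking ensembles of the mPFC have an expression of their own, apart from sucrose-seeking and non-ensemble neurons. In the edgeR fit without the pool block, no gene outside the microglial group passes an adjusted p of 0.05 in both sexes of the mPFC, in any of the 3 comparisons. With the block, 1 gene is called higher and 2 lower than in non-ensemble in both sexes, and 4 are called higher than in sucrose-seeking.

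**Figure D2:**
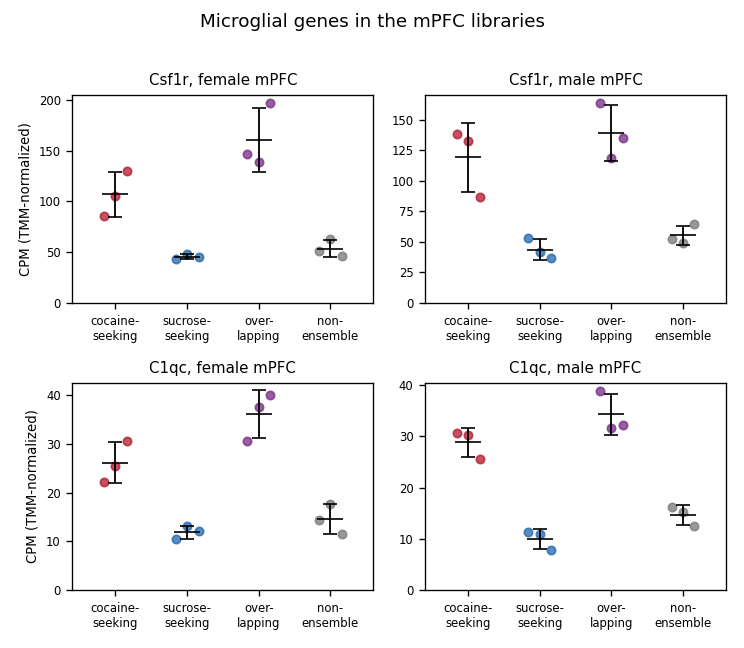
CPM of Csf1r and C1qc per library in the female and male mPFC, with mean ± SD of 3 pools. Male C1qc is at 28.8 ± 2.81 CPM in cocaine-seeking and 10.1 ± 1.91 in sucrose-seeking libraries.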

### Ensemble-specific weighted gene co-expression network analysis

For detecting transcriptomic patterns using an unsupervised and unbiased approach, we utilized gene co-expression network analysis (WGCNA) [45] to compare cocaine-seeking, sucrose-seeking, and overlapping ensembles in addition to the non-ensemble population while considering sex as a variable in the NAc or mPFC. The modular analysis from the WGCNA analysis in the NAc resulted in modules with differential expression patterns between each ensemble type and the non-ensemble (Fig. 4a,b). Observing the gene ontologies enriched within the “blue” module in the NAc resulted in numerous pathways associated with cilium or the extracellular matrix (Fig. 4c). 

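Of 103 cilium genes of the NAc, 17 in females, with Cep89 (0.70, SE 0.14, adjusted p = 0.0067) and Tmem67 (0.87, SE 0.18, adjusted p = 0.0074), and 7 in males, with Ift80 (0.70, SE 0.16, adjusted p = 0.019), were higher in sucrose-seeking than in non-ensemble libraries (log2 fold changes, edgeR, n = 3 pools each). Of all genes tested, 4078 in females and 2340 in males passed 0.05 there, and over the cilium list p = 0.054 and 0.080 (limma camera with an estimated correlation). The male number is 0 without sucrose-seeking replicate 2, without non-ensemble replicate 3 or with length-scaled counts, 1 with only the 2 groups compared, and the female one 658 with length-scaled counts and 434 without sucrose-seeking replicate 3. Of 69 matrix genes, 14 were higher and 4 lower in females, with the basement membrane gene Col4a1 at 74.3 ± 3.54 against 37.4 ± 2.52 CPM, and 3 and 4 in males. Cocaine-seeking against sucrose-seeking gave median log2 fold changes of −0.14 in females (p = 0.039) and −0.12 in males (p = 0.039) over the cilium list, and against non-ensemble 0.04 and 0.04 (limma camera with an estimated correlation). No cilium gene passed an edgeR adjusted p of 0.05 in a comparison of the cocaine-seeking libraries; 16 in females and 6 in males had an unadjusted p under 0.05 against sucrose-seeking. With the pool of mice as a block, 2 higher and 7 lower pass in females. Endothelial and mural markers were higher in sucrose-seeking than in non-ensemble libraries as well (9 of 11 in females, 2 in males), and Col4a1 is a gene of these cells. The module itself was not rebuilt.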

Recent work has implicated cilia-mediated mechanisms related to reducing cocaine induced locomotion and conditioned place preference while also aiding in tolerance to morphine [46,47]. To determine genes within this “blue” NAc module that direct a large number of downstream gene expression patterns, we performed key driver analysis. We then associated these key drivers with sex-specific gene expression profiles from previous DEG comparisons of the cocaine-seeking ensemble with multiple reference combinations (Fig. 4d). This analysis revealed the expression of key drivers for the cocaine-seeking ensembles when compared to the sucrose-seeking ensembles were upregulated in contrast to downregulation when the cocaine-seeking ensemble is compared to the non-ensemble. 

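Colec12, a scavenger receptor of vascular cells and astrocytes (GRCm39 chromosome 18, 9707593 to 9882644, 11 exons), was at 112 ± 28.1 CPM in cocaine-seeking, 169.9 ± 20.4 in sucrose-seeking and 90.7 ± 20.8 in non-ensemble libraries of the female NAc, and at 134 ± 10.2, 164 ± 11.3 and 92.8 ± 10.2 in males (n = 3 pools each). Slc38a6, an amino acid transporter gene (GRCm39 chromosome 12, 73333535 to 73400823, 18 exons), was at 794 ± 194, 1098 ± 130.4 and 638 ± 156 CPM in females and at 864 ± 31.4, 1075 ± 138 and 665 ± 34.7 in males. In all 4 cases cocaine-seeking lies between the other populations, below sucrose-seeking and above non-ensemble, the reverse of the paper's directions. The share of counts in chemosensory receptor genes has the same order. In sucrose-seeking, cocaine-seeking and non-ensemble libraries it is 2.95%, 2.19% and 1.50% in females and 3.22%, 2.38% and 1.59% in males. Whether Colec12 and Slc38a6 follow such differences between libraries is not shown here. For Colec12 the log2 fold changes against sucrose-seeking are −0.60 (SE 0.21) and −0.29 (SE 0.14), and against non-ensemble 0.31 (SE 0.21) and 0.53 (SE 0.14), females first. For Slc38a6 they are −0.47 (SE 0.21) and −0.32 (SE 0.15), then 0.31 (SE 0.21) and 0.38 (SE 0.15). The smallest edgeR adjusted p of the 8 is 0.16, for female Colec12 against sucrose-seeking, and 0.0015 with the pool of mice as a block, in a range of 0.0015 to 0.83 over the alternatives. Female Slc38a6 against sucrose-seeking has 0.30, and 0.0022 with the pool of mice as a block, in a range of 0.0022 to 0.87 over the alternatives. The paper states that key drivers of this module are up against sucrose-seeking and down against non-ensemble neurons.

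**Figure D3:**
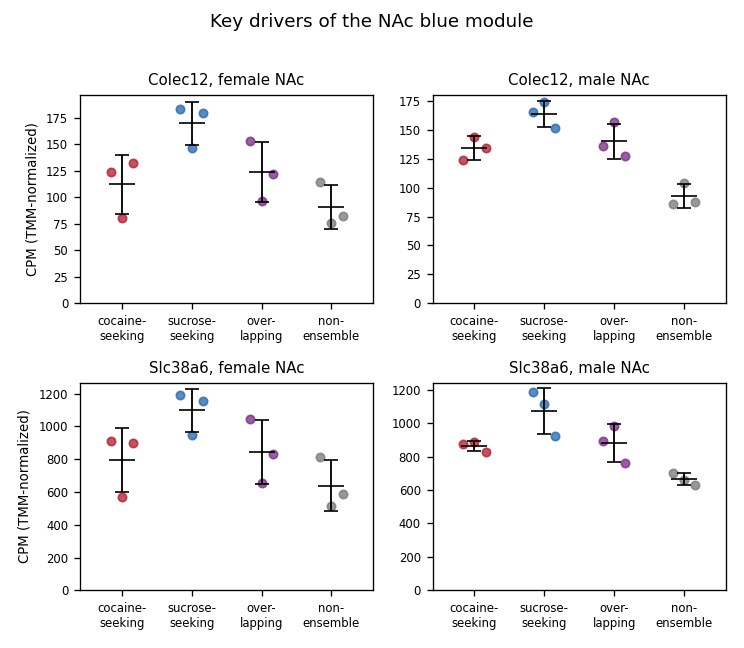
CPM of Colec12 and Slc38a6 per library in the female and male NAc, with mean ± SD of 3 pools. Female Colec12 is at 112 ± 28.1 CPM in cocaine-seeking and 169.9 ± 20.4 in sucrose-seeking libraries.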

*Colec12* has been implicated in a GWAS associating single nucleotide polymorphisms within genetic addiction data from humans [48]. Further, *Slc38a6*, a glutamine transporter, expression is shown to be altered after prolonged methamphetamine exposure [49].

Looking into the GO enrichment of the “lightyellow” module in the NAc resulted in enrichment of the “detection of chemical stimulus” and “intermediate filament organization” pathways which support the idea that stimuli-based memories [50] are dictated by rearrangement of cytoskeletal anatomy within neurons to form established ensembles dictating addictive phenotypes (Fig. 4e) [51]. 

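Chemosensory receptor genes, which sense odors, pheromones and tastes, hold 2.19 ± 0.789% of the counts in cocaine-seeking, 2.95 ± 0.749% in sucrose-seeking, 2.31 ± 0.805% in overlapping and 1.50 ± 0.466% in non-ensemble libraries of the female NAc, and 2.38 ± 0.327%, 3.22 ± 1.00%, 2.53 ± 0.700% and 1.59 ± 0.267% in males (n = 3 pools each). Against non-ensemble, 60 of 1427 receptor genes in females and 109 of 1374 in males were higher in sucrose-seeking, such as Or10h1b (1.32, SE 0.22, adjusted p = 0.0053) in females and Or5p52 (0.87, SE 0.17, adjusted p = 0.015) in males (log2, edgeR). Over the receptor list p = 0.32 and 0.15 in that comparison (limma camera with an estimated correlation). The male genes are lost without sucrose-seeking replicate 2 or non-ensemble replicate 3, with length-scaled counts, with only the 2 groups compared, and with the share of receptor counts as covariate, an alternative chosen after the data were seen. In females 1481 of 25607 genes of all kinds were higher, a larger share than of the receptors (edgeR). They are 267 with length-scaled counts, 222 with the covariate and 161 without sucrose-seeking replicate 3. In males 705 of 24917 genes were higher, a smaller share than of the receptors. Of 124 keratin and other filament genes in females, 6 were lower in sucrose-seeking than in non-ensemble libraries, by edgeR, among them the neurofilament genes Nefm (−0.82, SE 0.16, adjusted p = 0.0063) and Ina (−1.01, SE 0.17, adjusted p = 0.0050). Cocaine-seeking had median log2 fold changes of 0.48 and 0.48 over the receptors (p = 0.32 and 0.21) and 0.22 and 0.06 over the filaments (p = 0.55 and 0.91) against non-ensemble, females first (limma camera with an estimated correlation). In edgeR 0 genes of either list passed an adjusted p of 0.05 in that comparison; 119 receptor genes in females and 188 in males had an unadjusted p under 0.05. Taking the pool of mice as a block, 34 receptor genes in females and 0 in males pass.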

Assessing the key drivers for the lightyellow module resulted in mostly genes that were enriched in the female cocaine-seeking ensemble when compared to the non-ensemble reference, such as downregulation of *Oas3*, a gene implicated in an alcohol consumption GWAS (Fig. 4f) [52]. 

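Oas3, an antiviral sensor induced by interferon (GRCm39 chromosome 5, 120891163 to 120915729, 16 exons), was at 6.66 ± 1.77 CPM in cocaine-seeking and 5.17 ± 2.54 in non-ensemble libraries of the female NAc (n = 3 pools each). Its log2 fold change against non-ensemble is 0.36 (SE 0.35) in females, with an edgeR adjusted p of 0.74, and 0.06 (SE 0.40) in males. Over 21 interferon response genes the median is 0.41 in females and 0.14 in males (p = 0.069 and 0.39, limma camera with an estimated correlation). The female value is above 0, where the paper has a decrease, and lies within 2 SE of 0.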

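Zfp473, a zinc finger gene of histone RNA processing (GRCm39 chromosome 7, 44380904 to 44400474, 6 exons), was at 14.1 ± 5.43 CPM in cocaine-seeking, 16.5 ± 3.21 in sucrose-seeking and 10.2 ± 4.57 in non-ensemble libraries of the female NAc (n = 3 pools each). The log2 fold change against non-ensemble is 0.46 (SE 0.33), and in the male NAc 0.13 (SE 0.31). Their edgeR adjusted p values are 0.66 and 0.91, so a change in either direction is not shown.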

Further, we saw downregulation of *Zfp473* which has been associated with genetic studies for cocaine IVSA [53].

Assessing the enrichment of the “darkmagenta” module resulted in enriched pathways associated with synaptic function including “regulation of synapse organization” and “regulation of synapse structure or activity” (Fig. 4g), which are canonical to providing the signaling effort required to elicit drug craving [54]. 

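Synaptic genes of the NAc were lower in sucrose-seeking than in non-ensemble libraries: 32 of 55 presynaptic genes in females, such as Cplx1 (−1.07, SE 0.18, adjusted p = 0.0053) and Bsn (−0.82, SE 0.15, adjusted p = 0.0055), and 25 in males, such as Syt2 (−0.89, SE 0.16, adjusted p = 0.015) and Vamp2 (−0.74, SE 0.15, adjusted p = 0.015; log2, edgeR, n = 3 pools each). For this comparison p = 0.077 and 0.032 over the presynaptic and 0.16 and 0.13 over the postsynaptic list, females first (limma camera with an estimated correlation), and the male members all fall out with length-scaled counts, with the chemosensory share as covariate (chosen after the data were seen) or without 1 of 2 libraries, sucrose-seeking replicate 2 or non-ensemble replicate 3. Of 56 postsynaptic genes, 22 were lower in females, by edgeR, among them the scaffold gene Dlg4 (−0.63, SE 0.14, adjusted p = 0.0098), and 9 in males. In females, fewer genes of all kinds pass 0.05 with length-scaled counts or without sucrose-seeking replicate 3. Mitochondrial genes held 1.89% of counts in sucrose-seeking and 2.93% in non-ensemble libraries of females, and 2.04% and 3.23% in males. Chemosensory genes held 2.95% and 1.50% in females and 3.22% and 1.59% in males. Whether the synaptic values follow these shares was not tested. Cocaine-seeking libraries lie between: the presynaptic list has medians of −0.17 in females and −0.18 in males against non-ensemble (p = 0.21 and 0.14), and 0.43 and 0.35 against sucrose-seeking (p = 0.13 and 0.049; limma camera with an estimated correlation). No synaptic gene passed an edgeR adjusted p of 0.05 in these comparisons; of the presynaptic ones 36 in females had an unadjusted p under 0.05 against sucrose-seeking, and 29 were higher with p adjusted over the list alone. When pools of mice enter as a block, 35 higher and 1 lower of the presynaptic genes pass against sucrose-seeking in females.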

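Trim2 and Sod2, the drivers of this synaptic module that the paper names, were at 321 ± 6.27 and 195 ± 10.8 CPM in cocaine-seeking libraries of the male NAc, 289 ± 40.8 and 175 ± 11.5 in sucrose-seeking and 357 ± 7.89 and 215 ± 14.6 in non-ensemble (n = 3 pools each). Against non-ensemble both are below 0 in log2, −0.15 (SE 0.14) and −0.14 (SE 0.13), and against sucrose-seeking above it, 0.15 (SE 0.14) and 0.16 (SE 0.13). The 4 edgeR adjusted p values are 0.72, 0.72, 0.86 and 0.83. Both signs are opposite to the paper's, at differences of about 10% that the test does not separate from 0.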

Looking into key drivers regulating the “darkmagenta” module (Fig. 4h), we saw mostly upregulation in the cocaine-seeking ensemble when compared to the non-ensemble in contrast to downregulation of genes when comparing cocaine-seeking and sucrose-seeking directly. Specifically, *Trim2*, a gene implicated in a GWAS for Parkinson’s disease [55] followed this pattern of gene expression dependent on the reference population. 

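Trim2, a ubiquitin ligase that acts on neurofilaments (GRCm39 chromosome 3, 84066181 to 84214184, 13 exons), was at 320.1 ± 25.8 CPM in cocaine-seeking, 275 ± 28.7 in sucrose-seeking and 359 ± 28.4 in non-ensemble libraries of the female NAc (n = 3 pools each). In log2 that is −0.16 (SE 0.13) against non-ensemble and 0.22 (SE 0.13) against sucrose-seeking. Adjusted p values from edgeR are 0.68 and 0.49.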

Parkison’s disease is more likely to develop for those who use chronic cocaine with predisposing genetic susceptibility for addiction [56]. Further, *Sod2* also followed this pattern of gene expression within this module and has previously been linked with regulating the decreasing presence of gray matter after chronic alcohol exposure [57].

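Sod2, the superoxide dismutase of mitochondria (GRCm39 chromosome 17, 13224095 to 13259591, 8 exons), was at 198 ± 23.8 CPM in cocaine-seeking, 172 ± 20.5 in sucrose-seeking and 217 ± 13.5 in non-ensemble libraries (female NAc, n = 3 pools each). Its log2 fold changes are −0.14 (SE 0.13) against non-ensemble and 0.20 (SE 0.13) against sucrose-seeking, with edgeR adjusted p values of 0.74 and 0.56. Nuclear oxidative phosphorylation genes were lower in sucrose-seeking than in non-ensemble libraries, 56 of 87 in females and 46 in males (edgeR; p = 0.040 and 0.018 over the list, limma camera with an estimated correlation). The male number is 0 with length-scaled counts and without sucrose-seeking replicate 2 or non-ensemble replicate 3, and at most 1 with only the 2 groups compared. In females, fewer genes of all kinds pass the list threshold with length-scaled counts or without sucrose-seeking replicate 3. How many of the 56 female genes are left in those fits is not given here.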

Similar to the NAc, the top 10 modules from the WGCNA analysis in the mPFC (Fig. 4i) resulted in modules with dynamic expression patterns related to cocaine-seeking, sucrose-seeking, and overlapping ensembles, and the non-ensemble population. The “blue” module in the mPFC showed enriched gene ontology pathways associated with cellular morphology linked with synaptic organization, structure, and function for vesicular trafficking, previously highlighted in the NAc (Fig. 4J). 

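Presynaptic genes of the mPFC had a median log2 fold change of −0.17 in females and −0.28 in males for cocaine-seeking against non-ensemble, and postsynaptic genes −0.12 and −0.24 (n = 3 pools per population). Slc17a7, a vesicular glutamate transporter, was at 313 ± 236 CPM in cocaine-seeking and 386 ± 332 in non-ensemble libraries of males, a spread set by pool 2. For the presynaptic list p = 0.19 and 0.15, and for the postsynaptic list 0.37 and 0.13, females first (limma camera with an estimated correlation). In edgeR 0 synaptic genes pass an adjusted p of 0.05 against non-ensemble; 3 presynaptic genes in females and 7 in males had an unadjusted p under 0.05. With the pool of mice as a block, 14 presynaptic genes in females and 14 in males are lower, none higher.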

Assessing the genes determined as key drivers for the “blue” mPFC module, we can appreciate dynamic expression with a definitive pattern of upregulation of genes when comparing the cocaine-seeking ensemble with the non-ensemble population for males (Fig. 4k). Specifically, *Stox2* was upregulated in this manner for male cocaine-seeking compared to the non-ensemble. 

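In males, Stox2 and Prrc2c, the drivers of this module that the paper names, average −0.21 and −0.12 in log2 against sucrose-seeking libraries of the mPFC and −0.15 and −0.11 against non-ensemble ones in females (n = 3 pools each). The SE of these 4 values is 0.17, 0.19, 0.17 and 0.20, and the edgeR adjusted p 1, 1, 0.89 and 0.94. None of the 4 values is above 0.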

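Stox2, a storkhead-box transcription factor gene (GRCm39 chromosome 8, 47633083 to 47899397, 8 exons), was at 219 ± 21.0 CPM in cocaine-seeking, 253 ± 50.2 in sucrose-seeking, 246 ± 8.1 in overlapping and 276 ± 10.3 in non-ensemble libraries of the male mPFC (n = 3 pools each). Cocaine-seeking is below non-ensemble, −0.33 (SE 0.17) in log2, where the paper has an increase. The edgeR adjusted p is 0.35, so the direction is not established.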

*Stox2* has been strongly associated in a GWAS of impulsive personality traits [58], a hallmark trait for those with CUD [59]. 

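Prrc2c, a gene of stress granule assembly (GRCm39 chromosome 1, 162498292 to 162568125, 35 exons), was at 611 ± 94.7 CPM in cocaine-seeking, 663 ± 127 in sucrose-seeking and 717 ± 58.4 in non-ensemble libraries of the male mPFC (n = 3 pools each). In log2, male cocaine-seeking minus non-ensemble is −0.23 (SE 0.19), with an edgeR adjusted p of 0.56. An increase of Prrc2c in males is not seen in these counts.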

*Prrc2c*, which was only upregulated in the male mPFC when comparing cocaine-seeking to the non-ensemble population, has been shown to have altered expression after chronic cocaine self-administration [60], correlating highly with our study.

Similar to enrichment of cilium related cellular mechanisms, the “brown” module in the mPFC was also enriched for pathways annotated for cilium assembly, organization, and motility (Fig. 4l). 

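Cilium genes of the mPFC (103 tested in females) had median log2 fold changes of −0.19 in females and −0.27 in males for cocaine-seeking against sucrose-seeking, and −0.03 and −0.06 against non-ensemble (n = 3 pools per population). For the first comparison p = 0.15 and 0.049 (limma camera with an estimated correlation). In edgeR 0 cilium genes pass an adjusted p of 0.05 against sucrose-seeking, and 11 in females and 26 in males had an unadjusted p under 0.05. List members passing with DESeq2 are not given here. Taking the pool of mice as a block, 7 genes in females and 3 in males are lower in cocaine-seeking libraries.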

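Cep162, which promotes the transition zone of cilia (GRCm39 chromosome 9, 87071630 to 87137624, 27 exons), was at 82.3 ± 7.62 CPM in cocaine-seeking, 89.7 ± 8.20 in sucrose-seeking and 70.7 ± 8.66 in non-ensemble libraries of the female mPFC, and at 61.3 ± 4.59, 71.8 ± 7.1 and 53.2 ± 1.15 CPM in males (n = 3 pools each). Against sucrose-seeking the log2 fold changes are −0.12 (SE 0.16) in females and −0.23 (SE 0.15) in males, and against non-ensemble 0.22 (SE 0.16) and 0.20 (SE 0.15). Their edgeR adjusted p values are 1 and 1, then 0.85 and 0.52. All 4 signs are the reverse of those in the paper, and none is established by the test.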

Within the key driver analysis for the “brown” module, we found the gene *Cep162* was upregulated for the female and male cocaine-seeking ensemble when compared to the sucrose-seeking ensemble in contrast to when compared to the non-ensemble population where *Cep162* was downregulated (Fig. 4m). *Cep162* is involved in ciliary function and has been previously shown to regulate cellular function during alcohol and morphine withdrawal [61,62]. Additionally, *Adat1* also followed this gene expression pattern as *Cep162* and has been shown to be downregulated after treatment to reduce methamphetamine intake [63].

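Adat1, a tRNA adenosine deaminase (GRCm39 chromosome 8, 112691828 to 112718963, 11 exons), was at 31.7 ± 6.37 CPM in cocaine-seeking, 42.1 ± 3.71 in sucrose-seeking and 24.5 ± 4.41 in non-ensemble libraries of the male mPFC, and at 45.7 ± 6.23, 54.0 ± 3.14 and 40.3 ± 2.77 CPM in females (n = 3 pools each). Against non-ensemble its log2 fold change is 0.37 (SE 0.20) in males and 0.18 (SE 0.16) in females; against sucrose-seeking it is −0.41 (SE 0.20) and −0.24 (SE 0.16). In edgeR the adjusted p values against non-ensemble are 0.38 and 0.86. As with Cep162, the signs are the paper's reversed.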

When looking into the “darkorange” module, we found enrichment of pathways related to “detection of chemical stimulus” and the “negative regulation of response to external stimulus” (Fig. 4n). Observing the genes within the “darkorange” pathway revealed only downregulation in the males when comparing the cocaine-seeking to the non-ensemble population (Fig. 4o). Specifically, *Maip1* and *Acad9* have been linked to neurological pathologies in previous studies [64,65].

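Maip1, a matrix protein that assists the mitochondrial calcium uniporter (GRCm39 chromosome 1, 57445310 to 57457112, 6 exons), was at 153 ± 26.7 CPM in cocaine-seeking and 92.2 ± 8.39 in non-ensemble libraries of the male mPFC. Acad9, of fatty acid oxidation and complex I assembly (GRCm39 chromosome 3, 36120128 to 36148877, 19 exons), was at 758 ± 149.8 and 455 ± 50.8 CPM (n = 3 pools each). In females they were at 271 ± 51.1 and 1351 ± 273 CPM in cocaine-seeking and 232 ± 45.6 and 1137 ± 274 in non-ensemble. The male log2 fold changes against non-ensemble are 0.73 (SE 0.23, adjusted p = 0.24) and 0.74 (SE 0.24, adjusted p = 0.24) in edgeR, above 0 where the paper shows only decreases, and the female ones 0.23 (SE 0.20) and 0.25 (SE 0.21). For male Maip1 the adjusted p is 0.0082 with the pool of mice as a block, in a range of 0.0081 to 1 over the alternatives. For male Acad9 it is 0.0082 with the pool of mice as a block, in a range of 0.0081 to 1 over the alternatives. Chemosensory receptor genes of the male mPFC had a median of 0.75 in the same comparison (p = 0.10, limma camera with an estimated correlation).

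**Figure D4:**
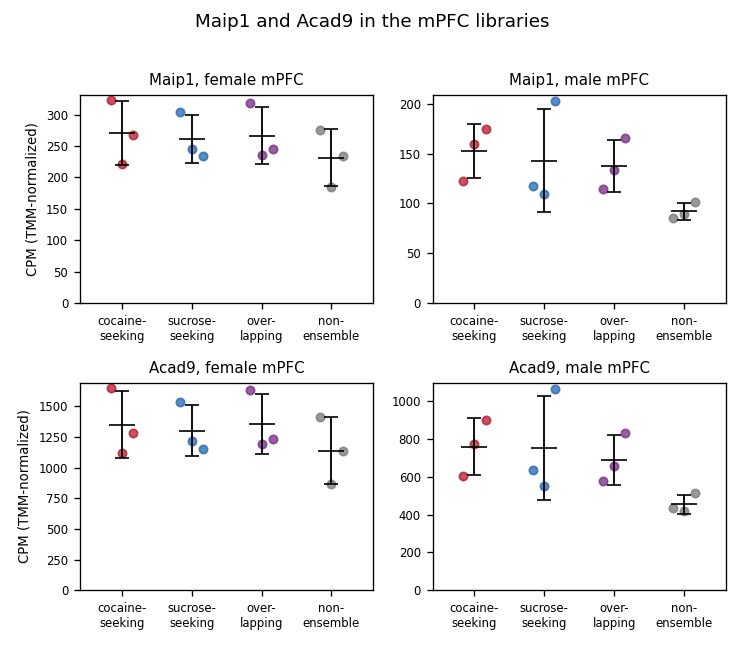
CPM of Maip1 and Acad9 per library in the female and male mPFC, with mean ± SD of 3 pools. Male Maip1 is at 153 ± 26.7 CPM in cocaine-seeking and 92.2 ± 8.39 in non-ensemble libraries.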

### Cocaine-seeking features gene expression modules regulating stimuli detection that correlate with human GWAS

To evaluate whether transcriptional modules identified in the WGCNA analysis were enriched for genetic risk factors of substance use disorders (SUD) in humans, we utilized a publicly available SUD GWAS gene set where 245 SUD-related GWAS were combined to compare with our mouse bulk RNAseq WGCNA module gene set for each region- and sex-specific ensemble or non-ensemble population (Fig. 4p). Within the NAc, the enrichment analysis characterized the “darkmagenta” module to be most enriched with the non-ensemble population for each sex. The NAc “blue” module correlated the most with the sucrose-seeking ensemble for both sexes. The “lightyellow” module was highly enriched with the overlapping ensemble in the males and while we saw enrichment for both the sucrose-seeking and overlapping ensemble in females. Assessing GWAS gene set enrichment analysis within the mPFC, we saw the “blue” module enriched in the non-ensemble population for both sexes. The “brown” module was mostly enriched for the sucrose-seeking ensemble while the “darkorange” module was highly enriched in the overlapping ensemble for females and strongly enriched in the cocaine-seeking ensemble within males.

## Discussion

We used within-subject cocaine and sucrose dual SA conditioning followed by extinction training and cued reinstatement to induce cocaine and sucrose seeking in cFos-TRAP2 mice (Fig. 1) following procedures in our previous study [7]. Through FACS, we isolated neurons from reward-specific seeking ensembles and the non-ensemble population for downstream transcriptomic profiling within two critical reward-signaling regions, the NAc and mPFC. We then used an unbiased approach to identify gene expression signatures related to the region- and sex-specific cocaine-seeking ensembles when compared to the sucrose-seeking ensembles, overlapping ensembles, or the non-ensemble population as references.

### Sex differences in cocaineand sucrose-seeking behavior and underlying transcriptome

Although identifying minimal sex differences in behavioral training, it should be considered that we did not record the estrous cycle in this study which is known to influence cocaine-seeking [66] and food rewards [67] in female rats. Further, the principal component analysis revealed an effect of sex on gene expression which supports previous studies showing cocaine exposure leads to sex-specific transcriptomic alterations [68]. Thus, we completed downstream DEG comparisons in a sex-specific manner.

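For Trim30c, an interferon-induced ubiquitin ligase gene, the response differs by sex in the main fit of the mPFC: cocaine-seeking minus non-ensemble is lower in females than in males by a log2 fold change of −4.00 (SE 0.67, adjusted p = 0.048, edgeR). Of 28851 genes of the mPFC, 2 had a sex difference in that comparison at an adjusted p of 0.05, the other being a pseudogene, Kpna2-ps, without counts in one group. In 11 of 12 fits that leave out 1 cocaine-seeking or non-ensemble library, no gene that is lower in females passes 0.05, so Trim30c is lost in them. In the NAc 0 of 27546 genes differed by sex in edgeR quasi-likelihood against non-ensemble, sucrose-seeking or overlapping, with 1148, 345 and 544 at an unadjusted p under 0.05. DESeq2 finds 7, 4 and 3 there, and the edgeR likelihood-ratio test 5, 1 and 0. In the mPFC the numbers with DESeq2 are 13, 4 and 6, with the likelihood-ratio test 31, 1 and 2, and against non-ensemble 5 with the pool of mice as a block (n = 3 pools per population and sex). Sex is confounded with pools here, since each pool has the label of 1 sex, and Y-linked counts in female pool 2 leave the label of that pool in doubt.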

### Within-subject cocaineand sucrose-ensemble identification, isolation, and characterization

In this study, we combined TRAP2 technology [15] during cocaine-seeking behavior with immunolabeling during sucrose-seeking behavior to identify reward-seeking ensembles tagged at different time points. While both approaches use c-fos expression as a proxy for neuronal activation [4], we acknowledge that not counterbalancing the tagging method, i.e., tagging the sucrose-seeking ensemble with TRAP and the cocaine-seeking ensemble with c-Fos immunolabeling, limits the interpretation of the results. However, we previously showed that cocaine-seeking ensembles tagged with these two techniques during cue-induced reinstatement of cocaine overlap by 50 % [7], which is a similar reactivation level to what has been reported in the literature [15, 69–71]. Moreover, when counterbalancing TRAP and immunolabeling approaches to tag cocaine- or sucrose-seeking ensembles, the percentage of overlap between ensembles was up to 30 % independent of the tagging method used.

Furthermore, from our flow cytometric results, we determined the size of female and male cocaine-seeking, sucrose-seeking, and the overlapping ensembles had a measurable difference for tagged ensemble size that was dependent on ensemble type and region where the sucrose-seeking ensemble was larger (Supplemental Figure 3L). We suggest the difference in ensemble size could be due to variability in the tagging process where the sucrose population will always have more active neurons due to sorting based on endogenous Fos expression compared to TRAP2 labeling of the cocaine-ensemble which is not necessarily active during the sorting process. This does not discount the bioinformatic analysis using the presented order of seeking events despite a lack of counter tagging control that we acknowledge is of great interest. Rather, interpretation of results should be in the framework of comparing the persistent effects of neurons previously activated during cocaine-seeking in comparison to the real-time processing for natural (sucrose) reward seeking. Indeed, considering the size differences in ensembles, it is important to note that we normalized ensemble sizes by sorting an equal number of events for each reward-seeking ensemble and used downstream bioinformatic approaches to normalize for the effect of fragment read counts that could be influenced by ensemble size.

Additionally, it should be acknowledged that the tagging framework for cocaine- and sucrose-seeking ensembles captures gene expression spanning the entirety of the reinstatement session rather than having resolution to specific behavior elicited during the seeking session. Further, it is known that both cocaine and sucrose act as exogenous reinforcers and induce distinct physiological states [72,73]. Cocaine primarily amplifies motivation and drive to seek cocaine, whereas sucrose more directly satisfies homeostatic needs because of the caloric value. In this context, our FACS-based ensemble analysis was designed not to isolate pharmacological effects per se, but to capture the neuronal populations recruited during the entire reward-seeking session. This approach allows us to identify where cocaine-driven motivational gene expression programs converge with, or diverge from, homeostatic reward mechanisms. Furthermore, the presence of an overlapping population of neurons identified between cocaine- and sucrose-associated ensembles in a previous study [7] using immunohistochemical techniques, in addition to this study using bioinformatic techniques, suggests that cocaine seeking co-opts neural substrates normally engaged in homeostatic-driven reward behaviors. We hypothesize that with chronic cocaine exposure, the brain begins to treat cocaine-associated cues as indicators of a physiological need even though these cues do not necessarily contribute to restoring homeostatic balance.

To further support our ensemble tagging approach, we quantified the enrichment of IEGs in comparison to the non-ensemble to determine levels of activity-dependent mRNA (Supplemental Figure 5). 

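Jund, a subunit of AP-1, was lower in sucrose-seeking than in non-ensemble libraries of the NAc, at 85.5 ± 17.5 against 166 ± 40.2 CPM in females and 109.5 ± 28.8 against 188 ± 15.0 in males (n = 3 pools each). Egr3, Nptx2 and Junb in females, and Egr3 and Egr4 in males, were lower too; none of them is left with length-scaled counts, in females without sucrose-seeking replicate 3, and in males without sucrose-seeking replicate 2 or non-ensemble replicate 2 or 3 or with only the 2 groups fitted. Fos was at 7.76 ± 3.27 CPM in sucrose-seeking and 10.4 ± 5.48 in non-ensemble libraries of the female NAc, and at 14.4 ± 3.27 and 24.4 ± 8.97 in the male mPFC; Arc, which acts at synapses, was at 73.8 ± 20.5 and 119 ± 40.1 in the female NAc. Npas4 is the one of the 3 above non-ensemble in sucrose-seeking libraries of all 4 sets, with log2 fold changes of 0.39 (SE 0.30), 0.28 (SE 0.30), 0.82 (SE 0.20) and 0.63 (SE 0.37) in the female and male NAc and the female and male mPFC. The edgeR log2 fold changes of Jund are −0.96 (SE 0.19, adjusted p = 0.0067) and −0.78 (SE 0.18, adjusted p = 0.020) in the NAc, and the adjusted p of Npas4 in the female mPFC is 0.11. Of 24 immediate early genes, 0 were higher in sucrose-seeking at an adjusted p of 0.05 in any set (edgeR), against 1, 0, 1 and 0 higher with an unadjusted p under 0.05, and 4 and 3 were lower in the female and male NAc; DESeq2 has 1, 0, 0 and 0 higher. When pools of mice enter as a block, Npas4 in the female mPFC passes, with 1, 0, 1 and 1 genes higher and 12, 8, 9 and 11 lower over the 4 sets. The list as a whole has medians of −0.39, −0.41, −0.40 and −0.40 (p = 0.16, 0.058, 0.026 and 0.030, limma camera with an estimated correlation). RNA of the sorted cells was taken at 1 time point, so peaks and decay of single genes are not resolved.

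**Figure D5:**
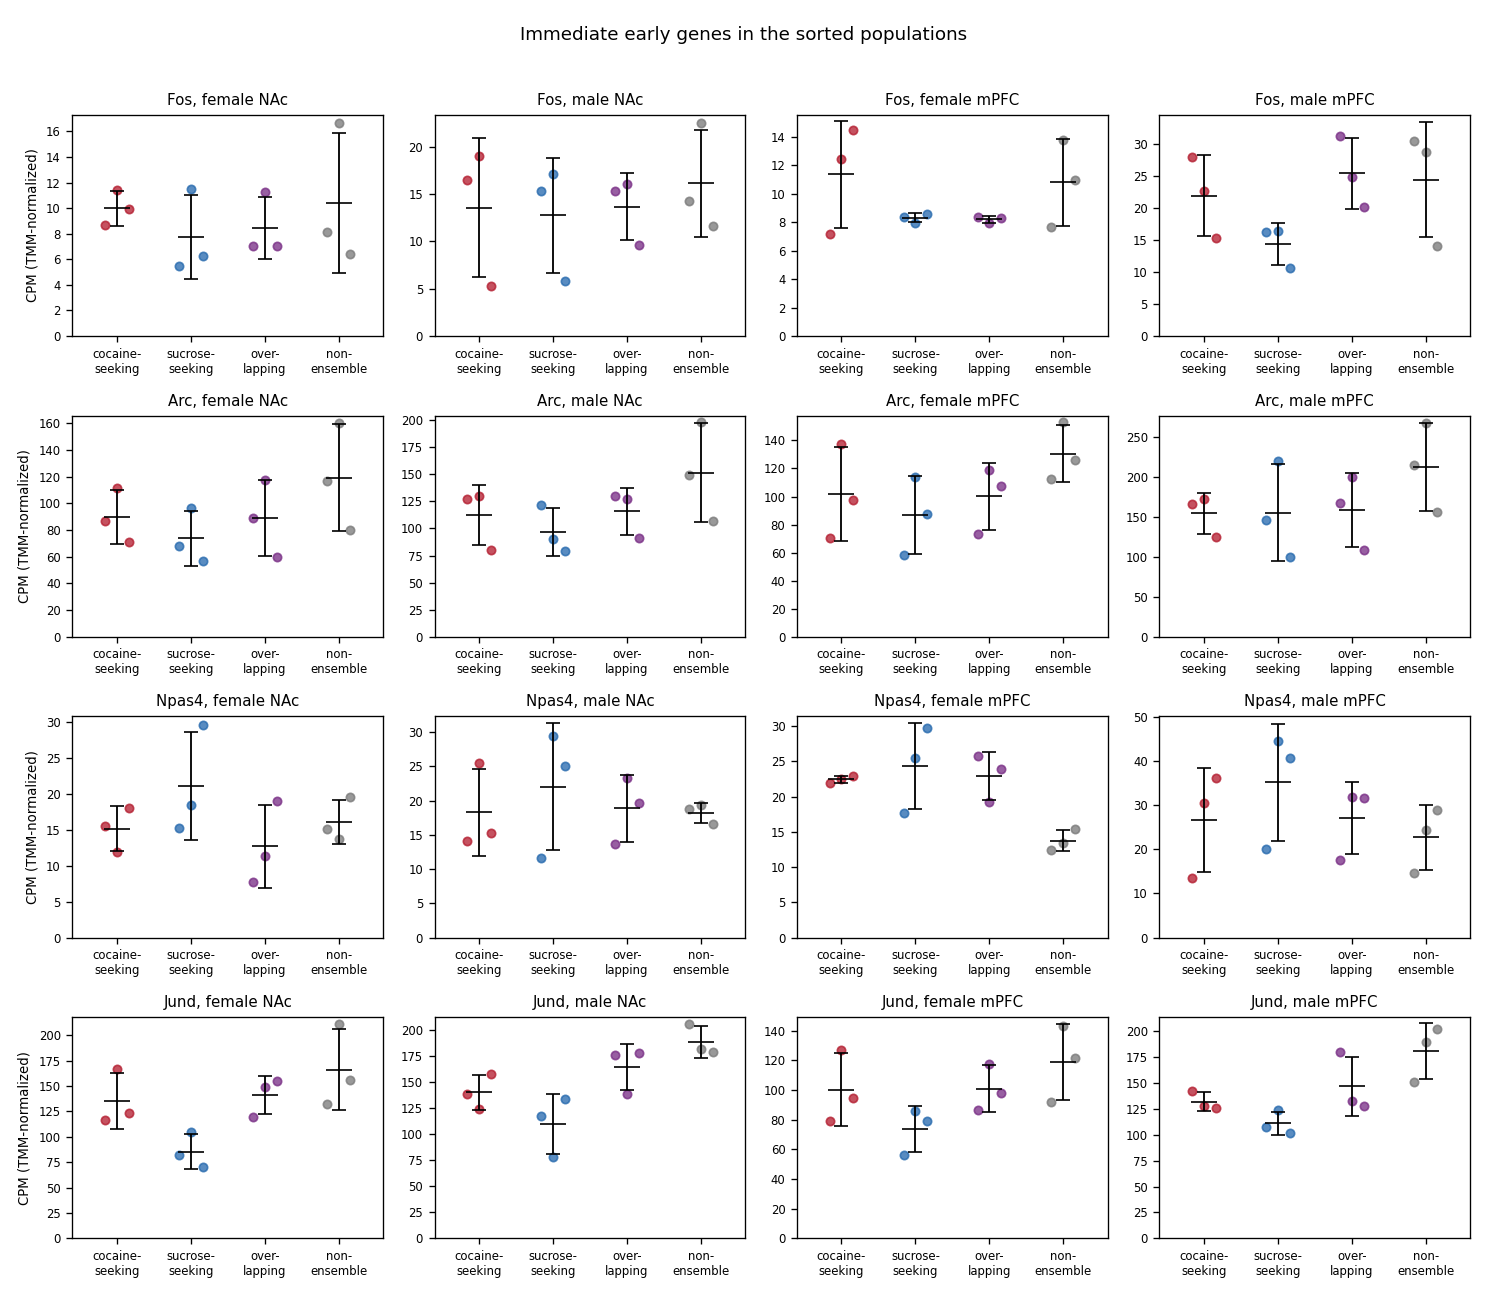
CPM of Fos, Arc, Npas4 and Jund per library in the 4 sets, with mean ± SD of 3 pools. Jund in the female NAc is at 85.5 ± 17.5 CPM in sucrose-seeking and 166 ± 40.2 in non-ensemble libraries.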

In the NAc and mPFC samples for both sexes, IEG expression is mostly exclusive to the sucrose-seeking ensemble population. It should be noted that tagging sucrose-seeking neurons relies on cFos protein expression rather than mRNA, and that IEGs have varying times of peak mRNA expression and decay rates with some genes (*Fos*) having shorter (~30 min) window of expression [74] than others (*Arc, Npas4*) that reach peak expression after longer periods (~60 min) [75,76]. 

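By permutation test, pools of mice hold 24.1% (p = 0.047), 22.2% (p = 0.050), 27.8% (p = 0.00034) and 24.0% (p = 0.035) of the variance among the 12 libraries of the female NAc, male NAc, female mPFC and male mPFC. The 4 sorted populations hold 32.7% (p = 0.074), 30.9% (p = 0.075), 27.3% (p = 0.44) and 32.4% (p = 0.069) in the same order (permutation p, single libraries permuted), which leaves the differences between pools in the residual. With populations permuted within pools, a test chosen after the results were seen, the exact permutation p values are 0.0052, 0.010, 0.0035 and 0.0017. After population means were taken off, 11, 11, 12 and 11 of the 12 libraries of a set correlate most with another library of their own pool. With those means removed, likeness by pool is not compared with likeness by population. Slc17a7 of the mPFC is an example at gene level, with its levels split by pool in males. Behaviour of the single mice was not analysed here.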

Further assessing sample variability (Supplemental Figure 4), we acknowledge variation between replicates but highlight the limitation of pooling samples from mice with varying levels of self-administration, extinction, or seeking behavior, which was required to have an adequate amount of RNA for downstream bulk RNA sequencing We did not have the statistical power to determine behavioral stratification of cocaine- and sucrose-seeking to correlate with transcriptomic profiles. This approach introduces higher variation from pooled replicate to replicate (Supplemental Figure 4B) compared to using transcriptome samples from individual mice that can be correlated with behavior, which is more commonly seen within non-FACS bulk RNAseq or single-nuclei RNAseq approaches, where tissue input parameters differ. However, statistical assessment to determine differences between pooled-sample replicates based on their seeking behavior proved to be non-significant (Supplemental Table 1g), thus justifying combining pooled samples as replicates for downstream bioinformatic processing. Altogether, we propose that combining TRAP and immunolabeling approaches for tagging and extracting ensembles within the same subject is of value and that the genes identified to be differentially expressed in the cocaine-seeking ensemble are relevant to finding targets that are likely specific to cocaine seeking behavior without altering that of sucrose seeking.

### Cell deconvolution within Cocaineand sucrose-seeking ensembles

Since our earlier study using the same dual cocaine and sucrose paradigm showed that cocaine-seeking ensembles recruit a majority of D1-MSNs within the NAc [7], similar to what was previously reported in the literature [77–79], it is rational to hypothesize that most of the differential gene expression reported in the cocaine-seeking ensemble might arise from changes in D1-MSNs. Using neuronal deconvolution revealed the majority of neuronal enrichment presented as D1-MSN cell types in all the reward-seeking ensembles and non-ensemble population within the NAc (Fig. 2). Further supporting the literature [80], most cell types in the mPFC from the cell deconvolution analysis or our samples were deemed excitatory cell types (Fig. 3). These analyses provide evidence that the cell type composition within our bulk RNAseq samples are relevant to established literature.

### Cocaine-seeking ensembles feature dynamic gene expression of previously studied SUD-related gene candidates

Compared to the non-ensemble population of neurons not involved in cocaine or sucrose seeking, we identified significant (FDR < 0.01) ensemble-specific transcriptomic alterations (log2FC > 0.75; log2FC < −0.75) in cocaine-seeking when compared to the sucrose-seeking ensemble, overlapping ensemble, or the non-ensemble population as reference. Observing the extremities of reward-specific gene expression in male and female NAc and mPFC revealed patterns of gene expression likely related to cocaine-seeking when compared to the multiple references (Fig. 2,3). These results suggest that there are robust transcriptomic changes driving cocaine-seeking that are different from the non-ensemble population and sucrose-seeking ensemble.

Specifically, we found distinct alterations in gene expression of histone coding genes in the female NAc and mPFC. Histone-mediated epigenetic modifications are believed to underlie the persisting effects of addictive behavior by leaving long-lasting influence onto the genomic landscape [23]. This supports the idea that drug relapse is driven by the persisting molecular effects created during intake which outlast abstinence to facilitate seeking behavior [81]. Moreso, the specific histones enriched in our data set coincide with those annotated previously in the “alcoholism” gene ontology pathway, suggesting a common pathway of epigenetic modification within multiple addictive drug classes. Within the male NAc, we also saw overexpression of *Pde2a* which has been functionally tested to reduce stressed induced alcohol consumption [33]. This is a good indicator that inhibition of *Pde2a* could possibly reduce cocaine-related behavior. For both the female and male NAc, we saw upregulation of *Galr3* expression, a gene that has been established to use galanin-mediated pathways for regulating dopamine neurotransmission [31,32]. 

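Galr3 in the male NAc was at 0.308 ± 0.225 CPM in cocaine-seeking, 0.779 ± 0.660 in sucrose-seeking, 0.496 ± 0.388 in overlapping and 0.734 ± 0.477 in non-ensemble libraries (n = 3 pools each). The log2 fold change of this galanin receptor is −1.22 (SE 1.09) against non-ensemble and −1.07 (SE 0.94) averaged over the references, negative in males as in females. Its male adjusted p is 0.72, and a difference between the sexes is not shown (edgeR, log2 difference −0.62, SE 1.52, unadjusted p = 0.69).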

We saw differing directions of *Drd4* expression between females and males in the NAc, with upregulation in the females and downregulation in the males. 

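Drd4 responses of the sexes, taken against non-ensemble in the NAc, differ by a log2 fold change of −1.36 (SE 1.16), females minus males (n = 3 pools per population and sex). Against sucrose-seeking the difference in Drd4 is −1.64 (SE 1.17). The unadjusted p values of the interaction are 0.25 and 0.17 and both adjusted p values are 1 in edgeR, so a sex difference of Drd4 is not shown. Its sign, lower in females and higher in males, is the opposite of the paper's. The male side of it rests on the high value of cocaine-seeking replicate 1.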

Strikingly, *Drd4* expression has been linked to have sex-dependent outcomes for seeking behavior [82] in addition to being considered a factor for regulating increased motivation both for sexual interactions [83] and risky financial behavior [84]. This supports the idea that cocaine-seeking ensembles utilize motivational reward-attaining strategies to elicit strong cocaine-seeking behavior. 

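In the female mPFC, 276 receptor and ligand genes had median log2 fold changes of 0.05 against non-ensemble, 0.10 against sucrose-seeking and 0.06 averaged over the references (n = 3 pools per population). The receptor and ligand list gives p = 0.48, 0.35 and 0.56 by limma camera with an estimated correlation, next to 0.098 for the average in the male mPFC; the sets were not tested against each other. In edgeR 0 of its genes pass an adjusted p of 0.05, 16 have an unadjusted p under 0.05 against non-ensemble, and DESeq2 and the likelihood-ratio test call 0.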

We also saw “GPCR ligand binding” as one of the top enriched pathways in all of our DEG comparisons except the female mPFC. GPCRs are canonically linked to signaling mechanisms between cells, especially for neurotransmission, which is a hallmark for carrying out cocaine-seeking behavior [25,53]. Overall, we identified numerous gene candidates throughout the DEG analysis that have been previously shown to have a role in altering drug-linked behavior or have been a product of drug exposure itself (*H2al1e, H2ac24, H2bc23, Gpbar1, Drd4, Galr3, Pred2a, Avp,* and *Taar8b*). It is likely that targeting these candidates could lead to exclusive decrease in cocaine-seeking behavior without disturbing sucrose-seeking behavior.

### Cocaine-seeking ensembles are defined by dynamic expression within synaptic, stimuli-detecting, and ciliary networks in corticostriatal regions

Although we found exciting candidates in our DEG approach, we felt it was necessary to use an unbiased approach to examine transcriptomic signatures in each region while considering sex by letting the expression from each sample type dictate the enriched genes rather than explicitly stating which DEG comparisons to make. After reviewing several enriched modules, we identified enrichment of cilia related pathways within both regions. Considering previous studies on ciliary mechanisms in regulating drug-induced behavior [61,62], this finding suggests a role for cilia in aiding the cross-talking network of neurons engaged to elicit cue-induced cocaine seeking. Further, we found enrichment of stimuli-detecting pathways within both brain regions underlining our cue-induced seeking paradigm and previous studies demonstrating that drug seeking is reinforced by once salient environmental cues paired initially during drug intake [85]. We also found enrichment of pathways related to synaptic regulation in both regions which is canonically known to facilitate drug-seeking behavior [86]. Overall, we found many key drivers (*Colec12, Slc38a6, Oas3, Zfp473, Sod2, Prrc2c,* and *Cep162*) within these pathways with robust expression for cocaine-seeking that have been previously associated with drug-linked behavior, thus suggesting the importance of studying these genes in future investigations.

Preclinical research for substance use disorder using models that induce drug intake and seeking behavior are only useful in the scope for how they translate into genotypes underlying human SUD. To address this, we used enrichment with genome wide association studies (GWAS) in humans to assess the enrichment of human SUD-related genes in relation to the WGCNA modules enriched in the cocaine-seeking ensemble, sucrose-seeking ensemble, the overlapping ensemble, and the non-ensemble population in a mouse model for drug and non-drug seeking. We found enrichment of human SUD genes for the cocaine-seeking and overlapping ensemble in a module that was defined by gene ontology related to detection of external stimuli which further highlights the importance of addressing neurobiological mechanisms related to cue-reinforced drug taking behaviors to prevent further drug relapse. Beyond this enrichment, we also found pathogenic genes in our DEG analysis that were found in human GWAS related to SUD (*Colec12* and *Oas3*), impulsive personality (*Stox2*), and Parkinson’s disease (*Trim2*). Together these results highlight that gene signatures linked with cocaine-seeking apart from sucrose-seeking that were identified by the preclinical model in this study do correlate with genetics underlying human traits of SUD. However, this also highlights the complexity of gene expression when trying to detangle reward-seeking ensembles for drug and non-drug rewards.

## Conclusion

Taken together, this investigation has identified, isolated, and characterized gene expression patterns related to cocaine-seeking ensembles that are likely separate from those genes involved in the sucrose-seeking ensemble or the non-ensemble population. This repository of reward-specific transcriptomic information is a valuable resource for further functional validation of target genes to reduce cocaine-seeking without altering other types of reward seeking behavior.

## Materials and methods

### Ai14:cFos-TRAP2 mice

Female and male Ai14:cFos-TRAP2 transgenic mice were obtained by crossing male tamoxifen-inducible cFos- Cre-recombinase knock-in mice (Fostm2.1(icre/ERT2)Luo/J, Strain# 030,323; The Jackson Laboratory) with female Ai14 loxP-flank regulated Cre-reporter knock-in mice (B6;Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J; Strain# 007,914; The Jackson Laboratory). Mice were individually housed on a 12:12 reverse light schedule during dual-reward self-administration conditioning, as described previously [7] All procedures were conducted in accordance with the IACUC and NIH animal handling procedures.

### Dual reward self-administration, extinction, and reinstatement tests

Female and male 8–16-week-old mice (20–30 g) underwent catheter implantation according to [7]. After recovery, mice underwent dual-reward self-administration of intravenous cocaine infusions (0.5 mg/kg/inf; NIDA) and oral intake of sucrose pellets (15 mg; Bio-Serv) during 2-hour daily sessions (10 days of cocaine reward and ten days of sucrose reward: 20 alternating days in total) in standard mouse modular test chambers (Imetronic, France). Each chamber included two nose-poke (NP) holes associated with cocaine infusions or delivery of sucrose pellets. Each NP was paired with an availability light cue (always on until mice associate with NP; off for ten seconds after NP activation) and an internal NP light cue (on for 3 s after NP activation). The reward-associated NP not used during a reward-specific session served as an inactive NP (i.e., cocaine-associated NP during a sucrose session acted as an inactive NP with no cues or reward administration and vice versa). During self-administration acquisition, all mice were on a food-restricted diet (80 % of average food intake = 3.2 g) to increase reward-specific operant conditioning responses [87,88]. Following reward-specific cue conditioning, mice were extinguished of rewards and cues until reaching a 70 % reduction of NP association compared to the averaged last three days of reward self-administration. Following the extinction phase, 30-minute reinstatement sessions for each reward were carried out with the reward-associated light cue but without administering the reward. Following intraperitoneal injection of 4-hydroxy-tamoxifen (4-OHT, 50 mg/kg, Sigma) directly after the cocaine reinstatement session, the Cre-regulated TRAP2 mechanism tagged active cocaine-seeking cells with endogenous tdTomato fluorescence. After 4-OHT administration, mice were placed back in their home cage and were left undisturbed until the next extinction session the following day. Following sucrose reinstatement sessions, mice were euthanized 60 min post-session to capture peak cFos expression reflective of active cells during sucrose-seeking behavior.

### Extraction of reward-specific ensemble RNA

Whole brains were extracted from euthanized mice (5 % isoflurane exposure followed by cervical dislocation) and incubated for 5 min on ice in cellular stabilizing solution: 45 % HEBG medium (2 % 50X B27 (Thermo Fisher; 17,504,044) and 0.25 % 100X Glutamax (Thermo Fisher; 35,050,061) per 1 mL of Hibernate E-Minus Phenol Red (Thermo Fisher; NC1506837)), 45 % artificial cerebral spinal fluid (aCSF; 7.13 g/L NaCl (Sigma-Aldrich; S9888-500 G), 0.23 g/L KCl (Sigma-Aldrich; P3911–25 G), 0.14 g/L MgSO4 (Sigma-Aldrich; 746,452–500 G), 0.19 g/L CaCl2 (Sigma-Aldrich; C33067–100 G), 0.048 g/L NaH2PO4 (Millipore-Sigma; 10,049–21–5), 2.1 g/L NaHCO3 (Millipore-Sigma; 144–55–8), 1 L diH2O adjusted for dry reagent volumes), 9.97 % RNAlater (Thermo Fisher; AM7020), and 0.03 % RNaseOUT (Thermo Fisher; 10,777,019). Brain sections (1.94–0.64 bregma; 1.5 mm thickness) containing the nucleus accumbens and medial prefrontal cortex were cut using a brain matrix (0.5 mm spaced slits) kept cold at −20 °C with ice-cold razors. Punches of brain tissue were made using a 1 mm biopsy punch for each nucleus accumbens (primarily lateral accumbens shell and lateral accumbens core) bilateral region, and a 1.5 mm-sized punch for the medial prefrontal cortex (primarily prelimbic and cingulate areas 1 and 2). Brain regions from three mice per sex were pooled together for adequate RNA collection [89]. Brain punches were immediately placed in enzymatic dissociation solution (2mg/mL papain (Worthington; LS003120) diluted in 1 mL HEBG with 0.125 % 100x Glutamax – heated in 30C water bath for 10 min before immediately placing on ice for brain punches) on ice for 20 min. Mechanical trituration while incubating in papain solution was carried out using 10x syringe fluctuations with a 23 G needle followed by a 27 G needle. Caution is taken to not introduce air bubbles during syringe fluctuations that otherwise rupture cell membranes. Tissue was centrifuged for 3 min at 1000 rcf at 4 °C, and the supernatant was carefully discarded via pipette, leaving ~20 uL medium to prevent significant cell loss. Cells were slowly resuspended via pipette with 500 uL of 4 °C HEBG medium and then filtered through a 40 um cell strainer. Semi-permeabilization was carried out by adding 500 uL of −20 °C ethyl acetate (95 % ethanol; 5 % acetate) to the 500 uL of HEBG medium with cells for a final 50 % ethyl acetate concentration. Tubes were slowly inverted by hand for 1 min briefly before centrifuging for 5 min at 1000 rcf in 4 °C. The supernatant was discarded carefully via pipette leaving ~20 uL to prevent cellular loss and cells are resuspended gently via pipette in 500 uL of 4 °C HEBG medium with neuronal (NeuN-Alexafluor-405; conc. 5:500; Novus Biologicals; NBP1–92693AF405) and cFos-labeling conjugated antibodies (cFos-Alexafluor-488; conc. 5:500; Novus Biologicals; NBP2–50037AF488). Cells were incubated at 4 °C while rotating in the dark for 45 min. Cells were centrifuged for 5 min at 1000 rcf at 4 °C, and the supernatant was carefully discarded via pipette, leaving ~20 uL medium to prevent significant cell loss. Cells were resuspended in 1 mL of 4 °C HEBG medium and filtered with a 40 um cell strainer into a sterile 5 mL FACS tube and kept at 4 °C. Cells were then sorted for neuronal and reward-specific tags (neuron – immunolabeled NeuN; cocaine – endogenous tdTomato; sucrose – immunolabeled cFos; overlap – tdTomato/cFos) using FACS (FACSMelody; FACSChorus Software 100-um nozzle; BD Biosciences). Initial gating for NeuN-405+ cells was determined in comparison to a negative control using lysate from Ai14::TRAP2 mice lacking NeuN-405 staining. Using only NeuN-405+ population, subsequent quadrant gating for cFos-488+ (bottom right quadrant), tdTomato+ (top left quadrant), cFos-488+/tdTomato+ (top right quadrant), and cFos-488-/tdTomato-(bottom left quadrant), was determined using lysate from Ai14:: TRAP2 mice lacking 4-OHT and cFos-488 staining. Cocaine-seeking ensembles were determined with events featuring tdTomato+, sucrose-seeking ensembles were determined with events featuring cFos-488+, overlapping ensemble was determined with events featuring cFos-488+/tdTomato+, and non-ensemble population was determined with cells lacking cFos-488 or tdTomato signal. Only the first 1 million events were recorded to create the flow cytometric quadrant plots. 100k events (including cells and possible debris) per reward-specific population were sorted directly into the RLT buffer (RNeasy Mini Kit; Qiagen; 74,104) for downstream RNA extraction using RNeasy Mini Kit. RNA samples were kept at −80 °C until downstream RNA sequencing.

### RNA sequencing of reward-specific neurons

RNA samples underwent library preparation and next-generation RNA sequencing at the University of Colorado Anschutz Medical Campus Genomics and Microarray Core. Low-input ribosome depleted (SMART-seq; Takara Bio; library size: 200–500 bp) library prep was used for downstream paired-end 2 × 150 bp RNA sequencing at a 50 million read depth using NovaSEQ 6000 (Illumina). Raw fastq output files were used for downstream bioinformatic analyses. Raw fastq and transcript count files are available on gene expression omnibus (GEO) under accession number GSE247029.

### Bioinformatic analysis of reward-specific transcriptomes

Raw RNA-seq reads were adapter-trimmed using the Linux-based program CutAdapt [90] and quantified against the GRCm39 mouse transcriptome using Salmon [91]. Transcript-level estimates were summarized to gene-level counts with the “tximport” R package [92]. Gene-level counts were filtered for low expression, normalized, and fit to linear models using the “edgeR” (Robinson, McCarthy, and Smyth 2010) and “limma” [93] R packages. Reactome and Gene Ontology (GO) enrichment analyses were performed using the “clusterProfiler” [94] and “ReactomePA” [95] R packages. Cell-type deconvolution of bulk RNA-seq data was conducted using “MuSiC” [96], using an average of replicates per each sample type to compare with neuronal types and subtypes from striatal [97] or cortical [80] single-cell RNA-seq data sets. Differential expression of key neuronal subclusters was further assessed using “scran” [98]. Co-expression modules were identified using Weighted Gene Co-expression Network Analysis (WGCNA) [45]. Module-trait correlations were visualized and ranked using eigengene-trait association testing in “limma”, and GO enrichment for modules was visualized “ggplot” dotplots. Network plots were generated using “igraph” [99], “ggraph” [100], and “circlize” [101]. Expression of human substance use disorder GWAS (EBI MONDO_0002494) genes were matched to mouse gene homologs and were assessed across WGCNA modules by computing z-scored logCPM values within region, sex, and reward group.

### Statistical analysis

Behavioral data was analyzed using generalized linear mixed models (GLMMs) with a negative binomial distribution due to count overdispersion and lower AIC measure than other linear models. Models included fixed effects of reward, sex, session, and nose poke identity, with subject-level random effects to account for repeated measures. Separate models were fit for the self-administration, extinction, and reinstatement phases with post hoc estimated marginal mean pairwise comparisons with a false discovery rate (FDR) correction. For cell sorting data, the percentage of events within each FACS quadrant was analyzed using a linear model with fixed effects of condition, brain region, and sex, including all interactions. Significant main effects and interactions were followed by post hoc estimated marginal mean pairwise comparisons with FDR correction. Full behavior analysis is located in Supplemental Table 1. Differential gene expression analysis was performed using edgeR with TMM normalization and generalized linear modeling. Principal component analysis (PCA) was performed on normalized counts, and group differences were assessed using PERMANOVA and are reported in Supplemental Figure 4A. False discovery rate (FDR) correction was applied using the Benjamini–Hochberg method, and genes with FDR < 0.01 were considered significant. Full DEG analysis is located in Supplemental Table 2.

## Supplementary Material

1

2

3

Supplementary material associated with this article can be found, in the online version, at doi:10.1016/j.addicn.2025.100242.

## Figures and Tables

**Fig. 1.**
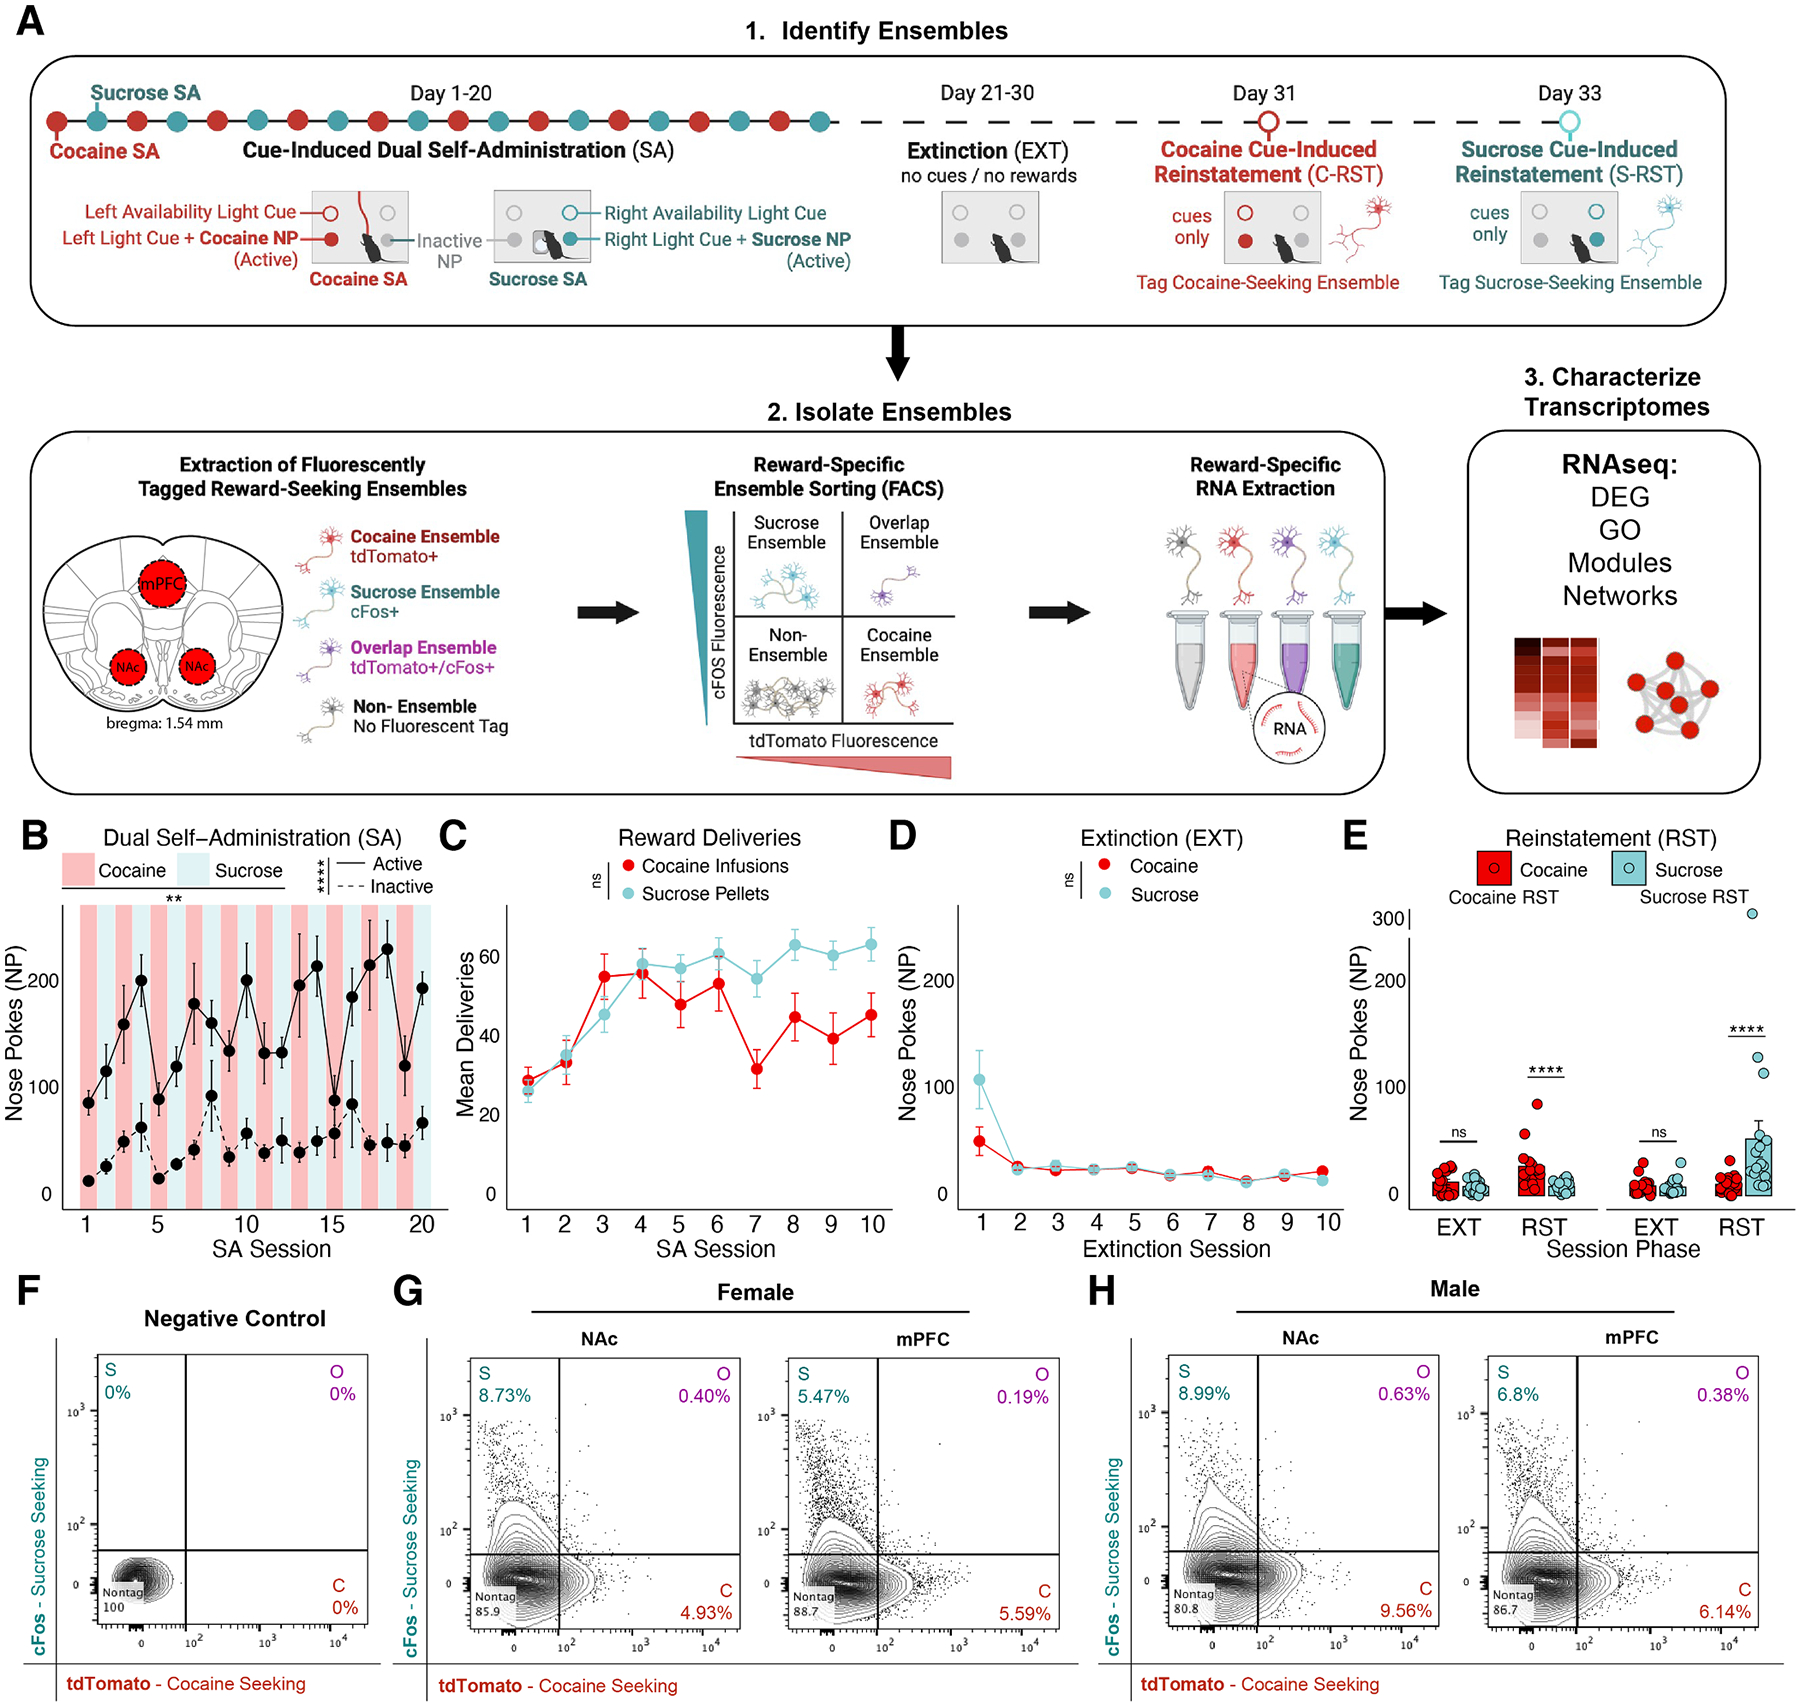
Behavioral paradigm, cell sorting, and ensemble tagging strategy for transcriptomic profiling of reward-seeking neurons. **A** Schematic of the experimental workflow. Mice underwent dual self-administration (SA) of cue-paired cocaine and sucrose across alternating days (Day 1–20), followed by extinction sessions without rewards or cues (Day 21–30, 32), and cue-induced reinstatement (RST) sessions (Day 31 and 33) for cocaine (C-RST) or sucrose (S-RST) seeking. Cocaine-seeking ensembles were tagged via TRAP2-tdTomato labeling during C-RST while sucrose-seeking ensembles were identified by Fos expression during S-RST. Fluorescently labeled neurons from NAc and mPFC were isolated via fluorescence activated cell sorting (FACS) and processed for RNA sequencing. **B** Active and inactive nose poke (NP) responses across 20 dual SA sessions. Red and blue background bars indicate cocaine and sucrose SA days, respectively. GLMM: **p 〈 0.01, ****p < 0.0001. **C** Cocaine infusions and sucrose pellet deliveries during their respective SA sessions. **D** Cocaine- or sucrose-trained active NP behavior during extinction sessions. GLMM: ns p 〉 0.05. **E** Cue-induced reinstatement of cocaine (red) or sucrose (blue) seeking behavior, compared to the first 30 min of the previous extinction day (EXT). GLMM: ns *p* > 0.05, ****p < 0.0001. **F** Negative control FACS plot from a non-induced control animal, showing minimal fluorescence in all quadrants. **G,H** Representative FACS quadrant plots from female (**G**) and male (**H**) NAc and mPFC. Neuronal populations were gated as: cocaine-seeking (C; bottom-right, tdTomato^+^/cFos^−^), sucrose-seeking (S; top-left, cFos^+^/tdTomato^−^), overlapping ensemble (O; top-right, tdTomato^+^/cFos^+^), and non-ensemble (Nontag; bottom-left, tdTomato^−^/cFos^−^). Percentages indicate the proportion of total NeuN^+^ events from 1000,000 recorded. See Supplementary Figure 3 for full replicate gating strategy.

**Fig. 2.**
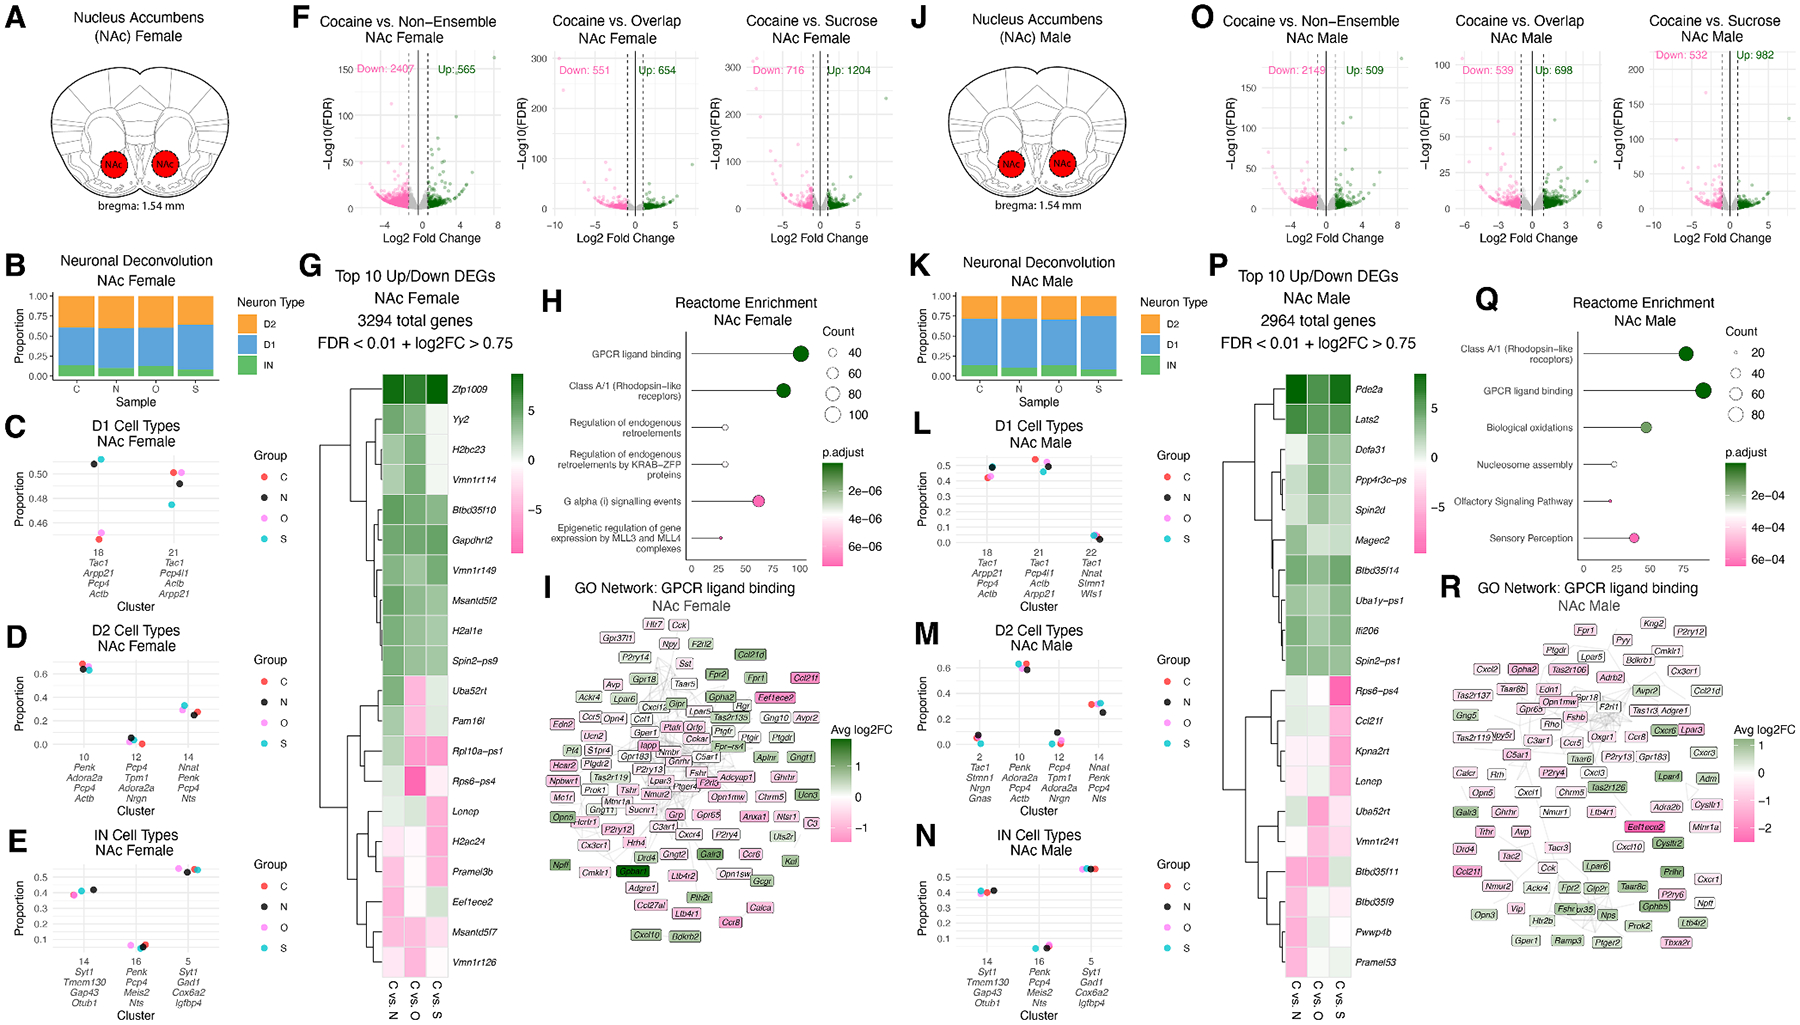
Transcriptomic of cocaine-seeking ensembles in the nucleus accumbens (NAc). **A,J** Atlas schematic showing the NAc dissection site used for bulk RNA-seq in female (**A**) and male mice (**J**; mice per sex: *n* = 9 mice grouped into 3 replicates of 3-pooled mice; see Supplemental Figure 1 for full experimental workflow). **B, K** MuSiC-based deconvolution of bulk RNA-seq showing estimated proportions of D1- (D1) or D2-like medium spiny neurons (D2), and interneurons (IN) across ensemble-defined groups: cocaine-seeking ensemble (C), non-ensemble (N), overlapping ensemble (O), and sucrose-seeking ensemble (S) - in female (**B**) and male (**K**) NAc. **C,E,L,N** Refined deconvolution results for D1 (**C, L**), D2 (**D, M**), and IN (**E, N**) neuronal subclusters in female (**C–E**) and male (**L–N**) NAc. Each point reflects estimated proportions per cluster across groups; cluster labels include top four marker genes by log_2_ fold change. **F,O** Volcano plots showing differentially expressed genes (DEGs) after comparing the cocaine-seeking ensemble with the non-ensemble, sucrose-seeking, or overlapping ensemble as the reference in female (**F**) and male (**O**) NAc. Genes meeting FDR < 0.01 and the absolute value (abs) of log_2_FC > 0.75 criteria are colored (pink: downregulated, green: upregulated) while the genes that did not meet the criteria are grey. **G,P** Heatmaps showing the top 10 upregulated and downregulated DEGs per contrast in female (**G**) and male (**P**) NAc, based on log_2_ fold change. **H,Q** Dot plots showing Reactome pathway enrichment of DEGs combined from all of the criteria-met DEG from each comparison in female (**H**) and male (**Q**) NAc. Dot size reflects the number of DEGs per pathway; color indicates adjusted p-value. **I,R** GO network diagrams highlighting the top enriched Reactome pathway in female (**I**) and male (**R**) NAc. Genes are colored by average log_2_ fold change (dark green = upregulated; hot pink = downregulated).

**Fig. 3.**
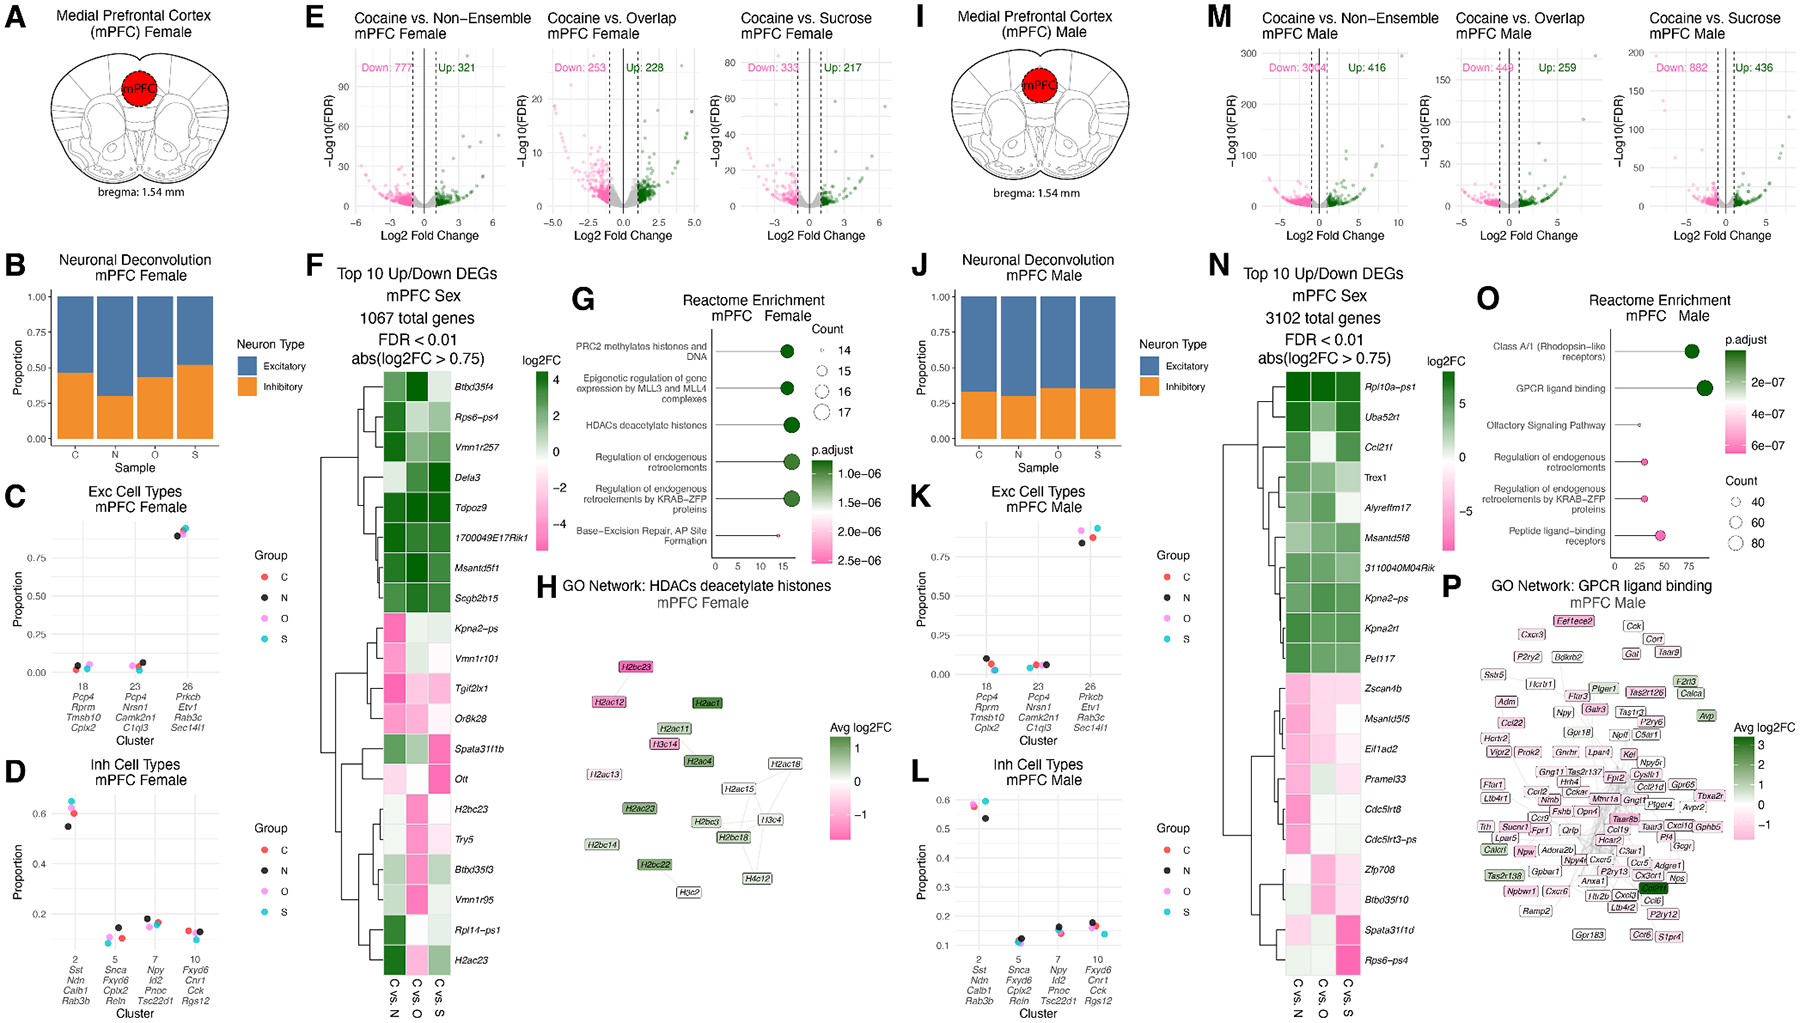
Molecular and cellular landscapes of cocaine-seeking ensembles in the medial prefrontal cortex (mPFC). **A,I** Atlas schematic showing the mPFC dissection site used for bulk RNA-seq in female (**A**) and male mice (**I**; mice per sex: *n* = 9 mice grouped into 3 replicates of 3-pooled mice; see Supplemental Figure 1 for full experimental workflow). **B,J** MuSiC-based deconvolution of bulk RNA-seq showing estimated proportions of excitatory and inhibitory neurons across ensemble-defined groups: cocaine-seeking ensemble (C), non-ensemble (N), overlapping ensemble (O), and sucrose-seeking ensemble (S) - in female (**B**) and male (**J**) mPFC. **C,D,K,L** Refined deconvolution results for excitatory (**C, K**) and inhibitory (**D, L**) neuronal subclusters in female (**C,D**) and male (**K,L**) mPFC. Each point reflects estimated proportions per cluster across groups; cluster labels include top four marker genes by log_2_ fold change. **E,M** Volcano plots showing differentially expressed genes (DEGs) after comparing the cocaine-seeking ensemble with the non-ensemble, sucrose-seeking, or overlapping ensemble as the reference in female (**E**) and male (**M**) mPFC. Genes meeting FDR < 0.01 and the absolute value (abs) of log_2_FC > 0.75 are colored (hot pink: downregulated, dark green: upregulated) while the genes that did not meet the criteria are grey. **F,N** Heatmaps showing the top 10 upregulated and downregulated DEGs per contrast in female (**F**) and male (**N**) mPFC, based on log_2_ fold change. **G,O** Dot plots showing Reactome pathway enrichment of DEGs combined from all of the criteria-met DEG from each comparison in female (**G**) and male (**O**) mPFC. Dot size reflects the number of DEGs per pathway; color indicates adjusted p-value. **H,P** GO network diagrams highlighting the top enriched Reactome pathway in female (**H**) and male (**P**) mPFC. Genes are colored by average log_2_ fold change (dark green = upregulated; hot pink = downregulated).

**Fig. 4.**
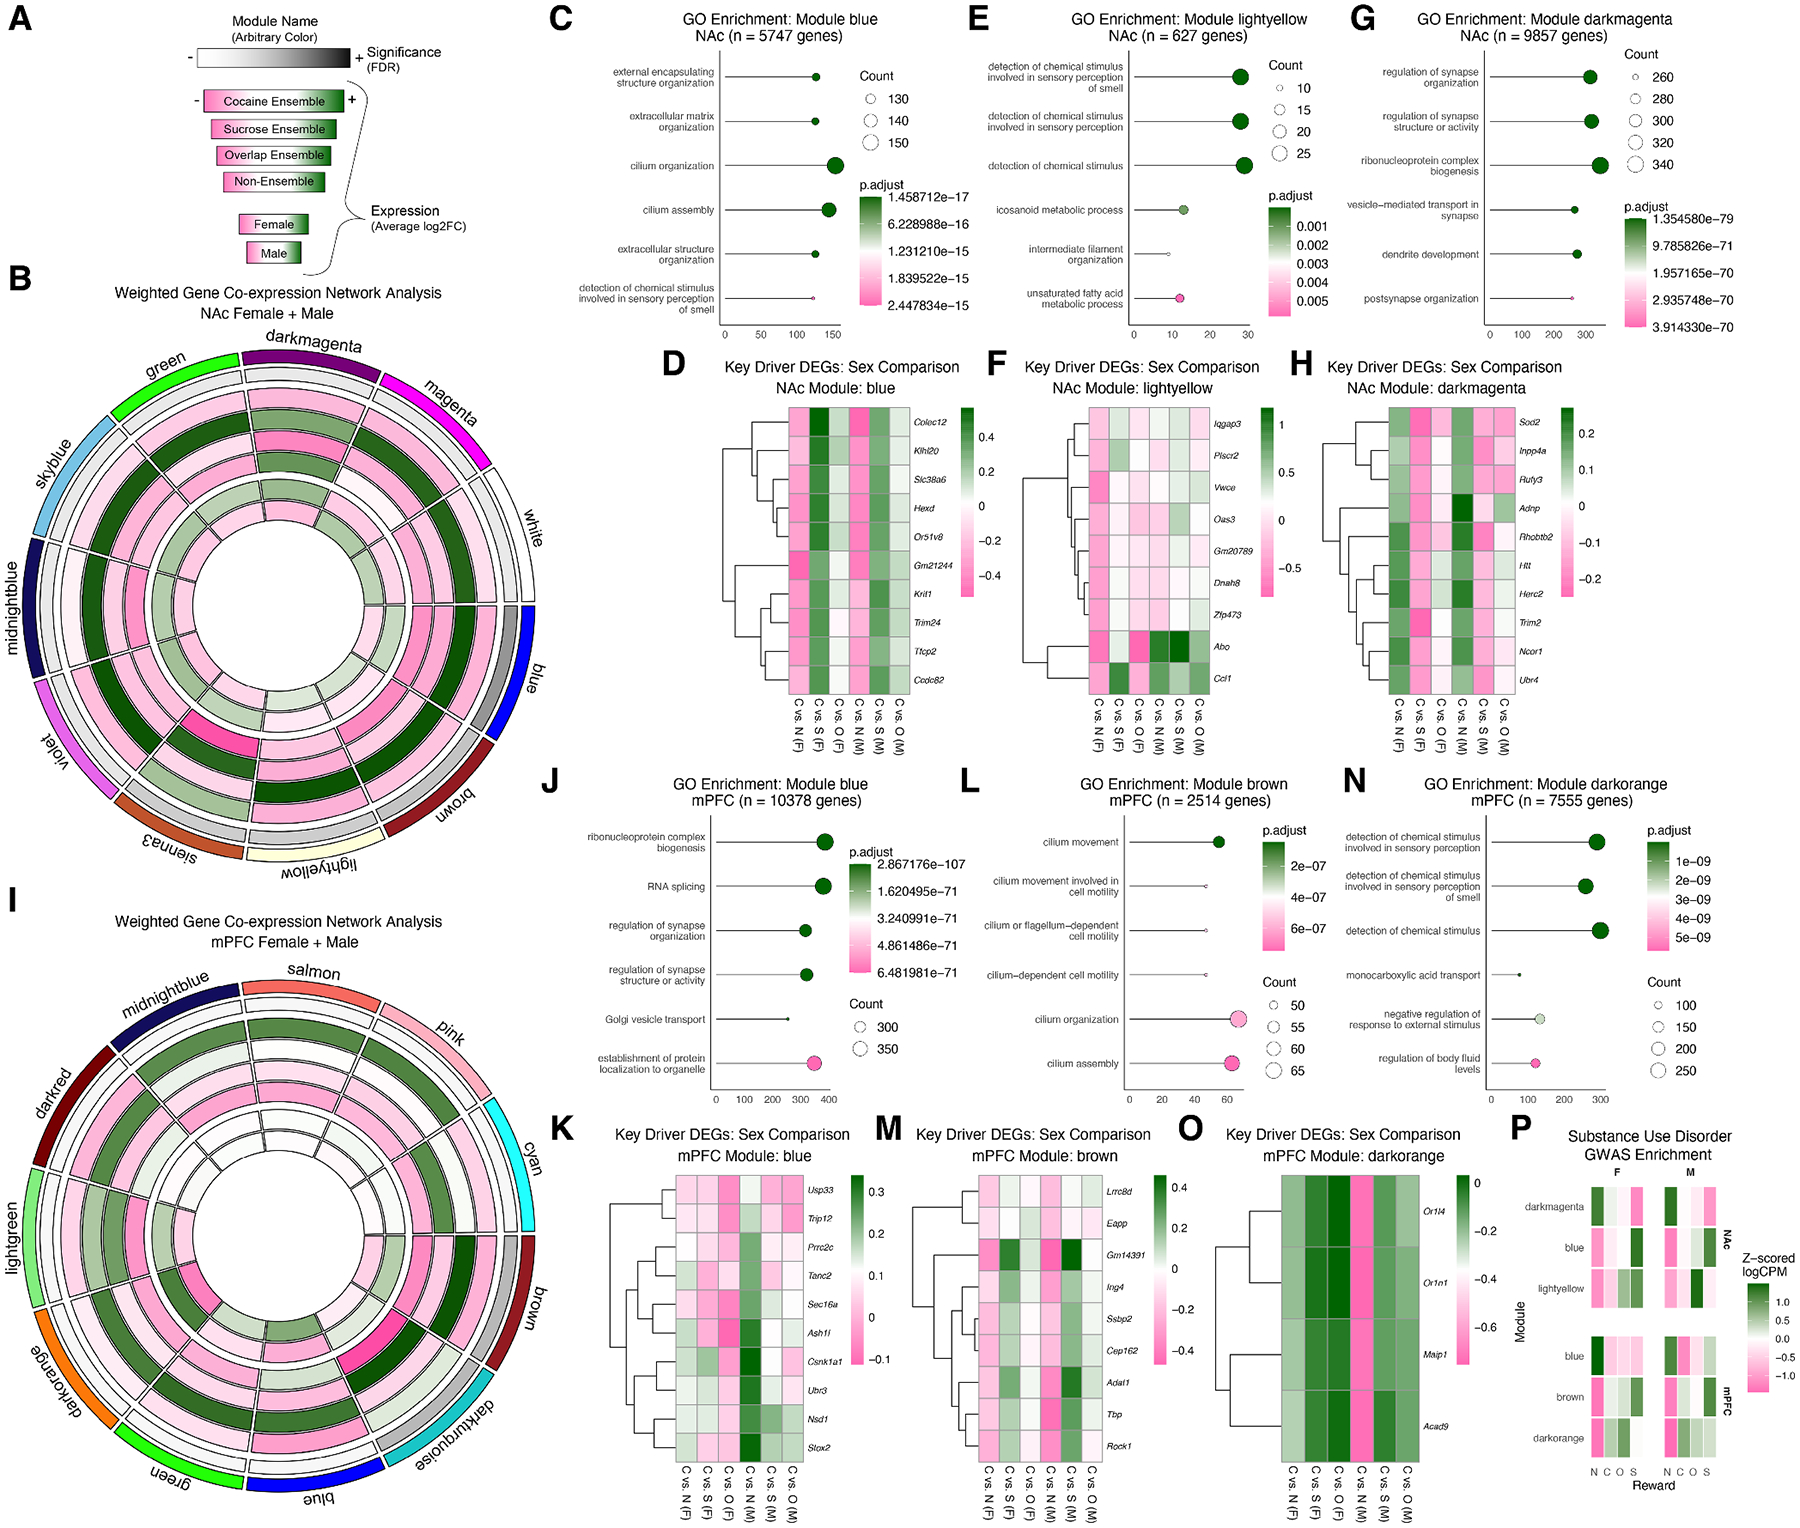
Identifying transcriptional programs within cocaine-seeking ensembles. **A** Key for weighted gene co-expression network analysis (WGCNA) showing the relationship between module eigengenes and experimental conditions (ensemble, region, and sex) in NAc (**B**) and mPFC (**I**). **B,I** Circular barplots summarizing all modules identified by WGCNA across female and male samples in NAc (**B**) and mPFC (**I**). Ring order follows the key in **A. C,D,G** Reactome gene ontology (GO) enrichment analysis for selected modules in NAc: blue (**C**), lightyellow (**E**), and darkmagenta (**G**). Dot size reflects the number of genes per pathway; color indicates adjusted p-value. **D,F,H.** Heatmaps of key driver genes from NAc modules blue (**D**), lightyellow (**F**), and darkmagenta (**H**), comparing average expression (log_2_FC) across reward groups and sex. **J,L,N.** GO enrichment for selected mPFC modules: blue (**J**), brown (**L**), and darkorange (**N**), shown with dot size (gene count) and color (adjusted p-value). **K,M,O** Heatmaps of key driver genes from mPFC modules blue (**K**), brown (**M**), and darkorange (**O**), visualizing average expression (log_2_FC) across reward groups and sexes. **P** Enrichment of human substance use disorder GWAS-mapped genes within key WGCNA modules, stratified by ensemble (N, C, O, S) and brain region (NAc, mPFC). Each tile represents the relative expression (z-score) of substance use disorder GWAS genes in a given module and condition. Green color indicates higher enrichment while pink color indicates lower enrichment relative to the mean of that module across groups.

## Data Availability

Data will be made available on request.

# Supplementary material for: Corticostriatal cocaine-seeking ensembles are defined by differing gene expression from sucrose-seeking ensembles using a within-subject dual self-administration and seeking mouse model
**Source:** Addict Neurosci. Author manuscript; Available in PMC 2026 Jun 26.
**Supplement:** 2

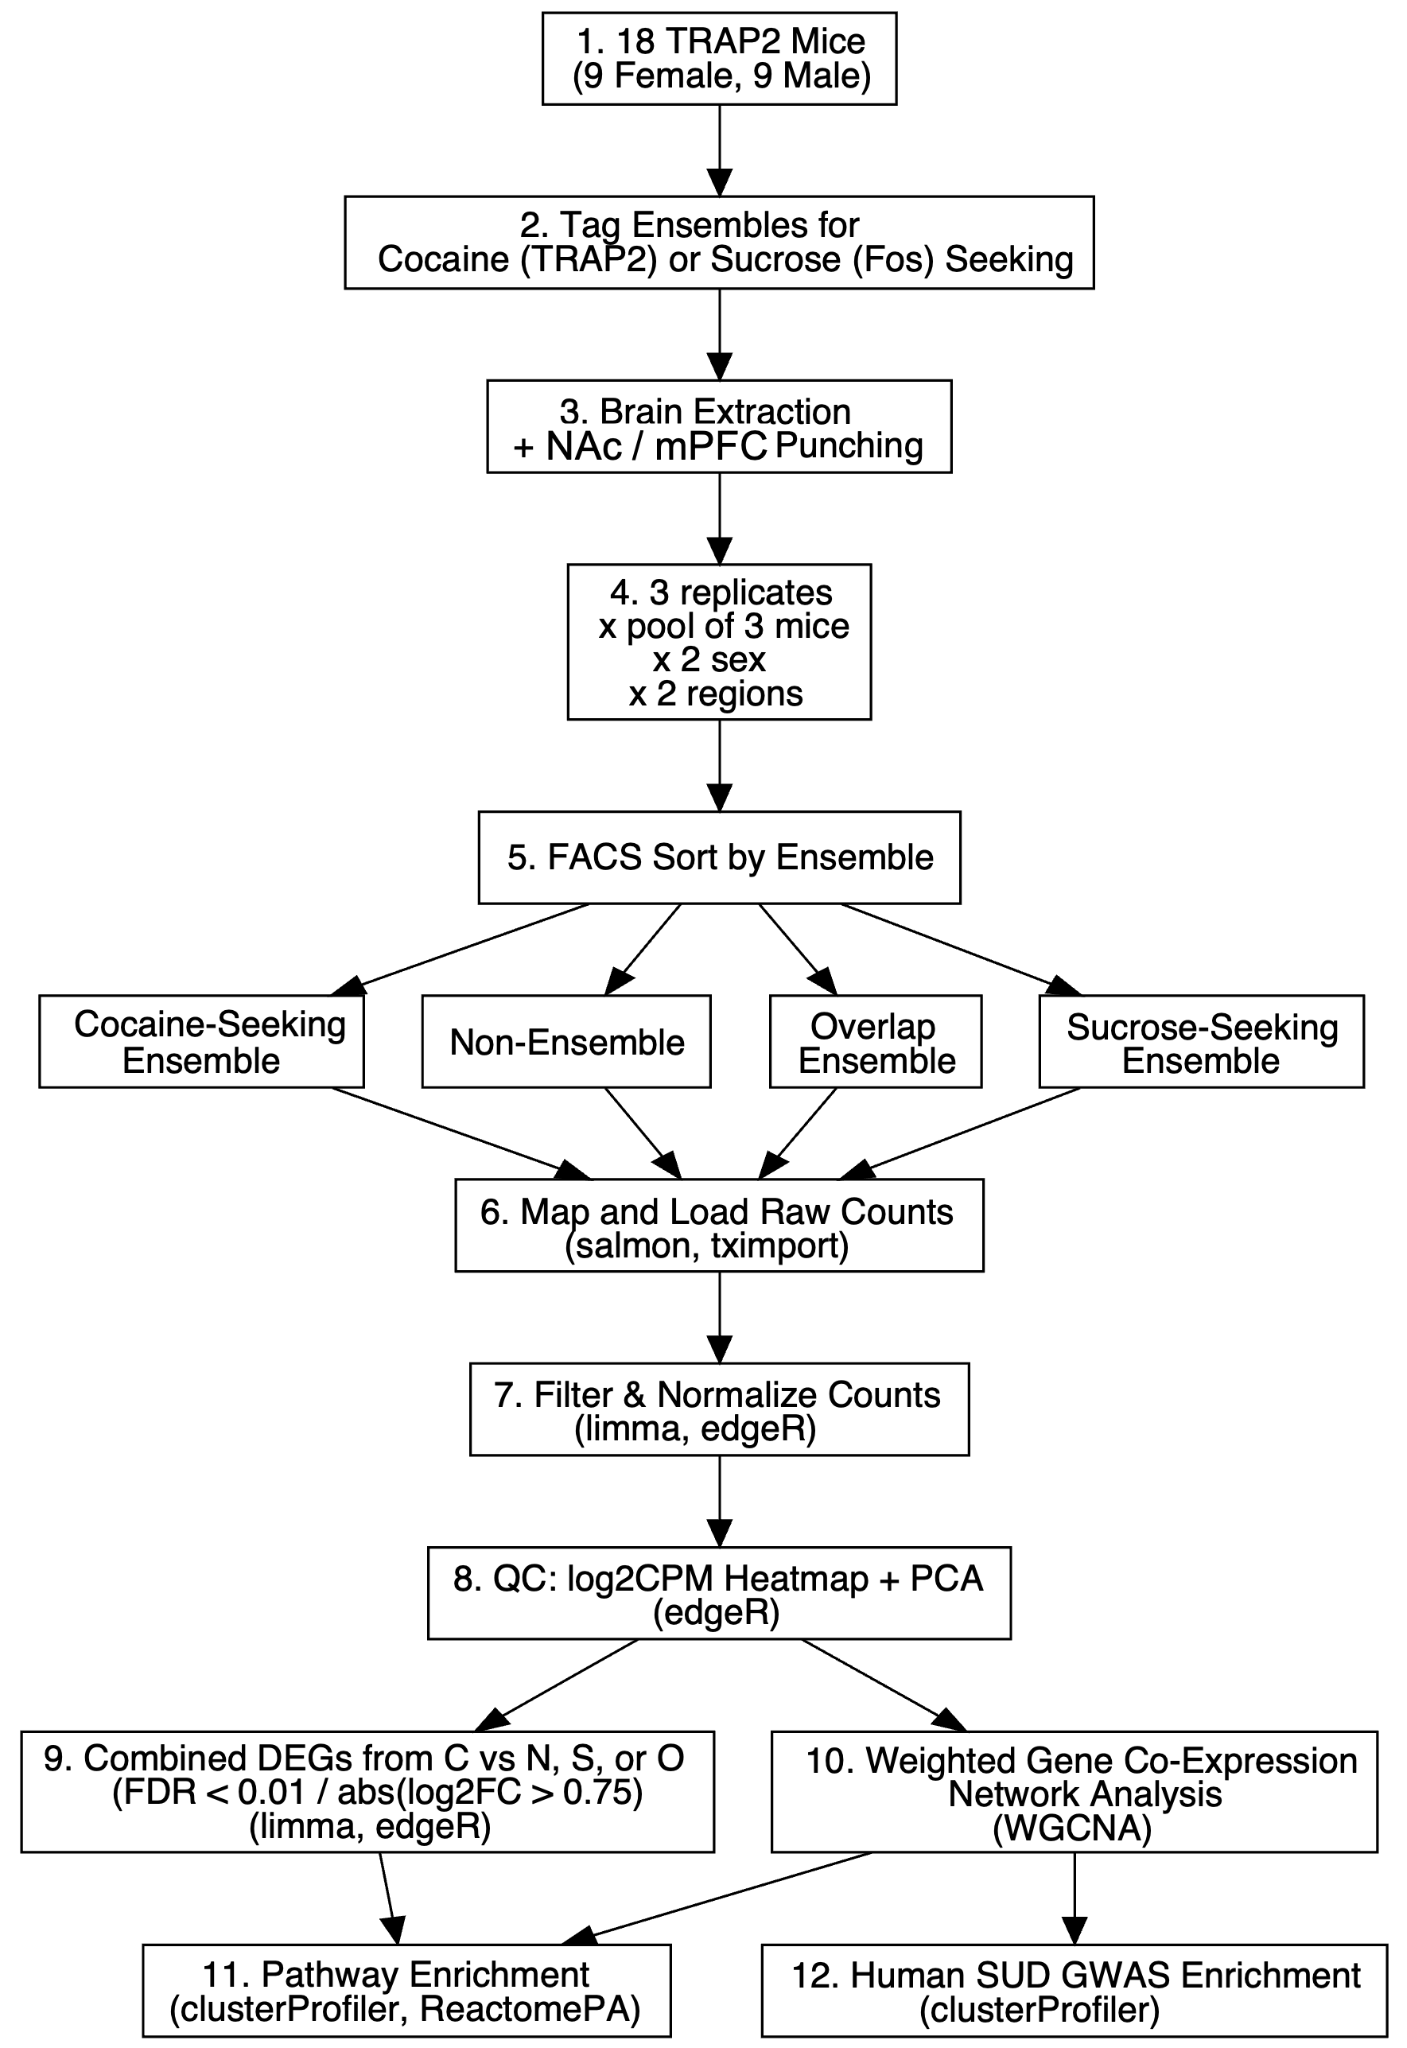

**Supplemental Figure 1. Experimental Approach.** **A** Schematic of experimental approach to capture cocaine and sucrose seeking ensembles and characterize the underlying transcriptomes.

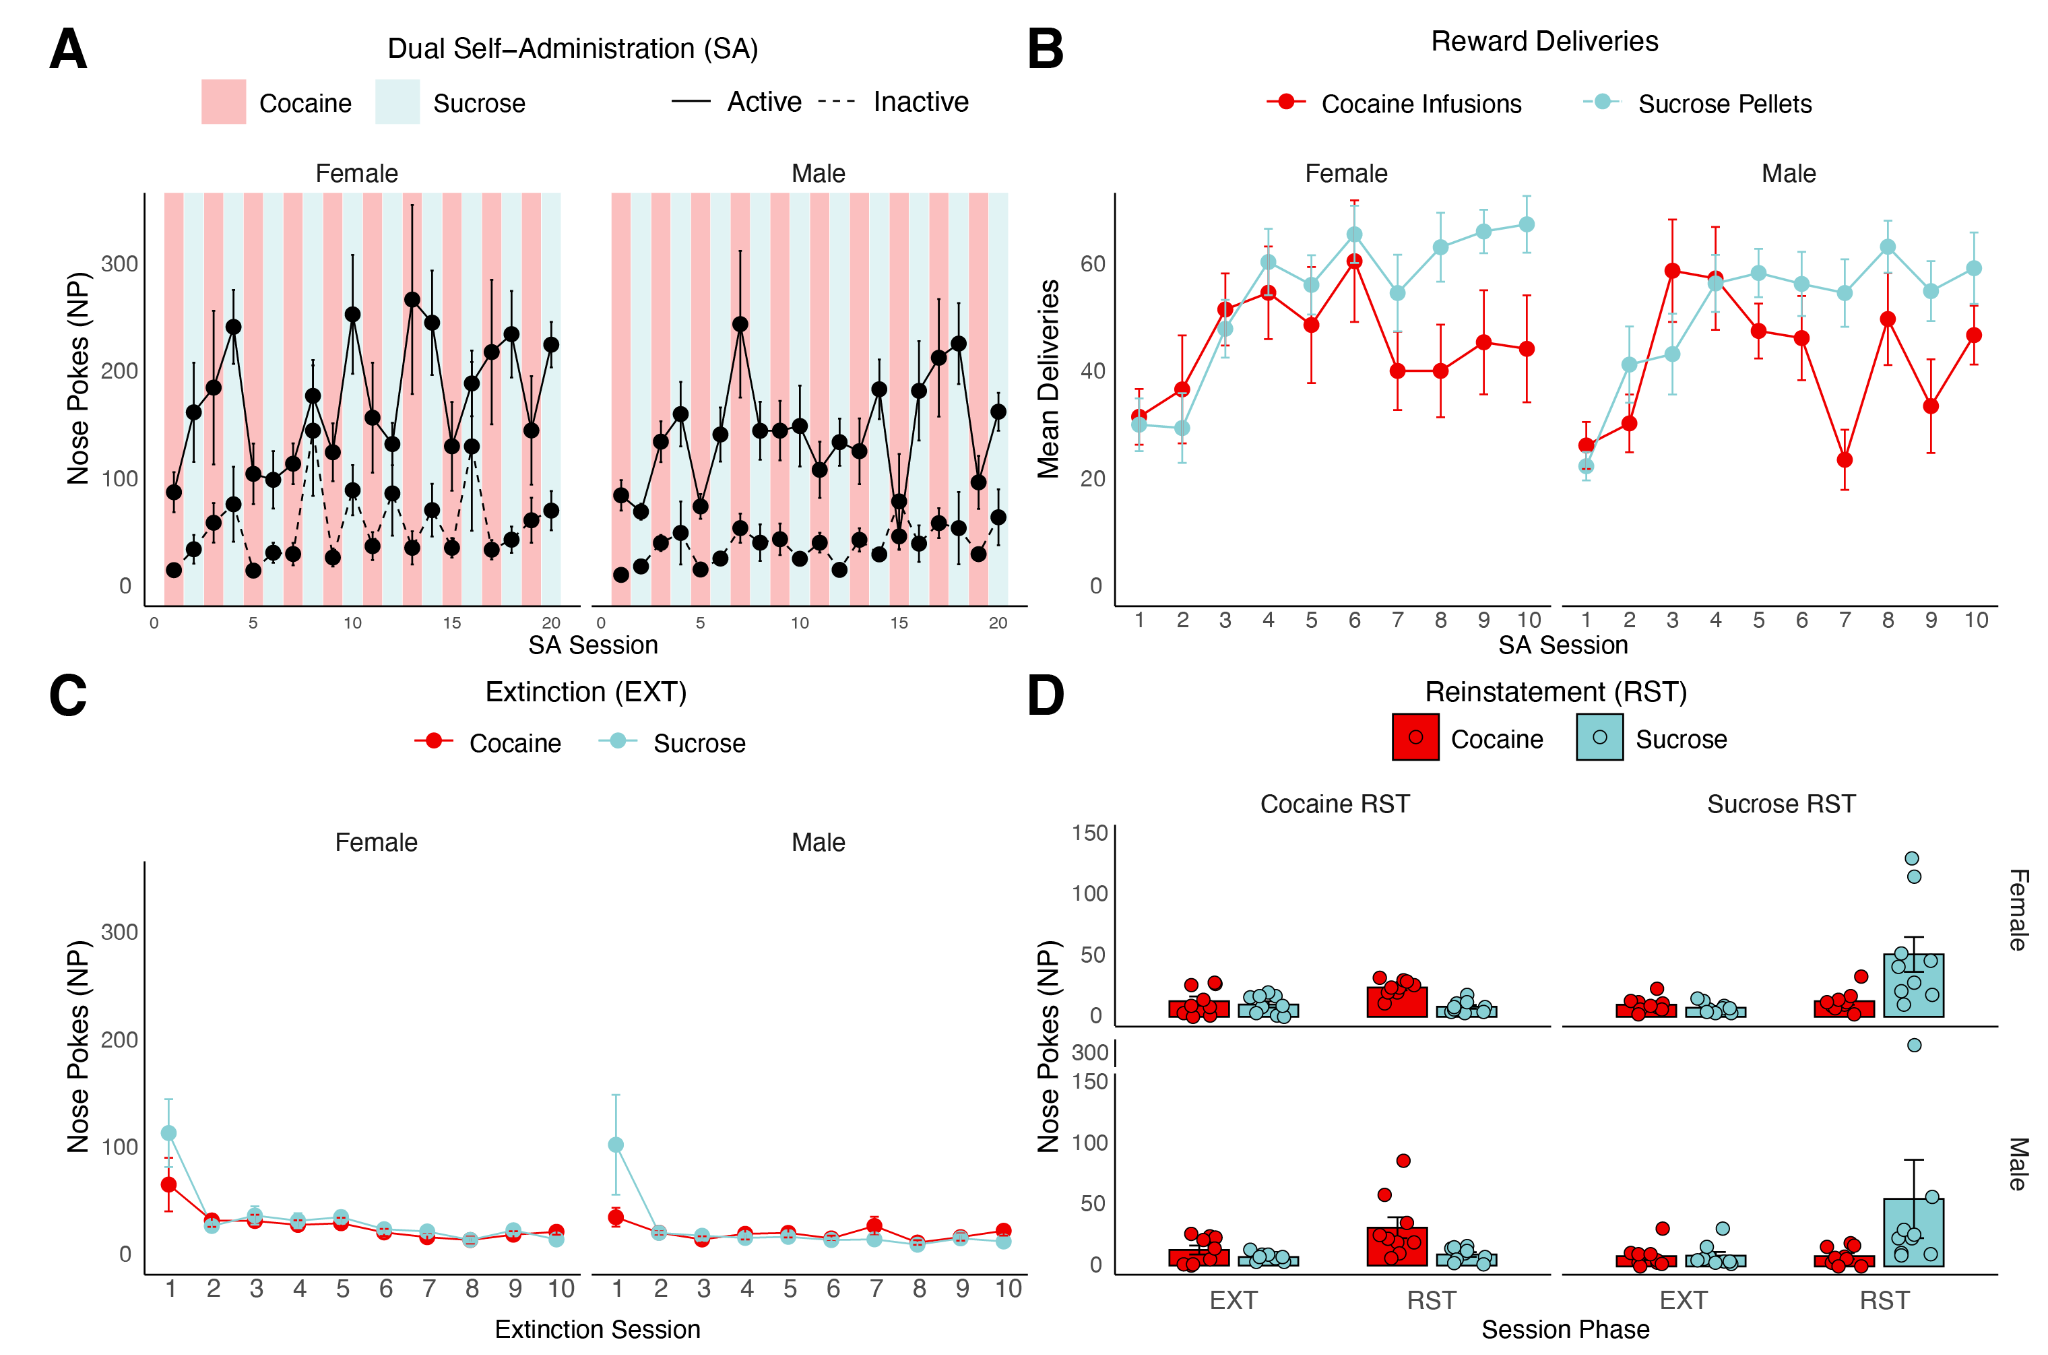

**Supplementary Figure 2. Sex-separated cocaine and sucrose self-administration, extinction, and cue-induced reinstatement behavior. A** Active and inactive nose pokes (NP) across 20 sessions of self-administration (SA), shown separately for females and males. Red and blue shaded bars indicate alternating days of cocaine or sucrose access. **B** Rewards delivered per session for cocaine (infusions) and sucrose (pellets) across the first 10 SA sessions, stratified by sex. **C** Cocaine- or sucrose-trained NP during extinction (EXT) sessions over 10 days, shown for each sex. **D** Cue-induced reinstatement (RST): active nose pokes during the first 30 minutes of the previous extinction session (EXT) versus cocaine- (C-RST) or sucrose-reinstatement (S-RST) session, separated by sex. Data shown as individual points with group means ± SEM.

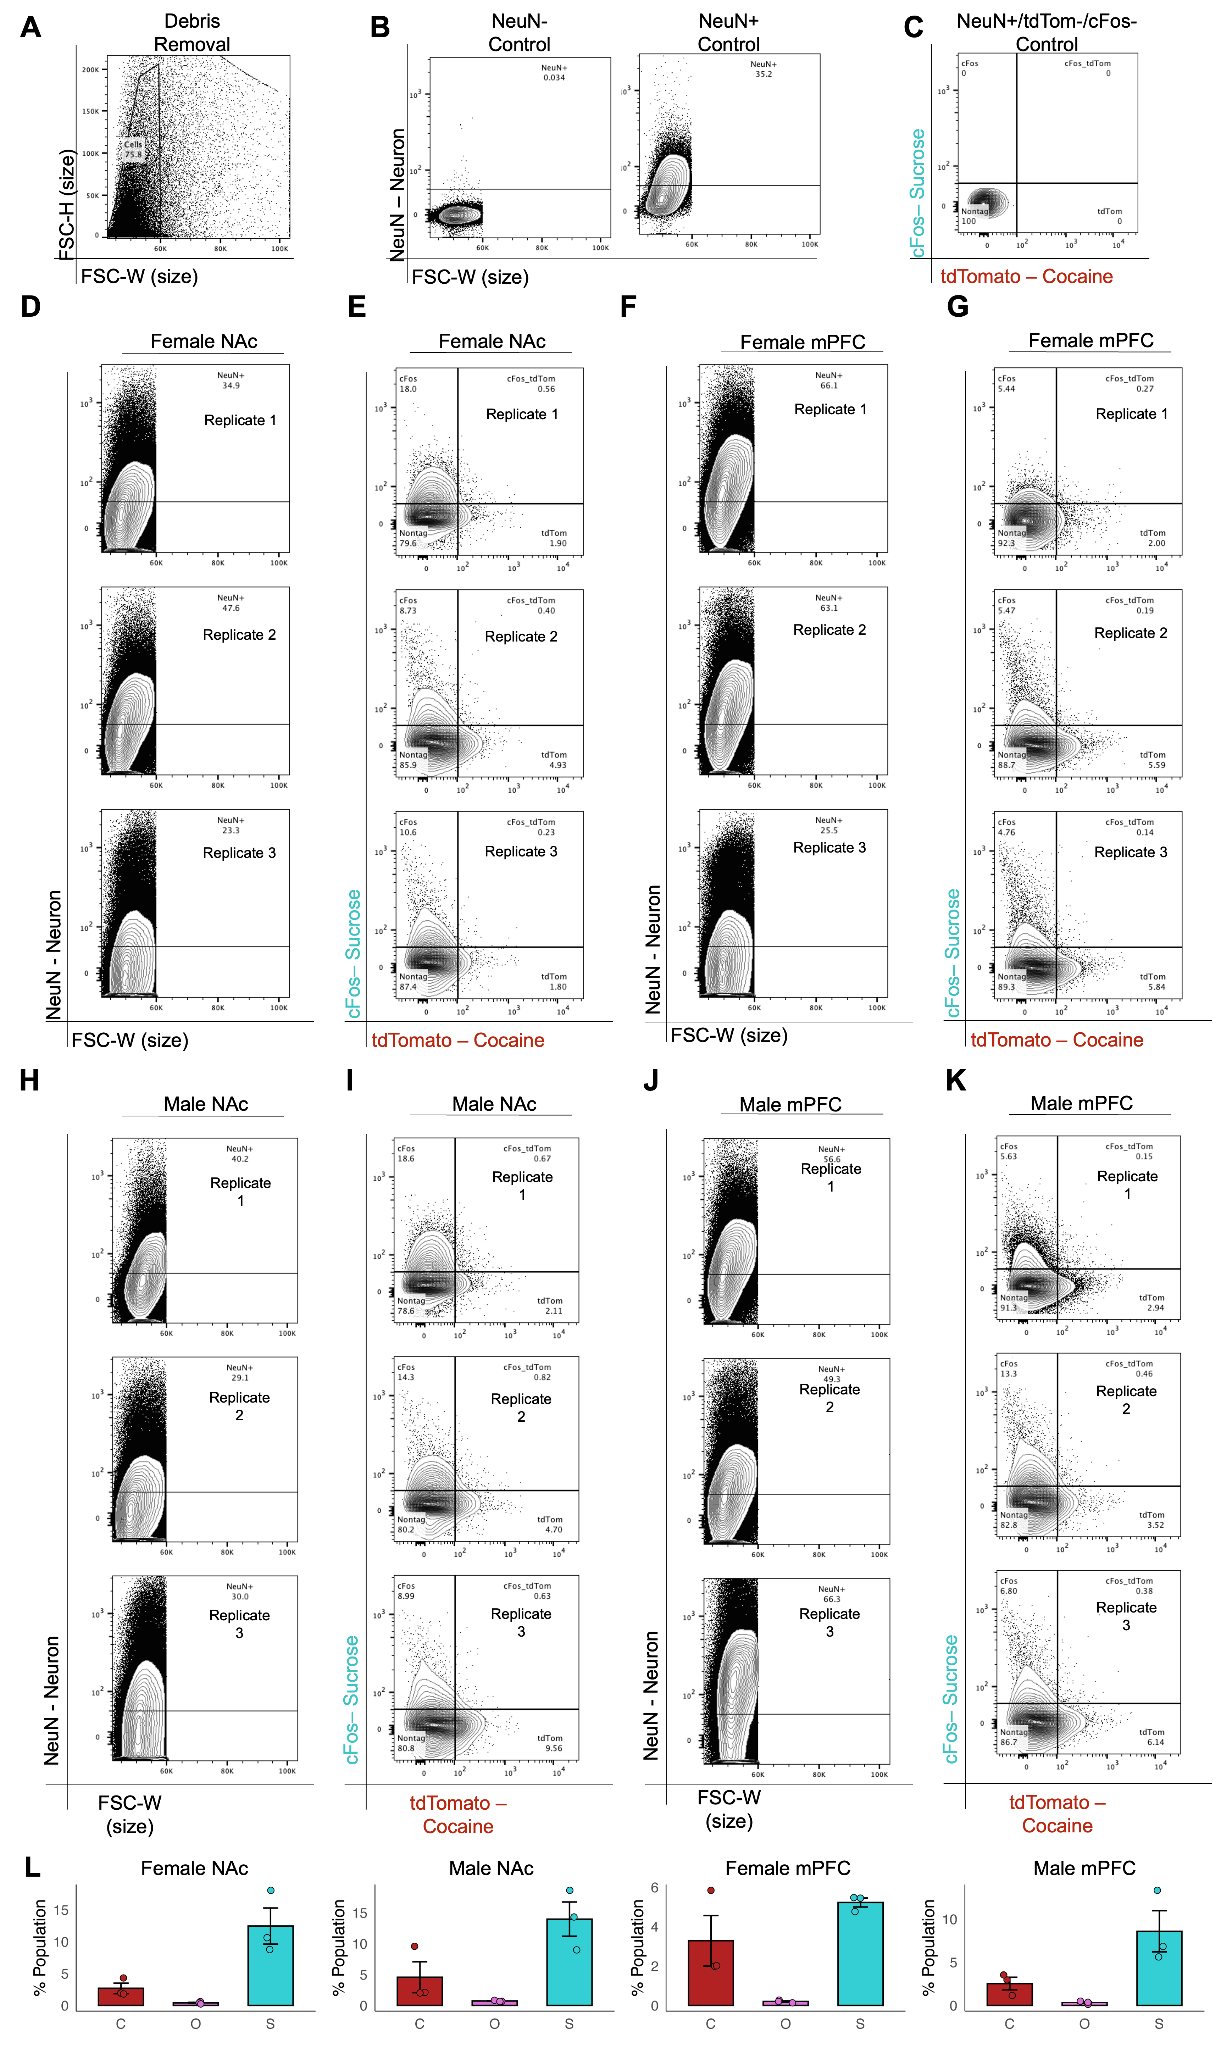

**Supplementary Figure 3. Fluorescence-activated cell sorting (FACS) strategy and ensemble gating for RNA-seq sample isolation. A** Size-based gating to remove debris using forward scatter height (FSC-H) and width (FSC-W). **B** Neuronal gating strategy using NeuN immunoreactivity, with NeuN⁺ (neuronal) and NeuN⁻ (non-neuronal) gates defined from control samples. **C** Control gating for ensemble-specific markers using NeuN⁺ cells from non-induced mice, establishing quadrant gates for tdTomato (cocaine-tagged; x-axis) and cFos (sucrose-tagged; y-axis) expression. **D–G** Female replicates: NeuN⁺ gating (**D,F**) and ensemble-specific quadrant separation in NAc (**E**) and mPFC (**G**). **H–K** Male replicates: NeuN⁺ gating (**H,J**) and ensemble-specific quadrant separation in NAc (**I**) and mPFC (**K**). Quadrants correspond to: non-ensemble (bottom left), cocaine-seeking ensemble (bottom right), sucrose-seeking ensemble (top left), and overlap ensemble (top right). **L** Quantification of FACS-identified populations across regions and sex. Bars represent mean ± SEM of percent total NeuN⁺ events per ensemble group.

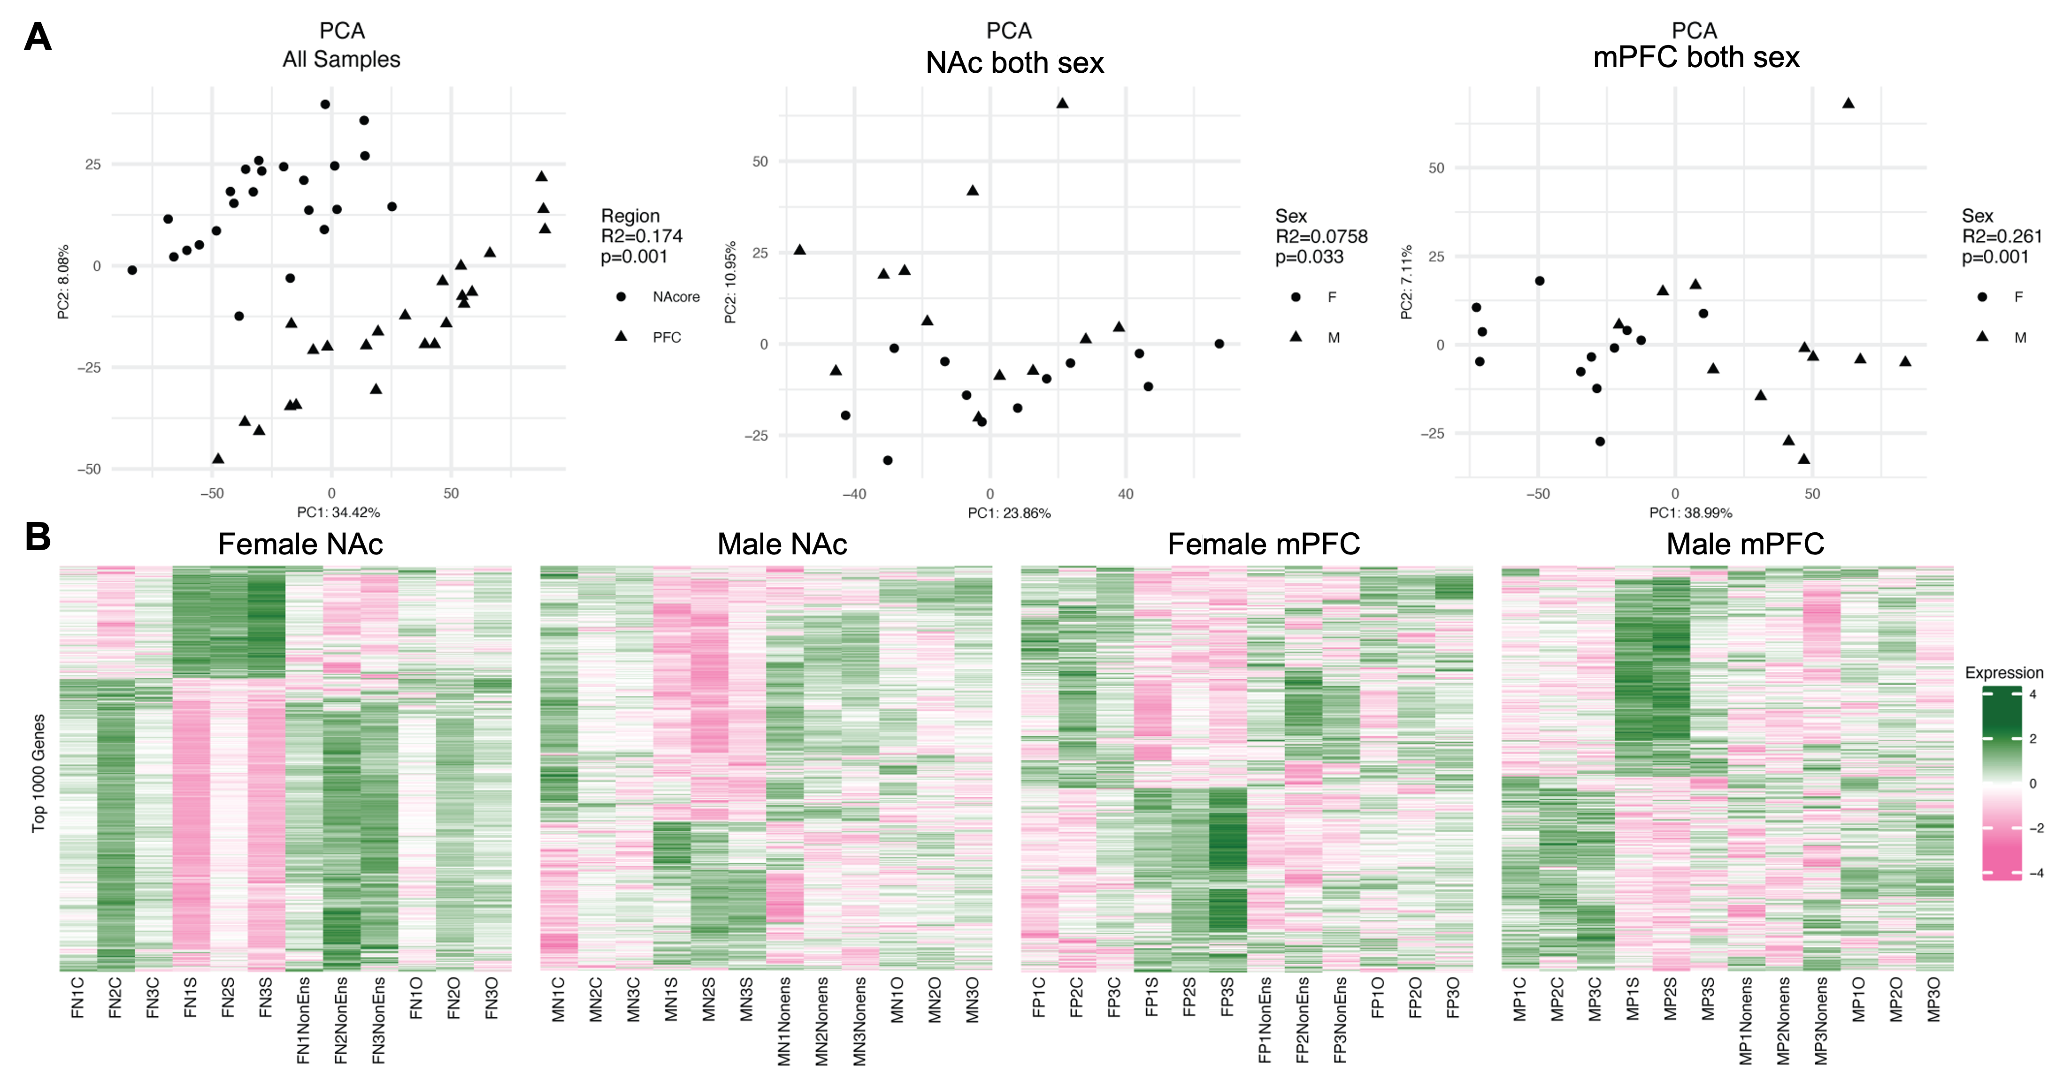

**Supplementary Figure 4. Transcriptomic dataset overview across brain region, sex, and reward condition.** **A** Principal component analysis (PCA) plots of log2-transformed CPM values grouped by region and sex. Statistical comparisons were performed using a permutative ANOVA to assess group-level separation. **B** Heatmaps showing z-scored (by row) expression of the top 1000 most variable genes across all samples. Columns represent pooled RNA-seq samples from three mice each, stratified by brain region (NAc or mPFC), sex (female or male), and reward condition (C = Cocaine, N = Non-Ensemble, O = Overlap, S = Sucrose).

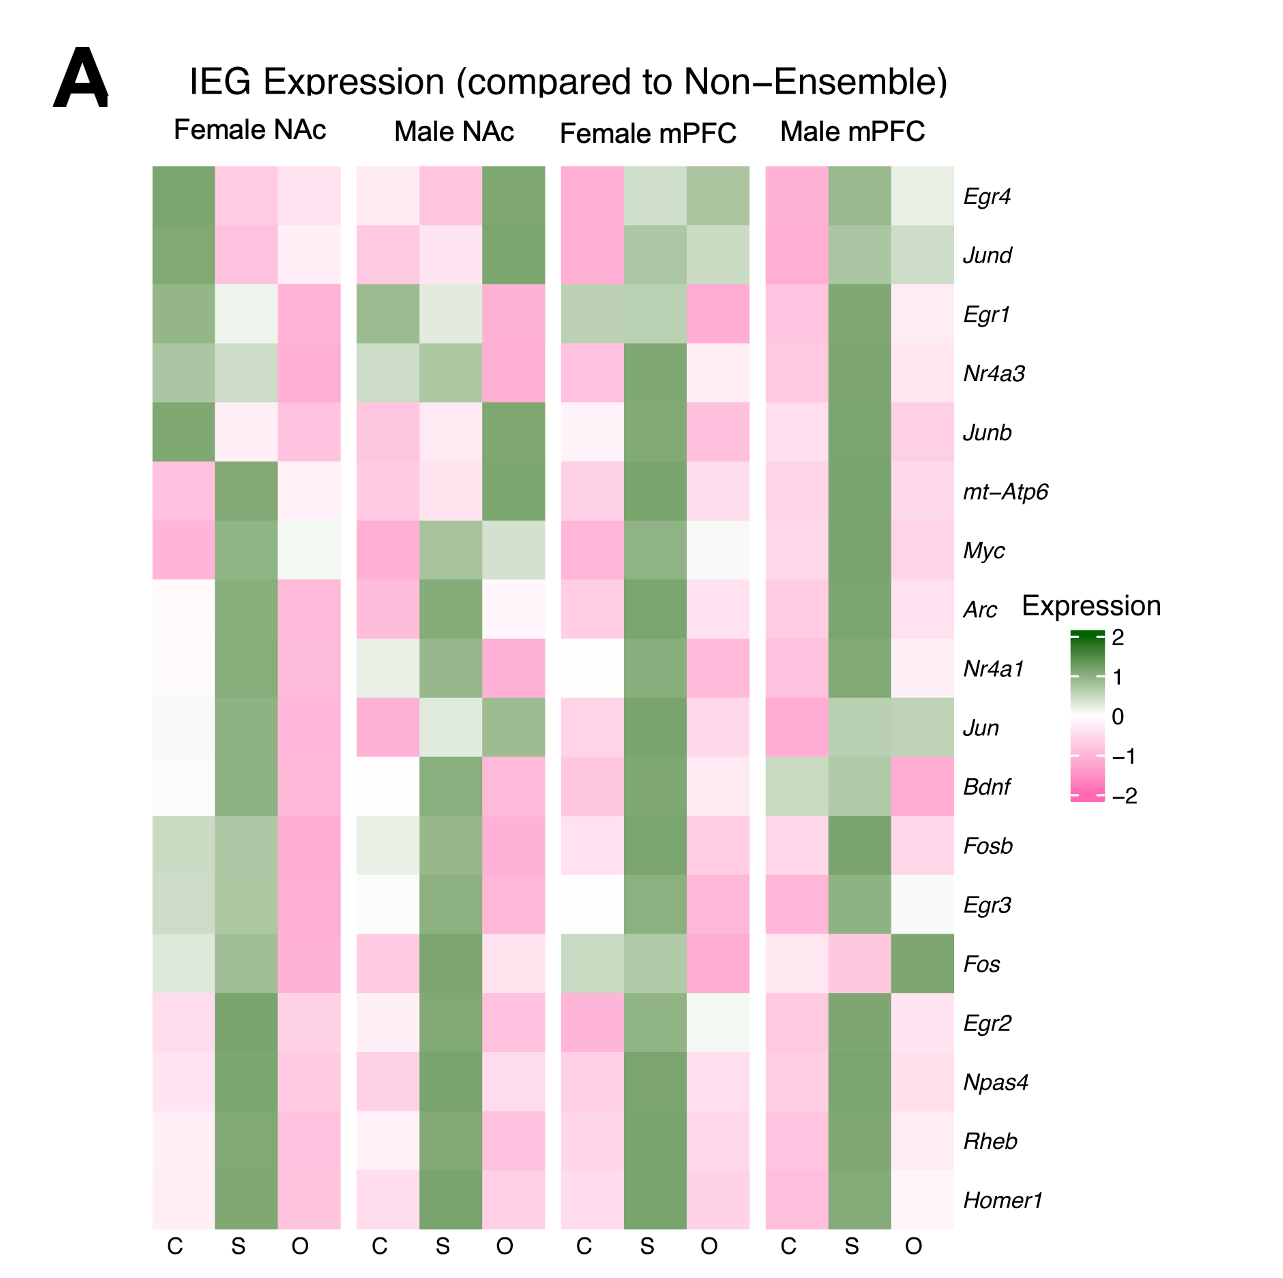

**Supplementary Figure 5. Differential expression of immediate early genes (IEGs) across reward ensembles and brain regions. A** Heatmap shows z-scored expression of IEGs relative to the non-ensemble group (baseline) for each reward condition: Cocaine (C), Sucrose (S), and Overlap (O). Expression values are stratified by brain region (NAc, mPFC) and sex (F, M). Rows represent selected genes involved in activity-dependent signaling and plasticity; columns represent ensemble type within each group. Gene expression was normalized per gene across conditions to highlight relative changes in expression compared to non-ensemble.

# Supplementary material for: Corticostriatal cocaine-seeking ensembles are defined by differing gene expression from sucrose-seeking ensembles using a within-subject dual self-administration and seeking mouse model
**Source:** Addict Neurosci. Author manuscript; Available in PMC 2026 Jun 26.
**Supplement:** 3

**Table 1A: Self-Administration Nose Pokes**

| Model | Description |
| --- | --- |
| Self-Administration (Active/Inactive Nose Poke) × Reward × Day | GLMM with full interactions and subject as random effect; Post-hoc Multiple Pairwise Comparisons |

**Fixed Effects**

| Term | Estimate | SE | z | p-value | Sig |
| --- | --- | --- | --- | --- | --- |
| Intercept | 3.182 | 0.207 | 15.36 | < 0.0001 | **** |
| Nose Poke (Active vs. Inactive) | 1.574 | 0.258 | 6.11 | < 0.0001 | **** |
| Reward (Sucrose vs. Cocaine) | 0.865 | 0.273 | 3.16 | 0.0016 | ** |
| Session (Day) | 0.030 | 0.014 | 2.12 | 0.0344 | * |
| Sex (Male vs Female) | 0.013 | 0.302 | 0.04 | 0.9656 | ns |
| Nose Poke × Reward | -0.523 | 0.354 | -1.48 | 0.1391 | ns |
| Nose Poke × Session | -0.010 | 0.021 | -0.50 | 0.6187 | ns |
| Reward × Session | -0.021 | 0.021 | -1.00 | 0.3188 | ns |
| Nose Poke × Sex | 0.050 | 0.373 | 0.13 | 0.8942 | ns |
| Reward × Sex | -0.902 | 0.386 | -2.34 | 0.0194 | * |
| Session × Sex | 0.021 | 0.022 | 0.98 | 0.3284 | ns |
| Nose Poke × Reward × Session | 0.017 | 0.030 | 0.59 | 0.5565 | ns |
| Nose Poke × Reward × Sex | 0.422 | 0.503 | 0.84 | 0.4011 | ns |
| Nose Poke × Session × Sex | -0.037 | 0.030 | -1.24 | 0.2168 | ns |
| Reward × Session × Sex | -0.001 | 0.030 | -0.04 | 0.9648 | ns |
| Nose Poke × Reward × Session × Sex | 0.033 | 0.042 | 0.78 | 0.4325 | ns |

**Random Effects**

| Group | Variance | SD |
| --- | --- | --- |
| Mouse | 0.0511 | 0.2260531 |

**Post-hoc Multiple Pairwise Comparison: Nose Poke × Reward × Sex**

| Reward | Sex | Contrast | Estimate | SE | z | adj. p value | Sig |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Cocaine | Female | Active - Inactive | -1.466 | 0.155 | -9.46 | < 0.0001 | **** |
| Sucrose | Female | Active - Inactive | -1.126 | 0.154 | -7.29 | < 0.0001 | **** |
| Cocaine | Male | Active - Inactive | -1.122 | 0.153 | -7.33 | < 0.0001 | **** |
| Sucrose | Male | Active - Inactive | -1.552 | 0.154 | -10.10 | < 0.0001 | **** |

**Table 1B: Self-Administration Reward Deliveries**

| **Model** | **Description** |
| --- | --- |
| Delivery (Infusion/Pellet) × Session × Sex | GLMM with full interactions and subject as random effect; Post-hoc Multiple Pairwise Comparisons |

**Fixed Effects**

| **Term** | **Estimate** | **SE** | **z** | **p-value** | **Sig** |
| --- | --- | --- | --- | --- | --- |
| Intercept | 3.738 | 0.133 | 28.03 | < 0.0001 | **** |
| Reward (Sucrose vs. Cocaine) | -0.226 | 0.174 | -1.30 | 0.1943 | ns |
| Session (Day) | 0.009 | 0.019 | 0.48 | 0.6341 | ns |
| Sex (Male vs. Female) | -0.069 | 0.188 | -0.37 | 0.7142 | ns |
| Reward × Session | 0.073 | 0.026 | 2.74 | 0.0061 | ** |
| Reward × Sex | 0.070 | 0.247 | 0.28 | 0.7771 | ns |
| Session × Sex | 0.001 | 0.027 | 0.03 | 0.9789 | ns |
| Reward × Session × Sex | -0.011 | 0.037 | -0.30 | 0.7637 | ns |

**Random Effects**

| **Group** | **Variance** | **SD** |
| --- | --- | --- |
| Mouse | 0.0223 | 0.1493318 |

**Post-hoc Multiple Pairwise Comparison: Reward × Sex × Session**

| **Session** | **Sex** | **Contrast** | **Estimate** | **SE** | **z** | **adj. p value** | **Sig** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | Female | Cocaine - Sucrose | 0.154 | 0.153 | 1.01 | 0.3147 | ns |
| 1 | Male | Cocaine - Sucrose | 0.095 | 0.153 | 0.62 | 0.5349 | ns |
| 2 | Female | Cocaine - Sucrose | 0.081 | 0.133 | 0.61 | 0.5430 | ns |
| 2 | Male | Cocaine - Sucrose | 0.034 | 0.133 | 0.25 | 0.8009 | ns |
| 3 | Female | Cocaine - Sucrose | 0.008 | 0.116 | 0.07 | 0.9431 | ns |
| 3 | Male | Cocaine - Sucrose | -0.028 | 0.116 | -0.24 | 0.8113 | ns |
| 4 | Female | Cocaine - Sucrose | -0.064 | 0.103 | -0.62 | 0.5326 | ns |
| 4 | Male | Cocaine - Sucrose | -0.089 | 0.103 | -0.86 | 0.3884 | ns |
| 5 | Female | Cocaine - Sucrose | -0.137 | 0.096 | -1.43 | 0.1533 | ns |
| 5 | Male | Cocaine - Sucrose | -0.151 | 0.096 | -1.57 | 0.1174 | ns |
| 6 | Female | Cocaine - Sucrose | -0.210 | 0.096 | -2.19 | 0.0286 | * |
| 6 | Male | Cocaine - Sucrose | -0.212 | 0.096 | -2.21 | 0.0273 | * |
| 7 | Female | Cocaine - Sucrose | -0.282 | 0.103 | -2.75 | 0.0060 | ** |
| 7 | Male | Cocaine - Sucrose | -0.273 | 0.103 | -2.65 | 0.0079 | ** |
| 8 | Female | Cocaine - Sucrose | -0.355 | 0.115 | -3.07 | 0.0021 | ** |
| 8 | Male | Cocaine - Sucrose | -0.335 | 0.116 | -2.89 | 0.0038 | ** |
| 9 | Female | Cocaine - Sucrose | -0.428 | 0.132 | -3.23 | 0.0012 | ** |
| 9 | Male | Cocaine - Sucrose | -0.396 | 0.133 | -2.99 | 0.0028 | ** |
| 10 | Female | Cocaine - Sucrose | -0.500 | 0.152 | -3.29 | 0.0010 | *** |
| 10 | Male | Cocaine - Sucrose | -0.457 | 0.152 | -3.00 | 0.0027 | ** |

**Table 1C: Extinction Nose Pokes**

| **Model** | **Description** |
| --- | --- |
| Extinction (Cocaine/Sucrose Nose Poke) × Session × Sex | GLMM with full interactions and subject as random effect; Post-hoc Multiple Pairwise Comparisons |

**Fixed Effects**

| **Term** | **Estimate** | **SE** | **z** | **p-value** | **Sig** |
| --- | --- | --- | --- | --- | --- |
| Intercept | 3.630 | 0.220 | 16.51 | < 0.0001 | **** |
| Nose Poke (Sucrose vs. Cocaine) | 0.387 | 0.198 | 1.96 | 0.0505 | . |
| Session (Day) | -0.089 | 0.016 | -5.45 | < 0.0001 | **** |
| Sex (Male vs Female) | -0.611 | 0.312 | -1.96 | 0.0502 | . |
| Nose Poke × Session | -0.046 | 0.023 | -1.99 | 0.0464 | * |
| Nose Poke × Sex | 0.099 | 0.281 | 0.35 | 0.7244 | ns |
| Session × Sex | 0.052 | 0.023 | 2.23 | 0.0258 | * |
| Nose Poke × Session × Sex | -0.047 | 0.033 | -1.44 | 0.1495 | ns |

**Random Effects**

| **Group** | **Variance** | **SD** |
| --- | --- | --- |
| Mouse | 0.2576 | 0.5075431 |

**Post hoc Multiple Pairwise Comparison: Nose Poke × Sex × Session**

| **Session** | **Sex** | **Contrast** | **Estimate** | **SE** | **z** | **FDR-adjusted p-value** | **Sig** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | Female | Sucrose - Cocaine Nose Poke | -0.341 | 0.184 | -1.86 | 0.0632 | . |
| 1 | Male | Sucrose - Cocaine Nose Poke | -0.393 | 0.185 | -2.12 | 0.0336 | * |
| 2 | Female | Sucrose - Cocaine Nose Poke | -0.295 | 0.171 | -1.72 | 0.0848 | . |
| 2 | Male | Sucrose - Cocaine Nose Poke | -0.300 | 0.172 | -1.74 | 0.0822 | . |
| 3 | Female | Sucrose - Cocaine Nose Poke | -0.249 | 0.161 | -1.55 | 0.1223 | ns |
| 3 | Male | Sucrose - Cocaine Nose Poke | -0.207 | 0.162 | -1.27 | 0.2032 | ns |
| 4 | Female | Sucrose - Cocaine Nose Poke | -0.203 | 0.154 | -1.32 | 0.1871 | ns |
| 4 | Male | Sucrose - Cocaine Nose Poke | -0.114 | 0.155 | -0.73 | 0.4644 | ns |
| 5 | Female | Sucrose - Cocaine Nose Poke | -0.157 | 0.150 | -1.05 | 0.2947 | ns |
| 5 | Male | Sucrose - Cocaine Nose Poke | -0.020 | 0.151 | -0.14 | 0.8926 | ns |
| 6 | Female | Sucrose - Cocaine Nose Poke | -0.112 | 0.150 | -0.74 | 0.4566 | ns |
| 6 | Male | Sucrose - Cocaine Nose Poke | 0.073 | 0.151 | 0.48 | 0.6300 | ns |
| 7 | Female | Sucrose - Cocaine Nose Poke | -0.066 | 0.153 | -0.43 | 0.6678 | ns |
| 7 | Male | Sucrose - Cocaine Nose Poke | 0.166 | 0.154 | 1.08 | 0.2817 | ns |
| 8 | Female | Sucrose - Cocaine Nose Poke | -0.020 | 0.159 | -0.12 | 0.9016 | ns |
| 8 | Male | Sucrose - Cocaine Nose Poke | 0.259 | 0.161 | 1.61 | 0.1068 | ns |
| 9 | Female | Sucrose - Cocaine Nose Poke | 0.026 | 0.169 | 0.16 | 0.8764 | ns |
| 9 | Male | Sucrose - Cocaine Nose Poke | 0.352 | 0.170 | 2.07 | 0.0384 | * |
| 10 | Female | Sucrose - Cocaine Nose Poke | 0.072 | 0.180 | 0.40 | 0.6893 | ns |
| 10 | Male | Sucrose - Cocaine Nose Poke | 0.445 | 0.182 | 2.45 | 0.0144 | * |

**Table 1D: Self-Administration vs. Extinction Phases (Active Nose Poke)**

| **Model** | **Description** |
| --- | --- |
| Active Nose Poke (SA/EXT) × Reward × Sex | GLMM with full interactions and subject as random effect; Post-hoc Multiple Pairwise Comparisons |

**Fixed Effects**

| **Term** | **Estimate** | **SE** | **z** | **p-value** | **Sig** |
| --- | --- | --- | --- | --- | --- |
| Intercept | 4.953 | 0.157 | 31.47 | < 0.0001 | **** |
| Active Nose Poke (SA vs. EXT) | -1.774 | 0.094 | -18.95 | < 0.0001 | **** |
| Reward (Sucrose vs. Cocaine) | 0.344 | 0.106 | 3.26 | 0.0011 | ** |
| Sex (Male vs. Female) | -0.059 | 0.223 | -0.27 | 0.7902 | ns |
| Phase × Reward | -0.196 | 0.132 | -1.49 | 0.1362 | ns |
| Phase × Sex | -0.222 | 0.134 | -1.66 | 0.0966 | . |
| Reward × Sex | -0.160 | 0.149 | -1.07 | 0.2827 | ns |
| Phase × Reward × Sex | 0.005 | 0.188 | 0.03 | 0.9774 | ns |

**Random Effects**

| **Group** | **Variance** | **SD** |
| --- | --- | --- |
| Mouse | 0.1727 | 0.4155719 |

**Post-hoc Multiple Pairwise Comparison: Phase (SA/EXT) × Reward × Sex**

| **Reward** | **Sex** | **Contrast** | **Estimate** | **SE** | **z** | **FDR-adjusted p-value** | **Sig** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Cocaine | Female | EXT - SA | 1.774 | 0.094 | 18.95 | < 0.0001 | **** |
| Sucrose | Female | EXT - SA | 1.970 | 0.094 | 21.06 | < 0.0001 | **** |
| Cocaine | Male | EXT - SA | 1.996 | 0.095 | 20.94 | < 0.0001 | **** |
| Sucrose | Male | EXT - SA | 2.187 | 0.095 | 23.02 | < 0.0001 | **** |

**Table 1E: Previous Day Extinction vs. Reinstatement (Nose Poke)**

| **Model** | **Description** |
| --- | --- |
| Phase (EXT/RST) × Nose Poke × Sex | GLMM with full interactions and subject as random effect; Post-hoc Multiple Pairwise Comparisons |

**Fixed Effects**

| **Term** | **Estimate** | **SE** | **z** | **p-value** | **Sig** |
| --- | --- | --- | --- | --- | --- |
| Intercept | 2.372 | 0.272 | 8.73 | <0.0001 | **** |
| RST vs EXT | 0.816 | 0.260 | 3.14 | 0.0017 | ** |
| Nose Poke: Sucrose vs Cocaine | -0.190 | 0.272 | -0.70 | 0.4848 | ns |
| Sex: Male vs Female | -0.002 | 0.385 | -0.01 | 0.9958 | ns |
| EXT × Nose Poke | -0.070 | 0.391 | -0.18 | 0.8580 | ns |
| C-RST × Nose Poke | -0.968 | 0.380 | -2.55 | 0.0108 | * |
| S-RST × Nose Poke | 1.486 | 0.369 | 4.03 | <0.0001 | **** |
| EXT × Sex | -0.478 | 0.477 | -1.00 | 0.3168 | ns |
| C-RST × Sex | 0.103 | 0.368 | 0.28 | 0.7786 | ns |
| S-RST × Sex | -0.573 | 0.473 | -1.21 | 0.2263 | ns |
| Nose Poke × Sex | -0.251 | 0.392 | -0.64 | 0.5208 | ns |
| EXT × Nose Poke × Sex | 0.625 | 0.565 | 1.10 | 0.2693 | ns |
| C-RST × Nose Poke × Sex | 0.212 | 0.541 | 0.39 | 0.6956 | ns |
| S-RST × Nose Poke × Sex | 0.509 | 0.539 | 0.95 | 0.3442 | ns |

**Random Effects**

| **Group** | **Variance** | **SD** |
| --- | --- | --- |
| Mouse | 0.1738380 | 0.4169388 |

**Post hoc Multiple Pairwise Comparison: Phase (EXT-C, RST-C, EXT-S, RST-S) × Nose Poke × Sex**

**Table 1F: Fluorescent-Activated Cell Sorting (FACS)**

| **Model** | **Description** |
| --- | --- |
| Ensemble Size (Condition) × Region × Sex | Three-way ANOVA with full interactions; Post-hoc Multiple Pairwise Comparisons |

**Fixed Effects**

| **Effect** | **Sum Sq** | **Mean Sq** | **F value** | **p-value** | **Sig** |
| --- | --- | --- | --- | --- | --- |
| Condition | 588.96 | 294.48 | 38.50 | <0.0001 | **** |
| Region | 53.29 | 53.29 | 6.97 | 0.0144 | * |
| Sex | 10.39 | 10.39 | 1.36 | 0.2553 | ns |
| Condition × Region | 67.66 | 33.83 | 4.42 | 0.0232 | * |
| Condition × Sex | 8.53 | 4.27 | 0.56 | 0.5798 | ns |
| Region × Sex | 0.24 | 0.24 | 0.03 | 0.8618 | ns |
| Condition × Region × Sex | 7.48 | 3.74 | 0.49 | 0.6192 | ns |
| Residuals | 183.59 | 7.65 |  |  | ns |

**Post hoc pairwise comparisons: Condition × Region**

| **Region** | **contrast** | **estimate** | **SE** | **t** | **adj. p-value** | **Sig** |
| --- | --- | --- | --- | --- | --- | --- |
| NAc | C - O | 3.07 | 1.6 | 1.92 | 0.1550 | ns |
| NAc | C - S | -9.59 | 1.6 | -6.00 | <0.0001 | **** |
| NAc | O - S | -12.65 | 1.6 | -7.92 | <0.0001 | **** |
| mPFC | C - O | 2.64 | 1.6 | 1.65 | 0.2431 | ns |
| mPFC | C - S | -3.99 | 1.6 | -2.50 | 0.0496 | * |
| mPFC | O - S | -6.63 | 1.6 | -4.16 | 0.0010 | ** |

**Table 1G: Reinstatement (Nose Poke) of Pooled Samples**

| **Model** | **Description** |
| --- | --- |
| Nose Poke x Phase (C-RST; S-RST) Sex x Replicate | GLMM Likelihood Ratio Test for replicate as random effect |

**Random Effects**

| **Effect** | **Χ²** | **p-value** |
| --- | --- | --- |
| Replicate | 1.53 | 0.4652 |

How the deposited data were processed for this re-analysis (not part of the article)

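RNA was sequenced from dissociated neurons sorted from the nucleus accumbens (NAc) and the medial prefrontal cortex (mPFC) of female and male mice. In each region and sex, 4 populations were sorted from each of 3 pools of 3 mice: tdTomato-positive cells (cocaine-seeking), cFos-positive cells (sucrose-seeking), cells with both labels (overlapping) and cells with neither (non-ensemble). That is 48 libraries in 16 groups of 3. A further 12 libraries, 3 per region and sex, have the label naive. What naive means is not stated, and their treatment label is that of the other libraries. The paper does not report on them, and they enter only the comparison given in the closing section.

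The authors sorted NeuN-positive cells, made libraries with a SMART-seq low-input kit after ribosomal depletion, sequenced them as 2 × 150 bp pairs on a NovaSeq instrument, trimmed reads with CutAdapt and quantified them with Salmon against a GRCm39 transcriptome. The deposited values are the estimated counts that the authors obtained with Salmon, one value per transcript and library, beside TPM and effective lengths. The TPM of the authors' deposited files were used for 1 alternative, the length-scaled counts. Versions of Salmon and of the transcript set are not given in the sources used here. The paper names tximport, edgeR and limma for its own statistics, while the sample descriptions name DESeq2.

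Estimated counts were summed per gene with the transcripts and gene symbols of GENCODE vM39 (GRCm39) and rounded to whole numbers. Of 117209 transcripts, 116085 were matched by identifier. The other 1124, left out, hold 0.93 to 7.1% of a library's counts. This gives 35889 genes, 21530 of them protein-coding and 13309 pseudogenes. The 48 libraries have 9933361 to 24500899 counts (median 13723715), so a gene at 1 CPM has about 10 to 24 counts per library, and a gene with 0 counts in a library lies below about 0.1 CPM there.

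Tests used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each region and sex the 12 libraries were fitted together by population with the edgeR quasi-likelihood test (glmQLFit and glmQLFTest), TMM factors and the filterByExpr filter by population. Adjusted p values are from the Benjamini-Hochberg method over all genes tested. A gene counts as called at the thresholds of the paper, an adjusted p under 0.01 and an absolute log2 fold change over 0.75, and members of gene lists are counted at an adjusted p under 0.05. Levels of single genes are CPM with TMM factors, as mean ± SD over 3 pools. For Ddx3y, Eif2s3y and Slc17a7 as ranges over libraries they are CPM without those factors. Sums over marker lists are CPM as well, and should not be read as carrying TMM factors. The 12 comparisons set cocaine-seeking against the other 3 populations. Sucrose-seeking and overlapping against non-ensemble, the average over the references and the difference of a fold change between the sexes were fitted with edgeR as well. Variance shares are from distances of log2 CPM with a prior count of 2 and 1e+05 permutations. A set of 44 gene lists was tested with limma camera, with its fixed and with an estimated correlation between genes. The p values printed are those with an estimated correlation. At 3 against 3 libraries the lowest exact permutation p is 0.1.

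The edgeR fits, with and without the pool block, were first tested on simulated counts with 200 changed genes. False calls among all simulated genes were 0 without the pool block in the female NAc against non-ensemble, and 8 with it. Of the changed genes in that comparison, the block raised recovery from 46% to 74% at a log2 fold change of 1 and from 88% to 100% at 1.5. Recovery is not split by expression level, so it is not known for genes with few counts.

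Populations with the same replicate number come from the same pool of mice by the sorting design, so the pool pairs them. After population means were taken off, libraries of the same number correlated on average at 0.13, 0.092, 0.17 and 0.14 (female NAc, male NAc, female mPFC and male mPFC), against −0.066, −0.046, −0.085 and −0.069 for other numbers. The main fit leaves the pool out, as the paper's methods do not name it, and the pool as a block is an alternative.

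Groupings, tests and alternatives were set before the data were examined, apart from those named as chosen later, beside their results or in the closing section. The alternatives are DESeq2, its size factors in edgeR, no filter on low counts, the pool as a block, the edgeR likelihood-ratio test, limma-voom, length-scaled counts with and without the block, a fit of the 2 groups compared, an adjusted p under 0.05 with no fold minimum, and leaving out single libraries. Genes are named by a rule: each gene that the paper names as measured in these libraries, the 10 highest and 10 lowest called genes of a cocaine-seeking comparison with a mean of at least 10 CPM, and up to 4 members of a list with the smallest adjusted p past 0.05. Laptm5, Ctsd, C1qa and the sex and region markers were added after their values were seen. Some genes that the rule names are not reported here.

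Gene modules, deconvolution, Reactome sets and genetic association data were not analysed here. Behavior, imaging and cell counts of the study were not used here either. Labels were taken from library titles and the supplementary figure of the libraries, as the free-text descriptions and some sex labels conflict with them.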

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

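The tests for background reads, a lower share of neurons, the tdTomato gate and library size were chosen after the results were seen, and the bounds for library size were rewritten after its value was seen; the second microglia list, genomic DNA, receptor activation and the splits of libraries were set before.

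Microglia markers were higher in cocaine-seeking than in sucrose-seeking libraries in every set (10, 9, 10 and 9 of 11 with p adjusted over the list alone; female NAc, male NAc, female mPFC, male mPFC), and summed to 464 ± 49.7 against 246 ± 11.1 CPM in the female NAc. The tables argue against background reads over silent genes, since the microglia median is above that of the chemosensory receptors by 1.24, 1.46, 1.15 and 1.22 in log2, and against a rise of all other cells alike, since it is above the endothelial median by 1.96, 1.64, 1.52 and 2.09 and oligodendrocyte medians are 0.08, −0.06, −0.06 and −0.19; astrocyte medians of 0.63, 0.44, 0.19 and 0.05 leave a rise of astrocytes with microglia open in the female NAc. RNA from microglia in the sorted gate, which a strict NeuN-positive gate would remove, stays open: a second list of 39 genes written before the test had medians of 0.53, 0.49, 0.53 and 0.72, and the 0.488 of the male NAc misses the bound of 0.5. The gate itself stays open too, since the medians against overlapping cells, which are tdTomato-positive as well, are −0.12, −0.42, −0.46 and −0.22. A change in microglia near ensemble cells, or microglial genes in neurons, was not tested and may hold instead; P2ry12 and Cx3cr1 are also in the receptor list.

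Some chemosensory receptor genes were higher in sucrose-seeking than in non-ensemble libraries of the NAc. They are 60 of 1427 in females and 109 of 1374 in males (edgeR adjusted p under 0.05). Of all genes, 1481 of 25607 were higher in females, a larger share, and 705 of 24917 in males, a smaller share. The receptor list as a whole had p = 0.32 and 0.15 (limma camera with an estimated correlation). No male gene is higher with length-scaled counts, the receptor share as covariate or only the 2 groups compared. The same holds without sucrose-seeking replicate 2 or non-ensemble replicate 3. The tables argue against fewer counts in the sucrose-seeking libraries of females, whose mean log2 total is above that of non-ensemble by 0.220 (SE 0.093), while in males this stays open at −0.176 (SE 0.33); the Pearson r of share and total counts over all 12 libraries of a set, −0.20, −0.63, −0.060 and −0.57 (lowest −0.633), does not compare these groups. Genomic DNA among the reads stays open. Silent X-linked genes over autosomal receptors were higher in female than in male libraries. The difference was 0.520 (SE 0.081) in the NAc and 0.618 (SE 0.074) in the mPFC. DNA would give about 1, or less if female pool 2 holds male cells, and its absence 0. Both SE are over single libraries, and libraries of a pool share their mice, so the spread between pools may be larger. Activation of receptor genes stays open as well: silent germline genes of the X moved by 0.578, 0.825 and 0.547 times the receptor median (female NAc, male NAc, male mPFC). A response of these receptors to sucrose-seeking was not tested and may remain.

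In sucrose-seeking against non-ensemble, 711 genes passed both thresholds in the female NAc (0 with length-scaled counts, and 0 without sucrose-seeking replicate 1 or 3), and 9 of 11 endothelial and mural markers were higher at an edgeR adjusted p under 0.05. Ddx3y, a Y-linked gene, had a median of 12.35 CPM in pool 2 of the female NAc and 17.98 CPM in pool 2 of the female mPFC. A sex difference was found by edgeR for 2 genes of the mPFC, cocaine-seeking against non-ensemble. Naive against non-ensemble libraries gave 5, 1120, 2555 and 1112 genes (female NAc, male NAc, female mPFC, male mPFC) with edgeR.

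With 10 ways to split 3 against 3 libraries, a share under 0.05 cannot be reached. For cocaine-seeking against non-ensemble, sucrose-seeking and overlapping, the real grouping gave 0, 0 and 0 genes and the highest other split 2, 0 and 1 in the female NAc; 0, 2 and 0 against 1, 2 and 1 in the male NAc; 0, 0 and 0 against 1, 0 and 1 in the female mPFC; and 0, 0 and 0 against 1, 2 and 2 in the male mPFC. The number of splits with as many genes as the real one, itself included, is 10 of 10 in each of these but cocaine- against sucrose-seeking in the male NAc, where it is 2. Sucrose-seeking against non-ensemble gave 711 genes with 2 in the highest other split in the female NAc (1 of 10 splits as large), and 0 with 1 in each other set; this contrast between the sets is not there with the pool block, which gives 1840, 856, 514 and 633 genes. Naive against non-ensemble gave 5 with 2, 1120 with 0, 2555 with 2 and 1112 with 0, each the largest of its splits. The sex difference in the mPFC against non-ensemble was 2 genes with 1 in the highest other split, also the largest; each other sex comparison gave 0, with at most 1 in another split.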

How the results depend on the processing

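Alternatives that use the share of chemosensory receptors as a covariate, alone or with the pool block, and those without pool 2 were chosen after the results were seen; all others were listed before. Without pool 2, the male NAc was not run and gives no value. Counts of called genes below are in the order non-ensemble, sucrose-seeking and overlapping, each against cocaine-seeking. In the main edgeR fit they are female NAc 0, 0 and 0; male NAc 0, 2 and 0; female mPFC 0, 0 and 0; male mPFC 0, 0 and 0. Why the settings differ was not tested.

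No fold change of a named gene with an adjusted p under 0.05 changed sign under any alternative. With the size factors of DESeq2 in edgeR each of the 12 counts stayed as it was. Of 195 fold changes of named genes, the side of an adjusted p of 0.05 was kept by 186 with DESeq2, 176 with its size factors in edgeR, 193 with the likelihood-ratio test, 193 with limma-voom, 195 without the filter, 179 with the pool block, 168 with length-scaled counts, 189 with the covariate and 174 with covariate and block. Of those that could be fitted, 154 kept it with only the 2 groups compared (21 did not) and 127 without pool 2 (22 did not).

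DESeq2 gives female NAc 31, 125 and 5; male NAc 15, 23 and 5; female mPFC 8, 14 and 0; male mPFC 20, 25 and 7. The likelihood-ratio test of edgeR gives female NAc 43, 82 and 2; male NAc 8, 14 and 1; female mPFC 14, 18 and 7; male mPFC 38, 8 and 6. With limma-voom they are female NAc 0, 2 and 0; male NAc 0, 2 and 0; female mPFC 0, 0 and 0; male mPFC 0, 0 and 0. Without the filter on low counts edgeR gives female NAc 3, 3 and 0; male NAc 0, 2 and 0; female mPFC 0, 0 and 0; male mPFC 0, 0 and 0. Fitting only the 2 groups compared gives female NAc 0, 1 and 0; male NAc 1, 0 and 0; female mPFC 0, 0 and 0; male mPFC 2, 1 and 1. An adjusted p under 0.05 with no fold minimum gives female NAc 2, 93 and 0; male NAc 0, 6 and 0; female mPFC 0, 6 and 0; male mPFC 0, 3 and 0.

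The pool as a block gives female NAc 5, 192 and 0; male NAc 0, 9 and 0; female mPFC 21, 21 and 0; male mPFC 118, 4 and 0. Among the named genes in these comparisons it changed no other call than those with a printed blocked value. Counts scaled by transcript length give 0 called genes in each comparison, the male NAc against sucrose-seeking included, and with the block female NAc 1, 0 and 0; male NAc 0, 0 and 0; female mPFC 0, 0 and 0; male mPFC 0, 0 and 0. The covariate gives female NAc 1, 25 and 0; male NAc 0, 2 and 0; female mPFC 0, 5 and 0; male mPFC 0, 1 and 0, and covariate and block together female NAc 2, 2 and 1; male NAc 1, 0 and 1; female mPFC 0, 19 and 0; male mPFC 5, 27 and 0. Without pool 2 the counts are female NAc 2, 0 and 0; female mPFC 0, 0 and 0; male mPFC 3, 3 and 0.

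Sucrose-seeking against non-ensemble depends on the fit. In the female NAc, male NAc, female mPFC and male mPFC it gives 711, 0, 0 and 0 called genes with edgeR, 1840, 856, 514 and 633 with the pool block, 1422, 650, 102 and 158 with the likelihood-ratio test, 1649, 753, 168 and 350 with DESeq2, 1053, 325, 0 and 0 with limma-voom, 906, 0, 0 and 0 with the size factors of DESeq2, 891, 2, 0 and 0 without the filter, 6, 1, 1 and 4 with only the 2 groups compared, 0, 0, 0 and 0 with length-scaled counts and 1475, 0, 1 and 468 with these and the block. The covariate gives 37, 0, 117 and 25, and covariate and block 1, 0, 71 and 3. Without pool 2 the female NAc, female mPFC and male mPFC give 1368, 1 and 1. Leaving out 1 library gives 0 to 1632, 0 to 908, 0 to 3 and 0 to 6; the female NAc has 0 without sucrose-seeking replicate 1 or 3, and the male NAc is highest without sucrose-seeking replicate 3.

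Leaving out 1 library gives ranges for cocaine-seeking, in the order used above, of female NAc 0 to 1, 0 to 3, 0 to 1; male NAc 0 to 1, 0 to 4, 0 to 0; female mPFC 0 to 2, 0 to 1, 0 to 0; male mPFC 0 to 0, 0 to 1, 0 to 1. Both calls of the male NAc against sucrose-seeking are lost without cocaine-seeking replicate 1 or 2 or sucrose-seeking replicate 1 or 2. Without cocaine-seeking replicate 3, 1 gene is called, and without sucrose-seeking replicate 3 there are 4. The 0 of the other comparisons rises without non-ensemble replicate 1 (female NAc, male NAc and female mPFC against non-ensemble), non-ensemble replicate 2 (female NAc), cocaine-seeking replicate 3 (female NAc against sucrose-seeking and overlapping), sucrose-seeking replicate 3 (female mPFC), cocaine-seeking replicate 2 (male mPFC) or overlapping replicate 1 (male mPFC).

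Immediate early genes higher in sucrose-seeking than in non-ensemble number 0 in the main fit. In the female NAc it is 1 with DESeq2, the likelihood-ratio test, limma-voom, the block, length-scaled counts with the block and only the 2 groups compared; in the female mPFC 1 with the block and the likelihood-ratio test; and in the male mPFC 1 with the block and length-scaled counts with the block. Leaving out libraries gives 0 to 0 in each set.

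Genes with a sex difference number 0, 0 and 0 in the NAc and 2, 0 and 0 in the mPFC with edgeR. DESeq2 gives 7, 4 and 3 and 13, 4 and 6, the likelihood-ratio test 5, 1 and 0 and 31, 1 and 2, and the pool block 0, 0 and 0 and 5, 0 and 0. Leaving out 1 library gives 0 to 1, 0 to 0, 0 to 0 in the NAc and 0 to 12, 0 to 1, 0 to 0 in the mPFC, the highest of them without male non-ensemble replicate 2. The shares of variance, 10.7% by region, 6.48% by sex in the NAc and 20.9% by sex in the mPFC, do not depend on what is permuted. With pools kept whole, the permutation p rises to 0.094, 0.2 and 0.1. For region, the labels were exchanged within pools.

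Naive against non-ensemble gives 5, 1120, 2555 and 1112 genes with edgeR in the female NAc, male NAc, female mPFC and male mPFC. They are 609, 2292, 4269 and 2198 with DESeq2, 416, 2408, 4252 and 2564 with the likelihood-ratio test, 540, 1304, 2790 and 1207 without the filter and 0, 795, 3770 and 895 with the number as a block, which in this comparison is only a number. Leaving out 1 library gives 0 to 2, 645 to 1541, 728 to 3686, 623 to 1188; the female NAc loses its genes without naive replicate 2 or non-ensemble replicate 3, and the female mPFC is lowest without non-ensemble replicate 3. The odds ratio of receptors and ligands among called genes of the male NAc is 9.33 (p = 0.023, Fisher exact test) with the likelihood-ratio test and 0 in the main fit.

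Limits are few pools and shallow counts. With 3 pools per population, edgeR recovered 30% of simulated genes at a log2 fold change of 1 and 98% at 2 in the male NAc against non-ensemble, and 14% and 92% in the male mPFC, so many small changes would be missed. Where a gene has few counts, one library can set its fold change, as with Drd4 in the male NAc. Recovery is not split by expression level here, so it is not known for such genes.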

Differences from the paper's values

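Counts of called genes are smaller here than in the paper's figures in each comparison. Read by eye, the paper shows about 3000, about 1900 and about 1200 genes for cocaine-seeking against non-ensemble, sucrose-seeking and overlapping in the female NAc (Fig. 2f), about 2700, about 1500 and about 1200 in the male NAc (Fig. 2o), about 1100, about 550 and about 480 in the female mPFC (Fig. 3e) and about 3400, about 1300 and about 710 in the male mPFC (Fig. 3m). With edgeR the counts here are 0, 0 and 0; 0, 2 and 0; 0, 0 and 0; and 0, 0 and 0. None of the alternatives set beforehand reaches the paper's counts in any of the 12 comparisons. Genes with an unadjusted edgeR p under 0.05, with no fold minimum, number 2299, 3925 and 474 in the female NAc. In the male NAc they are 2406, 1902 and 603. In the female mPFC they are 1515, 1012 and 568, and in the male mPFC 3922, 1127 and 380. These lie above the paper's counts in some comparisons and below them in others. The paper states an adjusted p and a fold minimum, and where the gap comes from was not tested.

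Region holds about 17% of the variance in the paper (Supplemental Fig. 4A, read by eye) and 10.7% here; the alternatives give 10.6% without the filter, 8.60% with a prior count of 0.5 and 7.86% over the 1000 most variable genes, none near it. The second component over all libraries holds about 8.1% in that figure and 5.15% here, with no alternative run. Depth is 50 M reads in the methods, and the libraries hold a median of 13.724 M estimated counts, which are fragments assigned to transcripts, not reads sequenced.

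Read as reference minus cocaine-seeking, H2bc23 stands at 2.801 against non-ensemble and 4.288 against overlapping in the supplementary table of the female NAc. That reading of signs and columns rests on the correlations given under other observations. The fitted values here are 5.54 and 7.33. The cocaine-seeking group has 0 counts, so these are not measured sizes. With the mean of the reference taken as given, the data give only lower bounds, 5.25-fold and 18.7-fold, which leave room for the table's values. The fitted values of DESeq2 (4.81 and 6.65) and limma-voom (1.72 and 4.14) and, for the first, the pool as a block (4.93) rest on the same group with 0 counts.

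Several directions in the paper are the opposite of those in the counts as labelled. These are the rises of H2al1e, Gpbar1, Drd4 and Galr3 in cocaine-seeking of the female NAc, of Galr3 in the male NAc, of Pde2a there against non-ensemble, and the fall of Drd4 there. In the female mPFC they are H2ac23 in each comparison, H2bc23 against overlapping, the rises of H2ac1 and H2ac4 and the falls of H2ac12 and H3c14, and in the male mPFC the rise of Avp and the fall of Taar8b. Among module drivers they are those of the blue module of the NAc, Oas3 and Zfp473 in females, Trim2 and Sod2, Stox2 and Prrc2c, Cep162 and Adat1, and Maip1 and Acad9 in males. None of them has an adjusted p under 0.05 in the main edgeR fit. For Pde2a, the paper's table also holds a second gene identifier that could not be measured here. H2ac24 of the female NAc has the paper's direction, and so has H2bc23 against non-ensemble. Against sucrose-seeking H2bc23 has no counts in either group and gives no direction. No alternative, leaving out single libraries included, calls any of these genes at both thresholds. The paper has immediate early genes mostly in the sucrose-seeking ensemble, and the main edgeR fit finds none higher there than in non-ensemble cells.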

Other observations

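The comparison of signs below with the paper's tables was chosen after the results were seen, and its bound for exchanged labels was rewritten after the value was seen; the gene lists were written before.

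In the NAc, genes of energy metabolism and translation had lower values in sucrose-seeking than in non-ensemble libraries in the main fit, although the ribosomal list as a whole misses 0.05 in females. In females 53 of 87 ribosomal protein genes, 12 of 13 mitochondrially encoded genes and 56 of 87 nuclear genes of oxidative phosphorylation were lower (edgeR adjusted p under 0.05, n = 3 pools each), and in males 47, 11 and 46. The median log2 fold changes are −0.70, −0.86 and −0.72 in females and −0.69, −0.88 and −0.59 in males, with list p values of 0.078, 0.023 and 0.040 and of 0.047, 0.011 and 0.018 (limma camera with an estimated correlation). The male numbers fall to 0 with length-scaled counts and with the chemosensory share as covariate (chosen after the data were seen). They fall to 0 as well without sucrose-seeking replicate 2 or non-ensemble replicate 3, and no gene of any kind has an adjusted p under 0.05 in these fits. With only the 2 groups compared 1 gene of all tested passes 0.05, so at most 1 listed gene can. In females, fewer genes of all kinds pass 0.05 with length-scaled counts or without sucrose-seeking replicate 3. At both thresholds 0 genes passed in the male NAc with edgeR quasi-likelihood, 856 with the pool block, 650 with the likelihood-ratio test, 753 with DESeq2 and 325 with limma-voom. The medians of the endothelial list were 1.13 in females and 0.68 in males. Pseudogenes held 6.22% of the counts in sucrose-seeking and 3.62% in non-ensemble libraries of females, and 6.63% and 3.83% in males. Whether the lower values follow from such differences between libraries was not tested.

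Overlapping cells, active in both sessions, had microglia medians above those of non-ensemble cells too, by 1.08, 1.09, 1.36 and 1.03 (female NAc, male NAc, female mPFC, male mPFC). Of 11 markers, 4, 4, 7 and 0 were higher with an edgeR adjusted p under 0.05. Over all genes, 30 in the male NAc and 17 in the female mPFC passed 0.05 there, and 0 and 1 with length-scaled counts. The male NAc has 2 without non-ensemble replicate 2 or 3. The female mPFC has 1 without non-ensemble replicate 3 or overlapping replicate 3. Sucrose-seeking cells, without tdTomato, had medians of −0.07, −0.35, −0.23 and −0.52.

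Signs of the paper's tables of the NAc run against those of the counts as labelled. Of the 1995 female and 1287 male genes of the tables that were held, 1938 and 1241 were tested here. No exchange of the 4 population labels between libraries gives the columns, as the best one leaves a lowest correlation of 0.143. Read as reference minus cocaine-seeking, with the sucrose-seeking and overlapping columns exchanged, the 6 correlations are at least 0.906, which suggests that the tables show fold changes turned round. Whether the directions in the paper's text come from this was not tested.

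Naive libraries differed from non-ensemble ones in lists as well (edgeR adjusted p under 0.05, n = 3 each). In the female NAc, 38 of 87 ribosomal protein genes, 33 of 83 genes of oxidative phosphorylation, 7 of 15 excitatory markers and 4 of 11 microglia markers were higher in naive, and in the female mPFC 78 of 85, 72 of 87, 13 of 15 and 9 of 11. Over the excitatory list p = 0.028 and 0.019 (limma camera with an estimated correlation). What the label naive means is not stated in the sources used here, and the treatment given for these libraries is that of all the others, so they are not read as untrained mice. They have more counts than the others, and batch is not separated from group in them. Effective over annotated transcript length averaged 59.6% and 51.2% in male naive libraries of the NAc and mPFC, against 81.9% and 80.7% in the non-ensemble ones, so the male libraries differ in fragment length or in how they were quantified, and their gene numbers cannot be assigned to a treatment.

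Label checks gave these levels. Ddx3y was at 11.3 to 18.2 CPM in pool 2 of the female NAc and 15.3 to 20.4 in pool 2 of the female mPFC, against 0.345 to 2.01 and 0.0809 to 1.14 in pools 1 and 3. Male libraries had 15.7 to 43.1 CPM in the NAc and 24.3 to 43.3 in the mPFC. Eif2s3y, also on the Y chromosome, was at 4.60 to 13.4 and 10.2 to 16.8 CPM in the same female pools. Slc17a7 was at 129.8 to 329 CPM in the female NAc and 156 to 568 in the male NAc. In the female mPFC it was at 21.6 to 98.4 CPM, below the NAc although it is a cortical marker, and in pool 2 of the male mPFC at 34.2 to 43.4; whether dissection or a label lies behind this cannot be told from the counts.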
